# Transcriptional dynamics of murine motor neuron maturation in vivo and in vitro

**DOI:** 10.1038/s41467-022-33022-4

**Published:** 2022-09-15

**Authors:** Tulsi Patel, Jennifer Hammelman, Siaresh Aziz, Sumin Jang, Michael Closser, Theodore L. Michaels, Jacob A. Blum, David K. Gifford, Hynek Wichterle

**Keywords:** Neuronal development, Cellular neuroscience

## Abstract

Neurons born in the embryo can undergo a protracted period of maturation lasting well into postnatal life. How gene expression changes are regulated during maturation and whether they can be recapitulated in cultured neurons remains poorly understood. Here, we show that mouse motor neurons exhibit pervasive changes in gene expression and accessibility of associated regulatory regions from embryonic till juvenile age. While motifs of selector transcription factors, ISL1 and LHX3, are enriched in nascent regulatory regions, motifs of NFI factors, activity-dependent factors, and hormone receptors become more prominent in maturation-dependent enhancers. Notably, stem cell-derived motor neurons recapitulate ~40% of the maturation expression program in vitro, with neural activity playing only a modest role as a late-stage modulator. Thus, the genetic maturation program consists of a core hardwired subprogram that is correctly executed in vitro and an extrinsically-controlled subprogram that is dependent on the in vivo context of the maturing organism.

## Abstract (web summary)

Patel et al. show that gene expression and regulation in motor neurons is dynamic until juvenile age. A core subprogram (~40% of genes) is faithfully recapitulated in cultured motor neurons, with neuronal activity playing only a modulatory role.

## Introduction

Advances in directed differentiation of pluripotent stem cells into a growing number of well-defined neuronal cell types have prompted an ever-increasing use of these systems to study normal neuronal function and to model neuronal diseases. However, the ill-defined maturation state of stem cell-derived neurons remains a major shortcoming^1,2^. A thorough understanding of mechanisms that control neuronal specification has been key to the formulation of efficient stem cell differentiation protocols^3,4^. In contrast, our understanding of signals and transcription programs controlling neuronal maturation remains rudimental. In the absence of these mechanistic insights, our ability to assess and manipulate the maturation state of cultured neurons is severely limited.

Most neurons are generated in a brief time window during embryonic development, but the nervous system continues to develop for weeks in mice and years in humans before functional outputs, such as movement and behavior, become adult-like^5,6^. The functional maturation of individual neurons is reflected in gene expression changes that accompany neuronal development from embryonic to adult stages^7–10^. Transplantation studies of human neurons into the mouse brain indicate that neuronal maturation programs have a strong intrinsically timed and species-specific component controlling morphological changes, marker expression, and physiological maturation^11–13^. Besides the intrinsic maturation program, neural activity has been proposed as a key contributor to the maturation of neural circuits in the postnatal brain^14,15^. Indeed, enhancers activated in mature neurons are enriched for motifs recognized by activity-regulated AP-1 transcription factors^9^. While these observations suggest that intrinsic transcriptional programs and extrinsic factors converge to control gene expression programs in maturing neurons, the extent to which these two mechanisms contribute to the maturation process remains a matter of controversy.

Pluripotent stem cell-derived neurons are being widely used to model and study neurodegenerative diseases such as amyotrophic lateral sclerosis (ALS), Alzheimer’s, Huntington’s, and Parkinson’s disease^16^. Neuronal age is the most important modifier in these diseases, as they manifest late in life, even in individuals carrying risk alleles. The immature state of stem cell-derived neurons should therefore be viewed as the key obstacle for meaningful study of these diseases in vitro and for effective drug discovery^1,2^. Recent reprogramming experiments have shown that directly converting adult fibroblasts into neurons, without passing through a pluripotent state, results in the maintenance of some adult-like features, such as DNA methylation, in reprogrammed neurons^17,18^. However, these studies did not directly compare the transcriptome of reprogrammed neurons to their in vivo counterparts, making it difficult to determine the extent to which programmed cells correspond to normal mature neurons.

Motor neurons in the brainstem and spinal cord control all skeletal muscle movements, including walking, breathing, and fine motor skills, by communicating central motor commands to diverse muscle targets. Motor neurons are among the first nerve cells born during embryonic development, but motor circuits and motor behaviors continue to mature over a prolonged period, extending into the postnatal life^6,19,20^. In mice, motor neurons gain their postmitotic identity by embryonic day 10.5 (E10.5); between E10.5 and E13.5 nascent motor neurons start extending their axons toward their cognate muscle targets; between postnatal day 4 (P4) and P21 local spinal interneuron circuits mature, descending motor circuits are wired, and adult-like movement is acquired^4^. Mice are considered sexually mature adults at P56, and aged by year 2. At a genetic level, spinal motor neuron specification is controlled by selector transcription factors ﻿ISL1 and LHX3 expressed in nascent postmitotic cells^21,22^. Following initial fate specification, the selector transcription factor LHX3 is downregulated in most motor neurons and the regulatory elements controlled jointly by ISL1 and LHX3 become decommissioned^23^, indicating that the maturation program is controlled by additional, yet-to-be-defined transcription factors.

In this work, we mapped transcriptional and chromatin accessibility changes in mouse spinal motor neurons throughout their lifetime to develop a framework for both identifying regulators of maturation and assessing the maturation state of cultured stem cell-derived motor neurons. We demonstrate that the motor neuron gene expression program is highly dynamic for 4 weeks, from embryonic day E10.5 through postnatal day P21, and then remains stable throughout adulthood and aging. By performing motif-enrichment analysis in age-specific chromatin accessibility data, we identified candidate regulators controlling different stages of maturation. The temporal motif-enrichment and expression patterns of candidate regulators suggest a progressive maturation process in which different groups of transcription factors control subsequent stages of motor neuron maturation. Finally, we identified a core maturation program that is faithfully recapitulated in cultured neurons, and demonstrate that despite the commanding presence of motifs bound by activity-dependent transcription factors in regulatory regions associated with these genes, inhibition of action potentials in culture resulted only in minor changes in the later phase of the core maturation gene expression program. This work establishes a foundation for molecular dissection of activity-dependent and independent, intrinsic and extrinsic mechanisms controlling neuronal maturation, a key step toward more reliable use of stem cell-derived neurons for studying normal neural function and dysfunction.

## Results

### Purification of motor neurons for mapping temporal gene expression profiles

The transcriptional identity of a cell is defined by its gene expression profile, which is in turn regulated by the binding of transcription factors at cis-regulatory elements. To understand when a mature motor neuron identity is established, how stably it is maintained, and how it is regulated, we generated a temporal trajectory of gene expression (RNA-seq) and chromatin accessibility (Assay for Transposase-Accessible Chromatin (ATAC-seq)) data from mouse spinal motor neurons. These data are acquired from embryonic and postnatal motor neurons at timepoints spanning the entire timescale of specification, functional maturation, and aging (E10.5, E13.5, P4, P13, P21, P56 and 2 years; Fig. 1a, Supplementary Fig. 1, and Supplementary Table 1 contains expression data). 

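RNA-seq covered 18 in vivo libraries, 3 each at E10.5, P4, P21 and P56 and 2 each at E13.5, P13 and 2 years. The E10.5 libraries came from whole sorted cells and the libraries of later ages from nuclei, so the isolation method changes together with age at the first step. The authors trimmed the reads with Trimgalore, aligned them to mm10 with STAR, estimated counts per gene with RSEM and deposited 1 list of expected counts per library, without normalisation. Total counts per library ranged from 7129979 to 7948429 at E10.5 (median 7640695), from 3821002 to 4379071 at P4 (median 4176020), from 3901661 to 3990907 at P21 (median 3978579) and from 3931179 to 3978894 at P56 (median 3942284). The 2 libraries held 5217972 and 12731276 counts at E13.5, 10576319 and 5664123 at P13, and 4009007 and 9681451 at 2 years. A single noncoding gene, *Gm26917*, took between 15.5% and 16.2% of the counts of the E10.5 libraries. For tests, counts were rounded and scaled with edgeR's TMM factors, and the 15030 genes with at least 5 CPM in every replicate of at least 1 age were fitted over all 18 libraries with edgeR's quasi-likelihood test. A gene was counted as changed at the paper's limits, an unadjusted p under 0.001 and a change of at least 2-fold, and the number past a Benjamini-Hochberg adjusted p of 0.05 and 2-fold is given beside it. Normalised counts given for single genes are expected counts divided by median-of-ratios size factors, and log2 fold changes are later over earlier age.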

For gene expression and chromatin accessibility analysis at E10.5, we isolated motor neurons from Hb9:GFP transgenic animals by FACs^24^ (Fig. 1b, Supplementary Fig. 1d, e, and Methods). Purification of whole motor neurons from postnatal ages is not feasible as large neurons with complex dendrites and long axons are easily damaged. To overcome this problem, we isolated motor neuron nuclei from Chat-Cre; Sun1-sfGFP-Myc^25,26^ mice between E13.5 and 2 years (Fig. 1c, Supplementary Fig. 1, and Methods). We note that using whole cells at E10.5 vs. nuclei at E13.5 onwards may result in technical differences in gene expression values and influence differential gene expression analyses. 

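Mitochondrially encoded messenger RNAs, which are made and kept outside the nucleus, give 1 measure of this difference. Of the 13 tested, 12 were lower at E13.5 than at E10.5 and 8 passed the limits of p and fold change, with a median log2 fold change of -2.76 (camera, adjusted p = 0.022 over 21 gene lists, a call that also held with fry). With median-of-ratios factors the median was -2.66. The median change of the same transcripts was -0.01 from E13.5 to P4, -0.78 from P4 to P13, -0.73 from P13 to P21, -0.15 from P21 to P56 and -0.25 from P56 to 2 years, none of them with an adjusted p under 0.05. Genes without a count at either age were left out of each list. No library at E13.5 or later was made from whole cells and none at E10.5 from nuclei, so no fit can separate the isolation method from age.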

To determine if these data are comparable, we examined the expression of genes that are known to be up or downregulated between E10.5 and E13.5 and found that these genes maintain the correct dynamics in our RNA-seq dataset^27–29^ (Supplementary Fig. 2a).

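A group of 9 genes that fall and a group of 7 that rise were taken from Supplementary Fig. 2a. *Olig2* (ENSMUSG00000039830), on chromosome 16 of mm10 from 91225457 to 91228677, had 719.8 ± 227 (SD, n = 3) normalised counts at E10.5 and 1.12 ± 0.278 (SD, n = 2) at E13.5, a log2 fold change of -9.21 (standard error 0.53, adjusted p = 1.7e-10) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Lhx3*, on chromosome 2 of mm10 from 26200212 to 26208289, went from 416 ± 43.5 (SD, n = 3) to 21.0 ± 6.24 (SD, n = 2) normalised counts. *Onecut2* went from 1477 ± 265 (SD, n = 3) to 255 ± 110.0 (SD, n = 2) at E13.5 and was at 759 ± 52.6 (SD, n = 3) at P4. All 9 genes of the falling group (*Olig2*, *Neurog2*, *Hes5*, *Sox2*, *Lhx3*, *Neurod4*, *Zfhx3*, *Pou2f2* and *Onecut2*) were counted as lower at E13.5, with log2 fold changes between -9.21 and -1.23. In the rising group, *Etv1* went from 20.1 ± 11.4 (SD, n = 3) to 82.7 ± 18.5 (SD, n = 2) and *Etv4* from 14.9 ± 2.48 (SD, n = 3) to 49.5 ± 4.29 (SD, n = 2) normalised counts, the latter with a log2 fold change of 1.61 (standard error 0.41, adjusted p = 0.0019) in the same test. The 6 genes of this group with enough counts to be tested (*Nfia*, *Nfib*, *Etv1*, *Etv4*, *Neurod6* and *Cpne4*) were all counted as higher. Between 2 and 3 counts in all 3 E10.5 libraries together were found for *Neurod6* and *Cpne4*, which reached 129 ± 60.8 (SD, n = 2) and 25.1 ± 12.6 (SD, n = 2) normalised counts at E13.5. *Neurod2* was under the CPM limit at each age and was not tested. In every alternative fit all 15 genes kept their direction with an adjusted p under 0.05. *Etv4* passed the p limit of 0.001 in 1 of the 3 fits without an E10.5 replicate, and neither *Etv1* nor *Etv4* passed it when only the 5 libraries of the compared ages were fitted.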

**Fig. 1:**
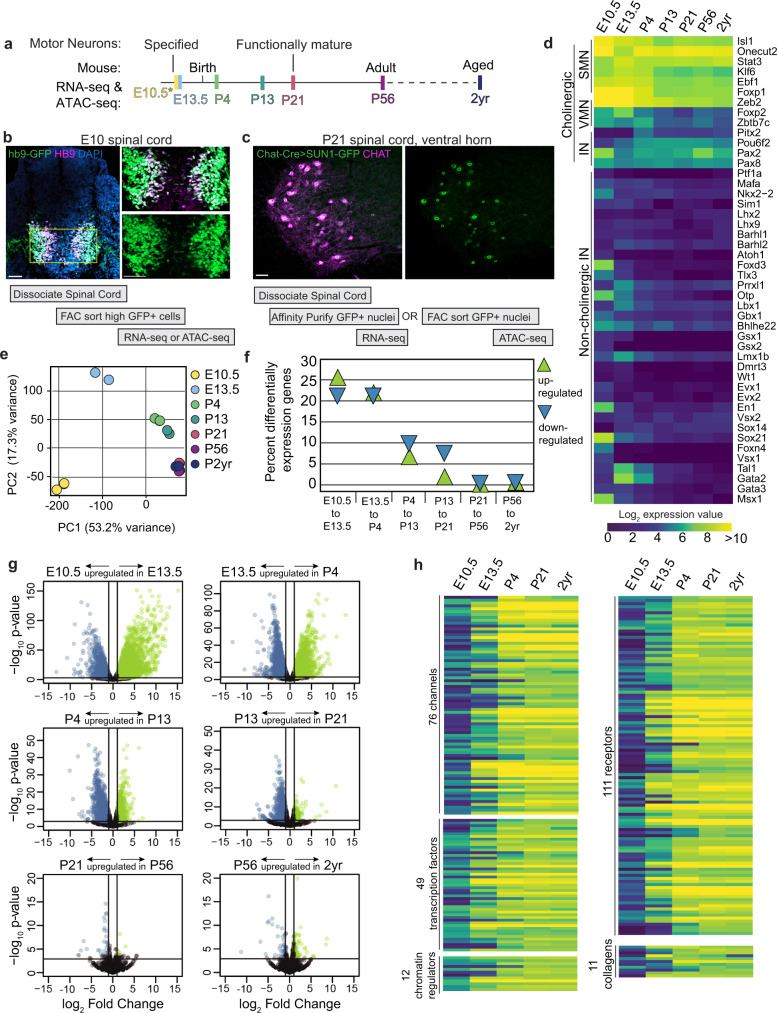
Motor neuron gene expression is dynamic during embryonic and early postnatal ages. **a** Timeline of motor neuron development and functional maturation in mice. **b** A spinal cord section from an Hb9-GFP transgenic E10 embryo and outline of the procedure used to isolate motor neurons. Immunostaining shows co-labeling of HB9 protein (magenta) with high GFP expression from the transgene (green). The boxed region from the left image is shown with split colors on the right. **c** The right ventral horn region of a P21 Chat-Cre; Sun1-GFP spinal cord section and outline of the procedure used to isolate motor neuron nuclei at all ages from E13.5 to 2 years. Immunostaining shows co-labeling of CHAT protein (magenta) with SUN1-GFP (green). **d** Expression of transcription factors that mark cholinergic skeletal motor neuron (SMN), visceral motor neurons (VMN), interneurons (IN), and non-cholinergic cell types in the spinal cord at all profiled ages. A handful of VMN and IN markers are also expressed in SMNs, as seen in Supplementary Fig. 2f. **e** Principal component analysis on RNA-seq data at all timepoints. Circles of the same color represent biological replicates for each timepoint. **f** Percent of expressed genes that are upregulated or downregulated between two consecutive timepoints. This plot is a summary of the differential gene expression plots in (**g**). **g** Plots showing differential gene expression between consecutive timepoints. Each dot represents one gene, colored dots are genes that are upregulated (green) or downregulated (blue) at least 2-fold with a *p* value <0.001. **h** Expression trajectories of various categories of functional genes. The scale for the heatmap is the same as in **d**. All scale bars are 50 μm.

Another potential limitation of using the Chat-Cre driver from E13.5 to 2 years is that a recent snRNA-seq study found that Chat-Cre labels not only all cholinergic neuronal populations, but also a significant number of GABAergic and glutamatergic neurons in the adult spinal cord^30^. To determine the proportional contribution of individual neural classes to our datasets, we performed a non-negative least squares deconvolution analysis of our bulk adult data (P56), using adult snRNA-seq datasets of spinal cord cell types^30^. Importantly, we did not find any non-cholinergic cells to be significantly represented in our bulk RNA-seq (<1%), perhaps reflecting a difference in INTACT (this study) vs. FACs methods for purifying nuclei for RNA-seq (Supplementary Figs. 1b–d and 2b–d). Furthermore, the analysis revealed that the vast majority (~76%) of bulk P56 gene expression comes from skeletal motor neurons, with ~22% contribution from cholinergic visceral motor neurons and ~2% from cholinergic interneurons (Supplementary Fig. 2d, e). This is further supported by the analysis of expression levels of cell-type-specific transcription factors and effector genes in our dataset^29–40^. 

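At P56 the cholinergic genes *Chat* and *Slc5a7* had 684 ± 56.6 (SD, n = 3) and 1039 ± 113 (SD, n = 3) normalised counts. Transcripts of other neurotransmitter classes were present in the same 3 libraries at lower levels. The GABAergic genes *Gad1*, *Gad2* and *Slc32a1* had 224 ± 35.9 (SD, n = 3), 152 ± 11.6 (SD, n = 3) and 49.5 ± 22.6 (SD, n = 3) normalised counts, and the glutamatergic gene *Slc17a6* had 157 ± 27.8 (SD, n = 3). The dopaminergic and noradrenergic gene *Th* fell from 211 ± 111 (SD, n = 3) at E10.5 to 2.23 ± 0.741 (SD, n = 3) at P56. Each of the 4 GABAergic and glutamatergic genes lay below *Chat* by more than the spread between replicates. The deconvolution against single-nucleus data was not repeated here.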

Whereas skeletal motor neuron-specific genes (e.g., *Isl1*, *Ebf1*, *Onecut2*, *Stat2*, *Klf6*, and *Foxp1*) are highly expressed, visceral motor neuron, interneuron, and non-cholinergic interneuron genes^31^ are expressed at lower levels or not expressed at all (mean expression value: skeletal 559, visceral 82, interneuron 99) (Fig. 1d and Supplementary Fig. 2f, g). 

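Among the skeletal motor neuron transcription factors at P56, *Isl1* had 222 ± 22.2 (SD, n = 3) normalised counts, *Ebf1* 205 ± 13.0 (SD, n = 3), *Onecut2* 809 ± 49.3 (SD, n = 3), *Stat2* 162 ± 22.2 (SD, n = 3), *Klf6* 119 ± 12.2 (SD, n = 3) and *Foxp1* 202 ± 38.3 (SD, n = 3). Over these 6 genes the mean was 287 ± 13.9 (SD, n = 3). The effector genes of Supplementary Fig. 2g give means over genes of 678 ± 43.6 (SD, n = 3) for 19 skeletal motor neuron genes, 80.8 ± 10.9 (SD, n = 3) for 16 visceral motor neuron genes and 112 ± 3.17 (SD, n = 3) for 14 cholinergic interneuron genes. A single gene can weigh much on such a mean. Without the most expressed gene, the skeletal mean was 452 (without *Ahnak2*) and the visceral mean 60.1 (without *Fbn2*). The medians over genes were 171, 64.9 and 55.3. The skeletal mean lay above the others by many times the SD between the 3 libraries. That SD leaves out the spread between genes, whose means ran from 1.37 to 4752 in the skeletal list. The gap between the visceral and the interneuron mean was also larger than either SD, but the medians stood in the opposite order. These values therefore do not rank the visceral and the interneuron genes.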

We conclude from this analysis that skeletal motor neurons overwhelmingly contribute to the gene expression profiles, with some contribution from cholinergic visceral motor neurons. For ATAC-seq we utilized FAC sorted SUN1-GFP nuclei (Methods) and confirmed that all candidate regulators identified from this analysis are expressed in skeletal motor neurons (Supplementary Fig. 1e).

### Motor neuron gene expression is dynamic until the third postnatal week

We first asked when an adult-like gene expression pattern is established in motor neurons and how stably it is maintained. To answer this question, we performed a principal component analysis on the temporal RNA-seq data (Fig. 1e). 

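A principal component analysis was run on log2 normalised counts of the 19548 genes with over 10 normalised counts in at least 1 of the 18 in vivo libraries, each scaled to unit variance. PC1 held 53.4% and PC2 17.4% of the variance. Mean PC1 scores were -189 ± 9.94 (SD, n = 3) at E10.5, -99.2 ± 20.4 (SD, n = 2) at E13.5, 25.7 ± 6.47 (SD, n = 3) at P4, 49.1 ± 3.73 (SD, n = 2) at P13 and 75.0 ± 0.796 (SD, n = 3) at P21. They were 74.6 ± 1.56 (SD, n = 3) at P56 and 69.9 ± 4.82 (SD, n = 2) at 2 years. The share on PC1 moved most when genes were centred without scaling, to 65.1%.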

We found that the first principal component (PC1), which explains 53.2% of the overall variance, separates the gene expression data from E10.5 to P21 sequentially by age, with all timepoints after P21 clustering together. Next, to understand what proportion of motor neuron genes are dynamically regulated between timepoints, we performed differential gene expression analyses using the EdgeR algorithm^41,42^ (Fig. 1f, g). These analyses show that >40% of expressed genes are differentially expressed between E10.5 and E13.5, and between E13.5 and P4 (*p* value <0.001, fold change ≥2). 

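Between E10.5 and E13.5, 3702 genes were higher and 2919 lower at the paper's limits, 44.1% of the 15030 tested. At an adjusted p under 0.05 with the same fold limit, 4446 were higher and 3289 lower. Between E13.5 and P4, 3571 were higher and 2849 lower, 42.7%, with 4295 and 3302 past the adjusted limit. The excess of higher genes at this step was not stable, with 3263 higher and 3173 lower for median-of-ratios factors, 3330 higher and 3993 lower with no filter on low counts and 2411 higher and 2537 lower with only the libraries of these ages. The first count moved most when only the 5 libraries of the compared ages were fitted, to 3717 genes. In simulated counts with the real library sizes and spread, the same steps recovered 49 of 50 genes changed 4-fold and 18 of 49 changed 2-fold between E10.5 and E13.5, and called 9 unchanged genes. Erythroid and endothelial genes rose from E10.5 to E13.5, by median log2 changes of 8.54 and 9.27, and erythroid genes fell again at P4. RNA of blood and vessel cells may thus add to the counts of both comparisons.

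**Figure D1:**
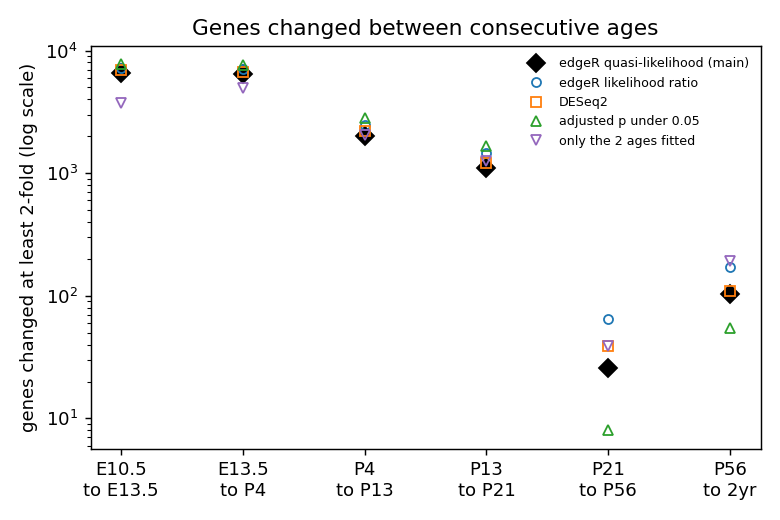
Number of genes changed at least 2-fold between consecutive ages (vertical axis, log scale) for each step from E10.5 to 2 years (horizontal axis), under the main test (filled diamonds) and 4 alternatives (open symbols). The main counts fall from 6621 at the first step to 26 between P21 and P56 and 103 between P56 and 2 years.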

After P4, both the percent of genes that are differentially expressed and the extent of the differential expression (in terms of *p* value and fold change) decreases as motor neurons get older, with <1% of genes changing expression between P21 and P56 and between P56 and 2 years (Fig. 1f, g). 

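From P4 to P13, 871 genes were higher and 1134 lower (13.3% of those tested, 1199 and 1622 past the adjusted limit). From P13 to P21, 226 were higher and 872 lower (7.31%). More genes were lower than higher at this step under each alternative, by less with median-of-ratios factors (322 higher and 720 lower) and with DESeq2 (404 higher and 806 lower). From P21 to P56, 7 genes were higher and 19 lower (0.173%), of which 8 passed the adjusted limit. The adjusted count rested on single libraries. Without P21 replicate 2 or 3, or without P56 replicate 1 or 2, 0 genes passed it. Without P56 replicate 3 1 lower gene passed, and without P21 replicate 1 1 higher and 7 lower genes did. From P56 to 2 years, 75 were higher and 28 lower (0.685%), 55 of them past the adjusted limit, against 59 higher and 35 lower with median-of-ratios factors and 61 higher and 49 lower with DESeq2. The highest count among the alternatives was 65 genes for P21 to P56, with the likelihood ratio test, and 191 for P56 to 2 years, with only the libraries of these ages fitted. Without replicate 2 of P56 the last count was 65. Past the adjusted limit, the fits that each left out a P56 replicate gave 10 to 25 higher and 9 to 15 lower genes at 2 years. In simulated counts for P21 against P56, 50 of 50 genes changed 4-fold and 24 of 50 changed 2-fold were recovered, so that smaller changes would be missed more often. The same steps called 8 unchanged genes there. From the timing of these changes and that of motor function, the paper proposes that the changes in transcription may facilitate the output of adult motor neurons.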

The RNA-seq data reveal a striking concordance between the timing of transcriptional maturation and functional maturation of motor circuits and behavior, which have previously been shown to happen during the third postnatal week, between P14 and P21^2,6,19^. This correlation suggests that transcriptional changes may facilitate the functional output of adult motor neurons. Indeed, when we perform a pathway enrichment analysis^43^ on the top 500 genes that are upregulated between E10.5 and P21 or E13.5 and P21, we find that most enriched pathways include categories relevant for motor neuron physiology such as protein interactions at synapses, and muscle contraction (*p* value <0.001, FDR <0.05). On the other hand, genes downregulated with age are enriched in shared cellular pathways characteristic of mitotically active or growing cells, such as RNA and protein metabolism, translation, and mitotic pathways, in addition to pathways associated with early stages of neurodevelopment such as axon guidance (*p* value <0.0005, FDR <0.05) (Supplementary Fig. 3a).

We next wanted to understand the extent to which select groups of neuronal effector genes were dynamically expressed during maturation. Analysis of differentially expressed genes showed that 55% of channels, 32% of receptors, 50% of collagens, 18% of kinases, 15% of transcriptional regulators, and 10% of chromatin regulatory genes expressed in our dataset show low or no expression at E10.5, but are upregulated at least 2-fold by P21 (*p* value <0.001, subsets shown in Fig. 1h, full lists in Supplementary Table 2). 

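The planned measure was the number of genes of Supplementary Table 2 called higher at P21 than at E10.5, and the classes themselves were rebuilt afterwards by the rule in the Methods. By that rule a gene belongs to a class by a word in its RefSeq description, or by a name that begins with Col for collagens, and counts as low at E10.5 with a mean under 100 normalised counts. The share of expressed genes that were low at E10.5 and higher at P21, at least 2-fold with an unadjusted p under 0.001, was 53.9% (90 of 167, 95% interval 46.3 to 61.3%) for channels, 34.9% (190 of 544, 95% interval 31.0 to 39.0%) for receptors and 42.5% (17 of 40, 95% interval 28.5 to 57.8%) for collagens, with Wilson intervals. It was 17.0% (97 of 571, 95% interval 14.1 to 20.3%) for kinases, 13.2% (37 of 280, 95% interval 9.74 to 17.7%) for transcription factors and 5.30% (7 of 132, 95% interval 2.59 to 10.5%) for chromatin regulators, against 28.2% of all expressed genes. The likelihood ratio test raised the collagens to 47.5%, the largest move among the classes. Of the genes that Supplementary Table 2 lists, 109 of 114 tested channels, 212 of 237 receptors, 16 of 18 collagens, 116 of 129 kinases, 76 of 82 transcription factors and 12 of 12 chromatin regulators were counted as higher at P21. The paper's Methods chose the listed genes for this same rise in the same libraries. High shares thus follow from the choice and are no independent test of the rise.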

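Genes examined by in situ hybridization in Supplementary Fig. 4 were read out in the P4 and P56 libraries. *Grin3b*, on chromosome 10 of mm10 from 79970715 to 79977190, rose from 3.88 ± 1.44 (SD, n = 3) normalised counts at P4 to 141 ± 23.0 (SD, n = 3) at P56, a log2 fold change of 5.16 (standard error 0.31, adjusted p = 1.4e-09) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Aox1* rose from 103 ± 11.4 (SD, n = 3) to 1033 ± 61.0 (SD, n = 3) (3.32, standard error 0.17, adjusted p = 2.3e-10 in the same test), *Scn4b* from 94.9 ± 20.1 (SD, n = 3) to 319 ± 25.5 (SD, n = 3), and *Spp1* from 15.9 ± 5.14 (SD, n = 3) to 113 ± 22.9 (SD, n = 3). *Kcng4*, *Kcnj14*, *Gls2*, *Rab37*, *Tmod1*, *Col5a3* and *Thrsp* were also counted as higher, with log2 fold changes between 1.82 and 3.08. *Thrb*, at 113 ± 32.4 (SD, n = 3) and 219 ± 24.3 (SD, n = 3) normalised counts, changed by under 2-fold, with a log2 fold change of 0.96 (standard error 0.23, adjusted p = 0.0029). *Dmp1*, at 7.84 ± 3.04 (SD, n = 3) and 16.6 ± 1.24 (SD, n = 3), had a log2 fold change of 1.09 (standard error 0.42, adjusted p = 0.046) and was not counted as changed. Its adjusted p rose over 0.05, to at most 0.15, with DESeq2, without a filter on low counts, and in 5 of the 6 fits that each left out a P4 or P56 replicate. All 13 genes had a positive change, and 13 had an adjusted p under 0.05 adjusted over the list alone.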

We confirmed the postnatal upregulation of functionally relevant genes such as sodium and potassium channels (*Scn4b, Kcng4, Kcnj14*), a glutamate receptor (*Grin3b*), enzymes (*Aox1, Gls2, Rab37*), structural proteins (*Tmod1, Dmp1, Col5a3*), a secreted phosphoprotein (*Spp1*), and thyroid hormone-related factors (*Thrsp, Thrb*) using Allen Brain Atlas^44^ in situ hybridization data (Supplementary Fig. 4). Several of these genes have been implicated in motor neuron function: *Kcng4*^45^ and *Kcnj14*^46^ modulate firing properties of motor neurons, *Scn4b* mutant animals show motor defects^47^, *Grin3b* is a motor neuron-specific NMDA receptor subunit that forms excitatory glycinergic receptors^48^, expression levels of *Aox1, Col5a3*, and *Gls2* are altered in mouse models of a motor neuron disease ALS^49–51^, and *Spp1* shows reduced expression in motor neurons and increased levels in cerebrospinal fluid of ALS patients^52–54^. 

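Proteasome subunit genes (32 listed) and the 8 CCT chaperonin genes were tested as lists. From E13.5 to P4, all 32 proteasome genes were lower and 25 passed the limits, with a median log2 fold change of -1.54 (camera, adjusted p = 5.7e-14 over 21 lists). All 8 CCT genes were lower and 8 passed, with a median of -1.80 (camera, adjusted p = 1.1e-08). Both calls also held with fry, which estimates the correlation between the genes, and with median-of-ratios factors. The earlier step was smaller, with medians of -0.34 and -0.67 from E10.5 to E13.5. After P4 the proteasome median was 0.44 from P4 to P13 and -0.63 from P13 to P21. Over the whole span from E10.5 to P21 the medians were -2.09 and -3.22.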

We also noted that proteasome and TriC/CCT chaperonin complex genes are significantly downregulated during the transition from embryonic to postnatal state, which may contribute to the inability to clear misfolded proteins in ALS^55^ (Supplementary Fig. 3b). Thus, genes involved in broad aspects of neuronal identity, function, and pathology are dynamic during postnatal motor neuron maturation.

### Genes upregulated during maturation are largely cell-type specific and contribute to functional diversification

Recent gene expression analyses performed in cortical neurons^9^, somatosensory neurons^8^, and hypothalamic neurons^7^ demonstrate that many, if not all, postmitotic neurons undergo a protracted period of transcriptional maturation. We wondered whether gene expression changes in postnatal neurons reflect a shared or cell-type-specific maturation program. To answer this question, we took advantage of comparable gene expression data obtained from nuclei of cortical VIP and SST inhibitory interneurons and RORB-expressing excitatory neurons from postnatal ages P7–P56^9^. To define broadly shared aspects of the neuronal maturation program, we selected genes that are differentially regulated in motor neurons between P4 and P56 (1004 up, 1742 down genes; *p* value <0.001, fold change ≥2), and asked what percent of these genes are regulated in the same direction in VIP, SST, and RORB neurons (with *p* value <0.001 in all three cell types). 

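Between P4 and P56, 904 genes were higher and 1765 lower at these limits, 17.8% of the 15030 tested in motor neurons. At an adjusted p under 0.05 with the same fold limit, 1233 were higher and 2292 lower. Across the alternatives the total of 2669 moved to between 2632, with only the 6 libraries fitted, and 3525, with the adjusted limit. With 1 library left out in turn it lay between 2266 and 2519. The cortical neuron data were not analysed here.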

We found that only 27% (276) of motor neuron upregulated genes are also upregulated in the three cortical cells, whereas 54% (948) of downregulated genes are shared (Supplementary Fig. 5a). When we perform pathway enrichment analysis^43^ on the shared downregulated genes, the most enriched pathways are those related to protein metabolism, such as peptide chain elongation (65 genes), rRNA processing (66 genes), and pathways related to neural development such as axon guidance (135 genes; *p* value <1e–16, FDR <7e–15 for all). The shared upregulated genes, on the other hand, were only enriched for one pathway, potassium channels (11 genes, *p* value 1.84e–5, FDR 0.012). We conclude from this analysis that diverse neuron types share about half of the downregulated program during maturation, which includes metabolic and developmental genes. A majority of genes upregulated during maturation, however, are cell-type specific and likely contribute to the diverse adult functions of each neuron type.

The cell-type specificity of postnatal maturation led us to wonder if functional diversification within motor neurons occurs during this time. Embryonic spinal motor neurons are categorized into column and pool subtypes based on the muscle groups they innervate. Mature motor neurons can be further subdivided functionally into alpha and gamma types based on their electrophysiological properties^56,57^. Recent single nucleus analyses of adult motor neurons identified several markers that distinguish motor pools and alpha vs. gamma motor neurons^30,31^. Interestingly, we found that out of 28 pool identity markers^31^, ~83% are upregulated between E10.5 and E13.5 and only 7% are upregulated postnatally between P4 and P21 (Supplementary Fig. 5b, c). On the other hand, markers that distinguish alpha motor neurons from gamma motor neurons^30,31^ continue to be upregulated in postnatal life. Of 25 alpha markers, 28% are induced or upregulated between E10.5 and E13.5 and 48% are upregulated between P4 and P21 (Supplementary Fig. 5d, e). These data show that gene expression programs that define electrophysiologically divergent alpha motor neurons continue maturing during the postnatal period; in contrast, differences among individual motor pools become crystalized early during embryonic development when pool-specific gene expression programs are required for accurate muscle innervation^27,58^.

### Changes in chromatin accessibility accompany dynamic gene expression

Having determined the temporal dynamics of gene expression, we next sought to identify the regulatory regions that orchestrate maturation. Accessible chromatin regions are known to harbor binding sites for regulatory transcription factors and can be effectively mapped by ATAC-seq^59–62^. 

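ATAC-seq, which reads out open chromatin by the insertion of a transposase, covered 14 in vivo libraries, 2 at each of E10.5, E13.5, P4, P13, P21, P56 and 2 years. The authors trimmed the reads, aligned them to mm10, removed duplicates and called peaks with MACS2 at a p limit of 0.01, and deposited for each library a list of peaks with the fold enrichment, the −log10 p, the −log10 q and the summit. Intervals listed with several summits were reduced to the summit with the highest −log10 p, which left between 80386 peaks (E10.5 replicate 1) and 189868 peaks (P21 replicate 2) per library, with a median of 150042. The number of reads behind each list was not used, so its depth is unknown. For each library the 100000 peaks with the highest −log10 p were used, or all peaks in the 3 libraries with fewer, which were both E10.5 libraries and P4 replicate 2. A peak was counted as gained or lost when it overlapped no peak of a library of the other age by at least 1 bp, and the shares are means over the 4 pairs of libraries across ages. No test was run on the peaks of 2 libraries per age, so no p is given, and the share of peaks not shared between the 2 replicates of an age is given in its place. No paired analysis was possible because no label ties an ATAC-seq library of one age to a library of another. The differential test of the paper, DiffBind, needs reads and was not run.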

To identify putative regulators of neuronal maturation we performed ATAC-seq at E10.5, E13.5, P4, P13, P21, P56, and 2 years. 

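Regions of overlapping peaks were merged over the 14 libraries into 435116 regions, and the highest peak signal of each library in each region was analysed by principal components, with 0 where a library had no peak. PC1 held 24.0% and PC2 19.3% of the variance. On PC1 the E13.5 libraries lay at 609.5 and 857, while the means of the other 6 ages lay between -199 and 1.52. Scores on PC2 followed the number of peaks called per library, with a Pearson correlation of 0.896 over the 14 libraries, which fall into clusters by age, so that no p is given. When only the presence or absence of a peak was used, PC1 held 21.9% and the means on it were -393 at E10.5, -450.4 at E13.5, -82.2 at P4, 196 at P13, 289 at P21, 209 at P56 and 231 at 2 years, so that the place of E13.5 on PC1 depended on this choice.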

Principal component analysis demonstrated that similar to gene expression changes, regulatory regions are dynamic between E10.5 and P21, with all the remaining postnatal ages clustering together (Fig. 2a). To understand the dynamics in more detail, we asked what percent of the top 100k accessible regions at each age either gain or lose accessibility compared to adjacent timepoints. 

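Of the peaks at E13.5, 63.0% (range 56.4 to 69.4%) overlapped no peak at E10.5, and 47.5% (range 43.1 to 52.3%) of the peaks at E10.5 overlapped none at E13.5. Between the 2 replicates of E10.5 the shares without overlap were 37.9 and 50.8%. The loss at this step did not exceed the larger of them. The same held with a −log10 q of at least 2 (larger share 56.2%) and with an overlap of 50 percent (64.5%). With the top 50000 peaks per library the loss exceeded both shares between these replicates, 18.8 and 22.8%. Whether the loss exceeded the difference between replicates thus depended on the peak limit. From E13.5 to P4, 28.7% (range 25.6 to 31.3%) were gained and 41.1% (range 35.7 to 46.3%) lost, against 2.28 and 5.34% between the E13.5 replicates and 22.0 and 29.3% between those of P4. From P4 to P13, 34.0% (range 28.8 to 39.3%) were gained and 25.0% (range 19.2 to 30.5%) lost, against 6.17 and 13.49% between the P13 replicates and the same 22.0 and 29.3% between those of P4. From P13 to P21, 12.1% (range 6.42 to 17.7%) were gained and 7.51% (range 2.76 to 12.2%) lost, against 2.96 and 7.48% between the P21 replicates, and both means were below the larger of the shares between the P13 replicates. The shares were 8.09% gained and 13.0% lost from P21 to P56, and 14.5% gained and 14.3% lost from P56 to 2 years, against 15.1 and 15.4% between the P56 replicates and 9.73 and 12.0% between those of 2 years. Of the alternatives, restricting each library to its top 50000 peaks moved the gain from E13.5 to P4 to 11.9%.

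**Figure D2:**
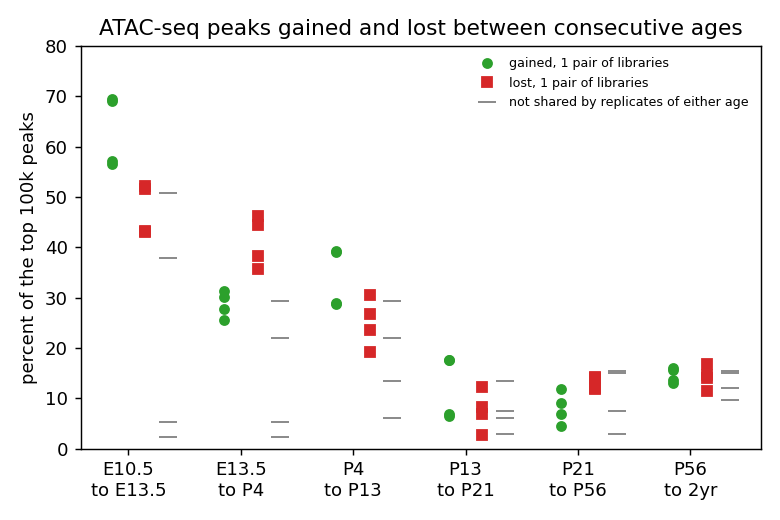
Share of the top 100k peaks (vertical axis) gained (circles) and lost (squares) for each pair of libraries across consecutive ages (horizontal axis), beside the share not shared between the replicates of either age (dashes). Points of the last 3 steps lie between 2.76% and 17.7%.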

We found that about half of all peaks are dynamic between E10.5 and E13.5 and >20% of peaks are dynamic between E13.5 and P4 and between P4 and P13 (Fig. 2b). The vast majority of differentially accessible chromatin regions (~95%) are located at least 2 kb away from transcription start sites (Fig. 2c), consistent with previous findings that dynamic changes in gene expression are regulated by distal regulatory regions rather than promoter proximal ones^9,63,64^.

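Of the top peaks per library, 75.0% ± 2.07 (SD, n = 14 libraries) had a summit over 2 kb from the nearest annotated transcription start site. Of the gained or lost peaks this held for 88.0% ± 1.84 (SD, n = 12 sets, 1 gained and 1 lost set per step). With a limit of 5 kb the latter share was 76.0%. The paper relates the distal place of these regions to earlier studies, in which changes in expression were regulated by distal regions rather than by promoters.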

**Fig. 2:**
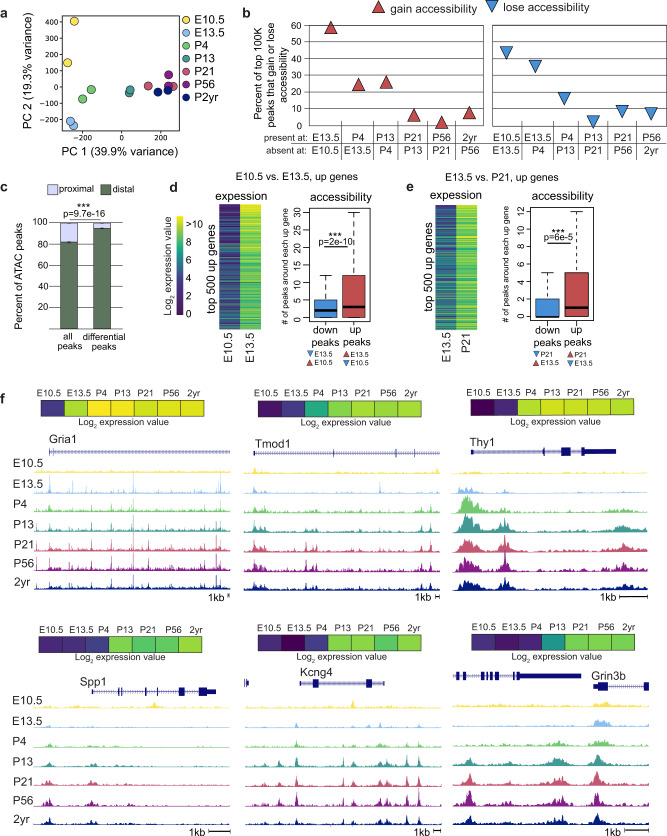
Dynamic changes in accessible regions accompany gene expression changes. **a** Principal component analysis on ATAC-seq data at all timepoints. Circles of the same color represent biological replicates. **b** The percent of top 100k genomic regions that lose accessibility or become newly accessible between consecutive timepoints. **c** The percent of total peaks or differential peaks that are proximal (within 2 kb) or distal (>2 kb away) from transcription start sites. Error bars represent SEM and *p* value is from two-tailed *t*-tests, *n* = 7 (all peaks), 12 (differential peaks). **d**, **e** The distribution of differentially accessible regions near genes that are upregulated during maturation between E10.5 and E13.5, and E13.5 and P21. The gene expression heatmaps show the expression values of top 500 upregulated genes. The box plots show the number of peaks around each of the 500 upregulated genes that become newly accessible (red) or lose accessibility (blue) between E10.5 and E13.5, and E13.5 and P21. Center line of box plots is the median, the interquartile range is 25th–75th percentile, and outliers are eliminated; *p* values are from two-tailed *t*-tests; *n* = 500 genes. **f** ATAC-seq reads around upregulated genes. Source data are provided as a Source Data file.

To examine whether changes in chromatin accessibility correlate with the trajectory of gene expression changes during motor neuron maturation, we examined the dynamic peaks around 500 upregulated and 500 downregulated genes at two temporal transitions: E10.5–E13.5, and E13.5–P21. 

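Distal gained and lost peaks were assigned to the gene with the nearest transcription start site, for the 500 genes with the smallest p among those called higher. From E10.5 to E13.5 these genes had a mean of 2.99 gained and 1.62 lost peaks each, averaged over the 4 pairs of libraries. More gained than lost peaks were found at 218 of them and more lost than gained at 101. Gained peaks made up 64.7% of the peaks of both kinds at these genes (range 59.5 to 69.6%), against 60.6% at genes not called. From E13.5 to P21 the means were 1.79 gained and 0.914 lost peaks, with a gained share of 66.2% against 56.0% at genes not called. Genes are not independent replicates, and the spread over pairs comes from 2 libraries per age.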

At both temporal transitions, we found that the upregulated genes are surrounded by a significantly higher number of newly accessible distal peaks than peaks that lose accessibility (Fig. 2d–f). Moreover, of the top 500 genes induced during both temporal transitions, the majority are associated with at least one new accessible chromatin peak (74% for E10.5–E13.5, and 63% for E13.5–P21). In contrast, downregulated genes are surrounded by equal numbers of gained and lost peaks (Supplementary Fig. 6a, b). 

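Here 60.4% of the top genes called higher from E10.5 to E13.5 had at least 1 gained distal peak (range 57.6 to 64.1%), against 37.8% of genes not called. From E13.5 to P21 the share was 55.8% (range 54.2 to 56.8%), against 38.5%. The share depends on how peaks are assigned. With all peaks within 100 kb of the start site it was 92.0% and 93.1%, and 89.5% and 87.9% at genes not called.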

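The 500 genes with the smallest p among those called lower from E10.5 to E13.5 had a mean of 1.31 gained and 1.25 lost peaks. More gained peaks were found at 110.2 of them and more lost peaks at 128. The gained share was 50.9% (range 46.5 to 54.5%). From E13.5 to P21 the means were 0.479 and 0.513, and the gained share was 48.3%.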

Altogether, these data show that upregulated genes are preferentially surrounded by newly accessible peaks that may control their maturation-dependent expression.

### Motif analysis identifies putative regulators of maturation

To identify putative regulators of maturation, we performed motif-enrichment analysis on accessible regions using two distinct but complementary approaches. We used a newly developed convolutional neural network-based method called DeepAccess^65,66^ which learns the relationship between primary DNA sequence and chromatin accessibility at different ages and then predicts transcription factor motifs that drive differential chromatin accessibility at one age compared to another. In addition, we used HOMER, a de novo motif discovery method that identifies enriched motifs in provided sets of age-specific accessible peaks^67^ (Methods). Together these two methods allow us to identify motifs that are correlated with global accessibility in maturing neurons, and motifs that are enriched in peaks that gain or lose accessibility over time.

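Motif shares were counted as the percent of the top 10000 distal peaks of a library with at least 1 match to a short consensus within 100 bp of the summit. These consensuses stand for families of factors (SOX, the E-box of bHLH factors, HOX and LIM homeodomains) and are simpler than the matrices of HOMER, which was not run. At E10.5 a SOX match lay in 61.2% of windows, against 50.8% of windows 1000 bp away. At E13.5 the SOX share was 33.5%. An E-box lay in 18.2% of windows at E10.5 and 16.0% at E13.5, 2.29 and 1.81 times the share 1000 bp away. A HOX or LIM match lay in 12.3% and 16.3%. In the E10.5 libraries 29.0% and 10.8% of these windows were mostly repeat sequence, and the SOX share outside them was 60.8% and 62.9%.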

HOMER motif-enrichment analysis of top 10k peaks (Methods) at E10.5 and E13.5 identified several transcription factor families that are already known to regulate gene expression in motor neurons: Sox, bHLH (bind E-box), Retinoid receptors (bind RXR), Hox, LIM, and Onecut^22,23,68,69^ (Fig. 3b and Supplementary Fig. 6c). However, analysis of later ages shows that many peaks containing these motifs are decommissioned over time and new transcription factor families become more prominent (Fig. 3b–d and Supplementary Fig. 7).

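After E13.5 the share of windows with a HOX or LIM match was 7.63% at P4, 6.63% at P13, 6.81% at P21, 6.46% at P56 and 6.82% at 2 years. The SOX share of the later ages lay between 34.2 and 35.8%. Among peaks lost from E10.5 to E13.5, 67.3% had a SOX match, and among peaks lost from E13.5 to P4, 26.1% had a HOX or LIM match.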

**Fig. 3:**
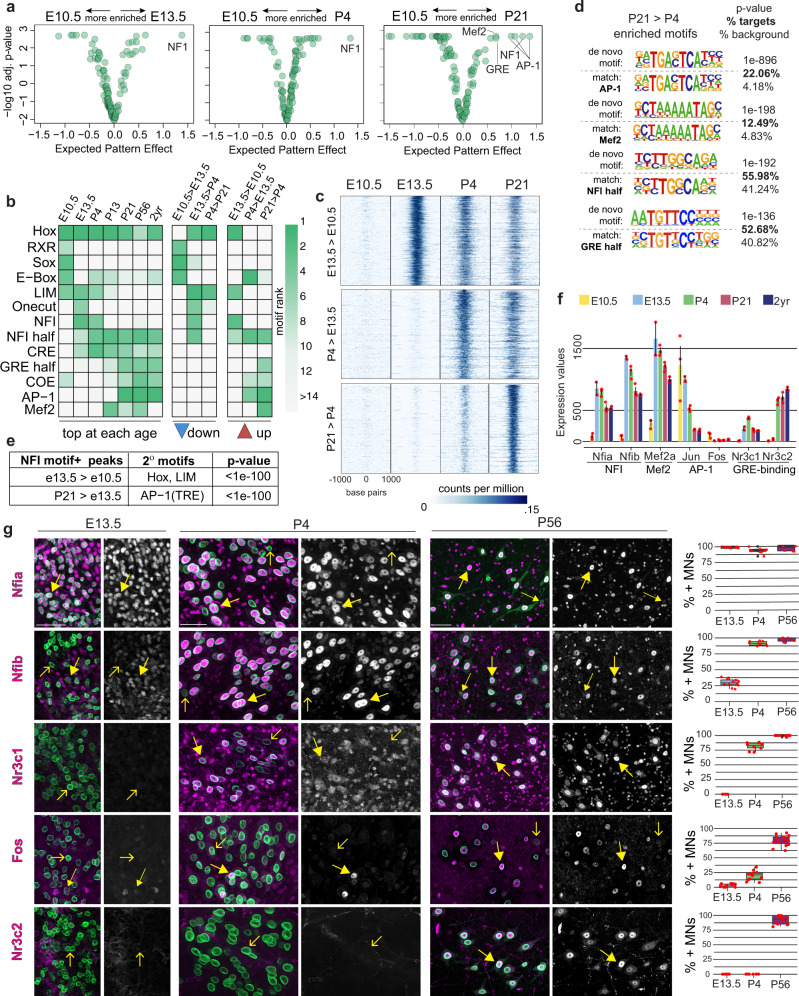
Identification of putative regulators of motor neuron maturation. **a** Identification of motifs enriched during maturation using DeepAccess. Each dot represents one of 108 consensus transcription factor binding motifs. The expected pattern effect (*x*-axis) is a score of how differentially predictive each motif is of accessibility between two timepoints. For example, NFI motifs are highly predictive of accessibility at E13.5, P4, and P21 as compared to E10.5. **b** Motif enrichment using HOMER. Each column shows the most highly enriched motifs in the given condition. The left panel shows the most highly enriched motifs in the top 10k regions at each age. The two right panels show the most highly enriched motifs in the top 10k differentially accessible peaks. **c** ATAC-seq reads at 10k most significant genomic regions that are newly accessible between E10.5 and E13.5, E13.5 and P4, and P4 and P21. Each panel spans ±1 kb from the center of the peak. **d** HOMER outputs of motifs enriched in top 10k newly accessible peaks between P4 and P21. The motif logos show the de novo motif (top) and the best-matched known transcription factor motif (bottom) along with *p* value and prevalence. **e** Secondary motifs found in NFI-motif-containing peaks using HOMER, *p* value generated by HOMER. **f** Expression values of select transcription factors that bind to enriched motifs. Expression of all transcription factor family members is shown in Supplementary Fig. 6d. Error bars show SEM; *n* = 3 biological RNA-seq replicates for all except E13.5 and P13 (*n* = 2), individual replicates shown as red dots. **g** Immunostaining and scoring of candidate regulators in E13.5, P4, and P56 spinal cords. Full arrows point to cells that are scored as positive (large arrows-bright, small arrows-dim), empty arrows point to negative cells. Center line of box plots is the median, the interquartile range is 25–75th percentile; *n* = 3 independent animals, multiple sections scored and all individual data points are shown as red dots. Scale bars are 50 μm. Source data are provided as a Source Data file.

Both DeepAccess and HOMER identified an overlapping set of four candidate regulators of motor neuron maturation: NFI transcription factors, steroid hormone receptors (bind to GRE motifs), AP-1, and Mef2 transcription factors (Fig. 3a–d and Supplementary Fig. 7). NFI motifs are enriched at all ages after E10.5 in both DeepAccess and HOMER analysis. 

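A match to the NFI monomer site (YTGGCA, which stands for 1 side of the palindromic NFI site) lay in 25.8% of windows at E10.5, 33.6% at E13.5, 31.3% at P4, 36.9% at P13, 37.1% at P21, 37.7% at P56 and 37.3% at 2 years. Relative to windows 1000 bp away these shares were 1.22 times as high at E10.5 and 1.67 times as high at 2 years.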

Not only do these motifs become highly enriched during the transition from E10.5 to E13.5, but also they continue to be enriched in peaks gaining accessibility at P4 and at P21. This suggests that NFI factors bind different sites at different stages of maturation, perhaps by cooperating with temporally regulated cofactors. Indeed, when we search for secondary motifs, we find that NFI containing E13.5 > E10.5 peaks are enriched for HOX and LIM motifs, whereas NFI containing peaks at P21 > P4 are enriched for AP-1 motifs (Fig. 3e). 

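Among the top 10000 distal peaks gained from E10.5 to E13.5, the NFI monomer site was found in 36.4% of windows against 18.7% (ratio 1.94, range 1.88 to 2.03) of the highest peaks present at both ages. Those shared peaks are richer in GC than the gained ones (64.1% against 45.4%). Against distal peaks present at both ages, a background chosen after the results were seen, the ratio was 1.25. Among peaks gained from P4 to P21 it was found in 39.5% of windows against 21.0% (ratio 1.88, range 1.78 to 1.99), and the ratio against distal shared peaks was 1.10.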

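Distal peaks gained from E10.5 to E13.5 with an NFI monomer site had a HOX or LIM match in 19.3% of cases, against 20.3% of gained peaks without one (ratio 0.971, range 0.879 to 1.07 over the 4 pairs of libraries). For peaks gained from P4 to P21, an AP-1 match lay in 18.6% of those with an NFI monomer site and in 20.2% of those without (ratio 0.923, range 0.908 to 0.942). By this measure neither partner was more frequent beside an NFI monomer site than in other gained peaks of the same step. The 2 steps did differ from each other, with the HOX or LIM match at 7.59% of NFI peaks gained from P4 to P21 and the AP-1 match at 5.56% of those gained from E10.5 to E13.5.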

At postnatal ages after P4, we observe an enrichment of steroid hormone receptor, Mef2, and AP-1 motifs in addition to NFI. 

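Among distal peaks gained from P4 to P21, an AP-1 match was found in 19.5% of windows against 3.50% (ratio 5.56, range 4.84 to 6.33) of the shared peaks. Against distal shared peaks the AP-1 ratio was 1.86. A full glucocorticoid response element (GRE), the site of steroid hormone receptors, was rarer, at 0.900% of windows against 0.130% (ratio 6.94, range 6.57 to 7.33). A Mef2 match lay in 4.63% of windows against 0.965% (ratio 4.84, range 4.29 to 5.34). For GRE and Mef2 the ratio against distal shared peaks is not given, so their ratios hold for this background only. Among the top 10000 distal peaks at P21, the Mef2 share was 0.954 times that of windows 1000 bp away, and the GRE share 4.63 times. A site for 1 side of the GRE lay in 18.3% of these windows, only 1.08 times the share 1000 bp away. Among peaks lost at the same step the AP-1 share was 3.13%, the GRE share 0.100% and the Mef2 share 3.07%. Over the ages, the AP-1 share of the top 10000 distal peaks went from 5.04% at P4 to 12.3% at P21, 11.0% at P56 and 14.4% at 2 years.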

Steroid hormone receptors are activated by steroid hormone ligands^70^, and both Mef2 and AP-1 factors are activated in response to calcium influx in neurons firing action potentials^71,72^.

We next identified transcription factors from these families that are expressed in motor neurons using the RNA-seq dataset and immunostaining (Fig. 3f, g and Supplementary Fig. 6d). Consistent with our motif-enrichment analysis, NFI family genes *Nfia* and *Nfib* are highly induced in motor neurons between E10.5 and E13.5, and remain high throughout life, as has been previously reported (Fig. 3f, g)^29,73,74^. 

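*Nfia* (ENSMUSG00000028565), on chromosome 4 of mm10 from 97772734 to 98118874, rose from 72.2 ± 46.8 (SD, n = 3) normalised counts at E10.5 to 773 ± 163 (SD, n = 2) at E13.5, a log2 fold change of 3.32 (standard error 0.33, adjusted p = 1.0e-07) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Nfib*, on chromosome 4 of mm10 from 82290173 to 82705750, rose from 66.2 ± 37.0 (SD, n = 3) to 1220.4 ± 11.5 (SD, n = 2), a log2 fold change of 4.11 (standard error 0.31, adjusted p = 4.6e-09) in the same test. From E13.5 to P4 neither changed beyond the error of the test. *Nfia* stood at 567 ± 84.5 (SD, n = 3) normalised counts at P21 and 544 ± 12.5 (SD, n = 2) at 2 years, and *Nfib* at 842 ± 113 (SD, n = 3) and 760.4 ± 41.4 (SD, n = 2).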

Notably, expression of NFIA and NFIB proteins is low or absent in a small subset of motor neurons, likely corresponding to gamma motor neurons based on the smaller size of their cell bodies and the fact that *Nfia/b* are expressed lower in gamma motor neurons in snRNA-seq data (Supplementary Fig. 6e). 

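Between E10.5 and 2 years the means over replicates of *Mef2a* lay between 269 and 1494 normalised counts, those of *Mef2d* between 158 and 446 and those of *Jun* between 143 and 1135. *Fos* had 95.7 ± 43.0 (SD, n = 3) normalised counts at E10.5, 8.33 ± 1.25 (SD, n = 2) at E13.5, 16.8 ± 4.26 (SD, n = 3) at P21 and 19.8 ± 4.68 (SD, n = 3) at P56. *Jun* had 197 ± 9.94 (SD, n = 3) normalised counts at P21. From E10.5 to E13.5 the log2 fold change of *Jun* was -0.43 (standard error 0.27, adjusted p = 0.16) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a value that single E10.5 libraries decide, since it lay between -0.73 and 0.09 when 1 E10.5 replicate was left out.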

Among activity-dependent transcription factors, we detected continuous expression of *Mef2a*, *Mef2d*, and *Jun*, but very low expression of *Fos* (Fig. 3f). *Fos* transcripts may not be effectively detected in bulk nuclear RNA, as this immediate early gene is only transiently and rapidly induced in response to activity^75^. Indeed, immunostaining of spinal cords for FOS protein revealed expression in subsets of postnatal spinal motor neurons. The proportion of neurons that express FOS increased from ~20% at P4 to ~80% at P56 in ventral horn motor neurons, in agreement with the higher enrichment of activity-dependent motifs after P4 (Fig. 3g). And finally, we detect the expression of steroid hormone receptors, *Nr3c1* (glucocorticoid receptor), *Nr3c2* (mineralocorticoid receptor), *Pgr* (progesterone receptor), and *Ar* (androgen receptor) (Fig. 3f, extended Fig. 6d). 

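At P56 *Nr3c1* had 165 ± 10.6 (SD, n = 3) normalised counts, *Nr3c2* 741 ± 7.63 (SD, n = 3) and *Pgr* 287 ± 52.4 (SD, n = 3). At E10.5 the same 3 genes had 8.53 ± 4.36 (SD, n = 3), 6.35 ± 1.51 (SD, n = 3) and 2.78 ± 1.02 (SD, n = 3) normalised counts.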

Immunostaining revealed that both NR3C1 and NR3C2 are expressed in nearly all adult skeletal motor neurons (Fig. 3g). While *Nr3c1* and *Nr3c2* mRNA is increased already by E13.5 and P4, respectively; proteins only become visible in postnatal P4 and P56 motor neurons, respectively, consistent with the timing of their motif enrichment in the ATAC-seq data. 

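*Nr3c1* reached 188 ± 29.5 (SD, n = 2) normalised counts at E13.5, a log2 fold change from E10.5 of 4.32 (standard error 0.25, adjusted p = 1.7e-10) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Nr3c2* was at 31.5 ± 17.9 (SD, n = 2) normalised counts at E13.5 and 652 ± 64.0 (SD, n = 3) at P4, a log2 fold change of 4.62 (standard error 0.27, adjusted p = 4.9e-10) in the same test. The proteins were not analysed here.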

(Fig. 3g). Together, these data suggest that neuronal maturation is regulated by a progressive series of temporally regulated cell intrinsic transcription factors, neuronal activity, and extrinsic signaling molecules.

### Long-term cultures of stem cell-derived motor neurons partially recapitulate in vivo maturation

Stem cells can be effectively differentiated into defined neuron types, including spinal motor neurons^24^. However, differentiated motor neurons adopt an immature embryonic-like state^76^ and it remains unclear to what extent they can undergo in vivo-like maturation changes in the absence of relevant synaptic partners, muscle targets, and other signaling factors like circulating hormones. Our in vivo profiling revealed that motor neurons in the spinal cord take about ~4 weeks (from E10.5 to P21) to become transcriptionally mature. We wondered whether stem cell-derived motor neurons could also mature over the same timescale when co-cultured with astrocyte-enriched primary glial cells, which have been shown to promote neuronal survival, synaptogenesis, and electrophysiological maturation^77,78^. To test this, we differentiated Chat-Cre; Sun1-sfGFP-Myc embryonic stem cells^79^ into motor neurons, using an established differentiation protocol that produces motor neurons of cervical identity^80^ and co-cultured them on primary astrocytes for 28 days (Fig. 4a, b and Methods). We noted that Sun1-sfGFP-Myc positive motor neurons retain expression of ISL1/2 in co-culture, get larger, and elaborate complex neurites over time (Fig. 4c).

**Fig. 4:**
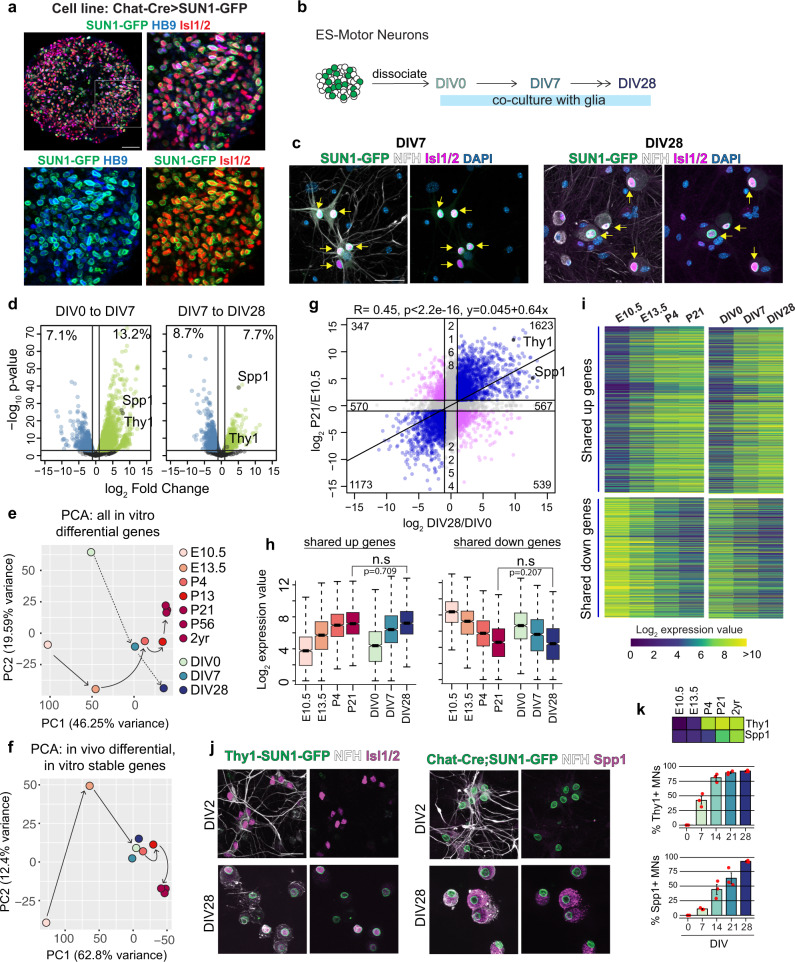
Stem cell-derived motor neurons undergo maturation-relevant gene expression changes. **a** Image of embryoid body differentiated from Chat-Cre; Sun1-GFP stem cell line showing co-expression of SUN1-GFP (green) with motor neuron markers ISL1/2 (red) and HB9 (blue). Boxed region on the top left is expanded in the remaining three panels. **b** Schematic of in vitro maturation experiments: motor neurons are co-cultured with astrocyte-enriched glial cells. **c** SUN1-GFP expressing motor neurons stained with motor neuron marker ISL1/2 (magenta), and Neurofilament heavy chain (NFH in white) at DIV7 and DIV28 of co-culture. Arrows point to SUN1-GFP+ ISL1/2+ motor neurons. **d** Plots showing differential gene expression between consecutive in vitro timepoints. Each dot represents one gene, colored dots are genes that are upregulated (green) or downregulated (blue) at least 2-fold with a *p* value <0.001, as determined by EdgeR. The percent of expressed genes that are dynamic is also reported. **e** Principal component analysis on expression of in vitro differential genes (>2-fold change between DIV0 and DIV28) at all in vivo and in vitro timepoints. Each dot is the average expression of all biological replicates. **f** Principal component analysis on expression data from in vivo dynamic, in vitro stable genes (2168 + 2254 genes from **g**), labels same as **e**. **g** Correlation between changes in gene expression in vitro and in vivo. Each dot represents a gene, and its placement on the plot shows how its expression changes between DIV0 and DIV28 in vitro (*x*-axis) and between E10.5 and P21 in vivo (*y*-axis). Blue genes have shared regulation while pink genes have opposite regulation in vitro and in vivo. The total number of genes in each category is also reported. **h**, **i** Expression of shared up- and downregulated genes. Center line of box plots is the median, the interquartile range is 25–75th percentile, and outliers are eliminated; n.s. *p* value >0.05 as determined by two-tailed *t*-tests; *n* = 1623 up and 1173 down genes. **j**, **k** Images and scoring of Thy1-P2A-SUN1-GFP reporter and SPP1 in cultured motor neurons, as detected by immunostaining, and heatmap showing expression of *Thy1* and *Spp1* in vivo. Error bars show SEM; *n* = 3 independent biological replicates shown as red dots. All scale bars are 50 μm. Source data are provided as a Source Data file.

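Motor neurons made from stem cells were sequenced as nuclei in 10 libraries, 2 at DIV0, 2 at DIV7, 3 at DIV28 and 3 at DIV28 grown with tetrodotoxin (TTX), with the same kit and the same counting by the authors as in vivo. The library used as DIV28 replicate 3 carries a title that reads DIV0 replicate 3 in its label, and it was placed at DIV28 from the paper, whose Supplementary Table 1 has a column for DIV28 replicate 3 and none for DIV0 replicate 3. This placement was made before the data were examined and did not use the counts. Compared afterwards over 51 genes, the values of that column were proportional to the counts of this library, with a standard deviation of the log2 ratio of 0.000234, against 0.372 for the next closest library, replicate 3 of DIV28 with TTX. Total counts were 4117455 and 3496822 at DIV0, 2704676 and 3929010 at DIV7, and from 4892831 to 21823524 at DIV28 (median 8434743). The 12890 genes with at least 5 CPM in every replicate of at least 1 condition were fitted over the 10 libraries, with the limits used in vivo. Comparisons between culture and tissue used a separate fit over the in vivo, DIV0, DIV7 and DIV28 libraries, in which 15521 genes were tested.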

To determine if motor neurons undergo gene expression changes in culture, we performed RNA-seq analysis of purified motor neuron nuclei at DIV0, DIV7, and DIV28 (Supplementary Table 1 and Supplementary Fig 8a). Both principal component analysis and differential gene expression analysis showed that gene expression of cultured motor neurons is dynamic over time (Fig. 4d and Supplementary Fig. 8b). 

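From DIV0 to DIV7, 1078 genes were higher and 362 lower, of 12890 tested, with 1807 and 977 past an adjusted p of 0.05 and 2-fold. From DIV7 to DIV28, 466 were higher and 527 lower, of 12890 tested, with 1032 and 999 past the adjusted limit. Of the alternatives set before the data were examined and without a library left out, the adjusted limit moved both totals most, to 2784 and 2031 genes. With the in vivo and untreated in vitro libraries in 1 fit, an alternative chosen after seeing the values, 1922 were higher and 1023 lower from DIV0 to DIV7 and 1198 higher and 1212 lower from DIV7 to DIV28, of 15521 tested. On log2 normalised counts of the 10 libraries PC1 held 35.6% of the variance, with scores of -141 ± 2.04 (SD, n = 2) at DIV0, -21.2 ± 5.95 (SD, n = 2) at DIV7 and 52.9 ± 14.4 (SD, n = 3) at DIV28.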

In order to understand if the genes that change between DIV0 and DIV28 are relevant to in vivo maturation, we performed an integrated principal component analysis on these genes across all in vivo and in vitro timepoints. This analysis shows DIV0 aligning with E13.5, DIV7 with P4, and DIV28 with mature P21–2 years on PC1, suggesting that genes loading the first component faithfully recapitulate in vivo-like transitions in cultured motor neurons (Fig. 4e).

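The analysis was repeated on the mean log2 normalised counts of the 10 ages and culture times, over the 6715 genes changed in vitro. PC1 held 44.1% of the variance. DIV0 scored -43.8, nearest to E13.5 at -55.0, and DIV7 scored 0.549, nearest to P4 at 16.1. DIV28 scored 29.1, between P4 and P13 at 35.9, while P21 lay at 45.3, P56 at 44.1 and 2 years at 43.6. Group means carry no error, so the gaps cannot be set against a spread between replicates.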

To further investigate the correlation between in vitro and in vivo expression changes, we plotted the in vitro vs. in vivo log fold change for all expressed genes (Fig. 4g). This analysis showed a positive correlation between in vitro and in vivo transcriptional maturation (correlation: *R* = 0.45, *p* value <2.2e–16), with ~40% of genes that are upregulated and ~30% of genes that are downregulated >2-fold in vivo recapitulating the same dynamics in vitro. 

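Across 15521 genes, the log2 fold change from DIV0 to DIV28 and that from E10.5 to P21 had a Pearson correlation of 0.383. It moved most when E13.5 was taken as the in vivo start, to 0.186. This is a correlation across genes, which are not independent replicates, so no p is given. Of the 5976 genes at least 2-fold higher at P21 than at E10.5, 39.6% were also at least 2-fold higher at DIV28 than at DIV0, and of the 4974 genes lower in vivo 27.0% were lower in vitro. With a p under 0.001 required as well, the shares were 28.7% and 20.3%. In the opposite direction, 781 genes were higher in vivo and lower in vitro and 813 lower in vivo and higher in vitro.

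**Figure D3:**
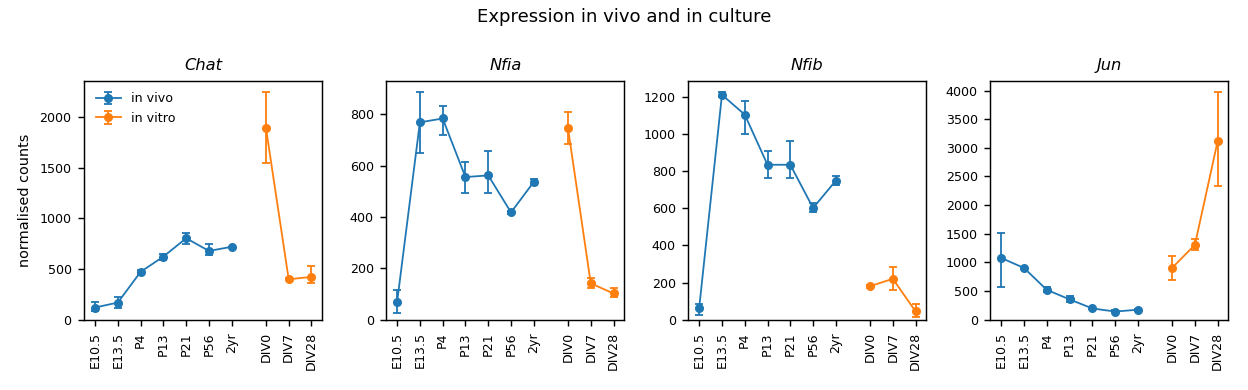
Normalised counts (vertical axis) of *Chat*, *Nfia*, *Nfib* and *Jun* at each in vivo age and culture time (horizontal axis), as means (points) with the lowest and highest replicate (bars). The 4 genes went in opposite directions from E10.5 to P21 and from DIV0 to DIV28.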

Interestingly, when we perform a global principal component analysis based on expression of all genes, we see that in vitro motor neurons are most similar to P4 cells, showing only minor shifts toward more mature in vivo states (Supplementary Fig. 8c). This is likely because ~55% of genes that are dynamic during in vivo maturation remain unchanged in cultured motor neurons, and these genes show P4-like levels of expression at all in vitro timepoints (Fig. 4f, g, Supplementary Fig. 8d, e, and Supplementary Table 3). Thus, our data suggest that the in vivo motor neuron maturation program can be subdivided into a core set of genes that faithfully recapitulates the temporal maturation dynamics in vitro and the second set of genes that is dependent on the in vivo context for their proper regulation.

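Over the 20481 genes of the 25 in vivo and untreated in vitro libraries, PC1 held 39.0% and PC2 12.7% of the variance. PC1 scores were -20.3 ± 0.798 (SD, n = 2) at DIV0, -3.37 ± 4.17 (SD, n = 2) at DIV7 and 23.7 ± 18.8 (SD, n = 3) at DIV28, beside 24.8 ± 6.65 (SD, n = 3) at P4 and 49.3 ± 3.90 (SD, n = 2) at P13. P4 was the nearest in vivo age on PC1 at all 3 culture times, but with genes centred without scaling E13.5 was nearest at DIV0. By the mean absolute difference in log2 normalised counts over all genes, P4 was nearest at DIV0 and at DIV7 (1.00 at DIV7). At DIV0 2 years was nearly level, at 1.308 against 1.303 for P4. At DIV28 the difference was 1.00 to P13, 1.03 to 2 years and 1.07 to P4.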

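Of the genes changed at least 2-fold in vivo, 51.5% changed by under 2-fold in vitro, 2826 of them higher and 2816 lower in vivo. Over these genes the mean absolute difference in log2 normalised counts was smallest against P4 at each culture time, 0.809 at DIV0, 0.762 at DIV7 and 0.758 at DIV28, where P13 followed at 0.770. On group means of the same genes PC1 held 64.7%, and the 3 culture times lay nearest to P4. A change of under 2-fold in 2 libraries at DIV0 against 3 at DIV28 does not show that a gene is unchanged. From these classes the paper proposes that the maturation program can be divided into a core set of genes that also matures in vitro and a set that depends on the in vivo context.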

The core set of maturation genes that exhibit proper regulation in vitro consists of 2796 genes (Fig. 4g). 

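Here 2369 genes were at least 2-fold higher and 1345 at least 2-fold lower in both systems, 3714 in total. With an unadjusted p under 0.001 required in each system the total was 2432, and without a filter on low counts it was 7555.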

Not only do these genes change in the same direction both in vitro and in vivo, but also they show no significant difference in expression levels between DIV28 and P21 motor neurons (Fig. 4h, i). 

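Of the 3714 genes changed in the same direction in both systems, 1154 (31.1%) differed between DIV28 and P21 at an unadjusted p under 0.001 and 2-fold, and 1524 at an adjusted p under 0.05 and 2-fold. Of the genes that rise in both, 380 were higher and 527 lower at DIV28 than at P21, with a median log2 difference of -0.17. Of those that fall in both, 91 were higher and 156 lower, with a median of -0.15. With 1 library left out in turn the number that differed lay between 984 and 1200. Over all genes 4088 differed between DIV28 and P21. The paper compared the distributions of expression over these genes with t-tests (Fig. 4h, i), and the gene-wise counts are a different comparison.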

We validated the in vitro expression data for two genes: *Thy1* using a reporter stem cell line (Methods), and *Spp1* using immunostaining. These genes show different temporal dynamics in their upregulation in vivo. While *Thy1* is upregulated in the embryonic to early postnatal transition, *Spp1* is upregulated later during postnatal life. 

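In vivo, *Thy1*, on chromosome 9 of mm10 from 44043384 to 44048579, went from 4.32 ± 3.01 (SD, n = 2) normalised counts at E13.5 to 319 ± 22.7 (SD, n = 3) at P4, and *Spp1*, on chromosome 5 of mm10 from 104435118 to 104441050, had 139.6 ± 19.1 (SD, n = 2) at P13 and 108 ± 25.9 (SD, n = 3) at P21. In vitro *Thy1* had 205 ± 79.5 (SD, n = 2) normalised counts at DIV7 and 666 ± 275 (SD, n = 3) at DIV28, a log2 fold change of 1.72 (standard error 0.48, adjusted p = 0.029) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This was not counted as changed, although it was with the likelihood ratio test, with DESeq2, without a filter on low counts and with the replicate number as a block, and its adjusted p rose over 0.05, to at most 0.070, in 2 of the 3 fits that each left out a DIV28 replicate. *Spp1* went from 158 ± 20.3 (SD, n = 2) to 5297 ± 1583 (SD, n = 3), a log2 fold change of 5.10 (standard error 0.47, adjusted p = 1.8e-04) in the same test. At DIV0 1 count of each gene was found in the 2 libraries together.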

In vitro analysis of reporter and protein expression shows that these temporal dynamics are recapitulated in the culture system—*Thy1* expression is upregulated between DIV7 and DIV14, whereas *Spp1* expression is upregulated later between DIV14 and DIV28 (Fig. 4j, k).

We next asked if genes that are shared in vivo and in vitro are functionally relevant for motor neuron maturation. Pathway enrichment analyses^43^ showed that co-upregulated genes are enriched for neuronal pathways such as potassium channels and protein interactions at synapses (Supplementary Fig. 8g). 

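Among genes of the classes rebuilt from RefSeq descriptions that were at least 2-fold higher at P21 than at E10.5, the share also at least 2-fold higher at DIV28 than at DIV0 was 38.7% (70 of 181, 95% Wilson interval 31.9 to 45.9%) for kinases, 62.3% (162 of 260, 95% Wilson interval 56.3 to 68.0%) for receptors and 57.5% (65 of 113, 95% Wilson interval 48.3 to 66.2%) for channels. For collagens it was 79.2% (19 of 24, 95% Wilson interval 59.5 to 90.8%), for transcription factors 38.3% (23 of 60, 95% Wilson interval 27.1 to 51.0%) and for chromatin genes 33.3% (4 of 12, 95% Wilson interval 13.8 to 60.9%). For all genes higher in vivo it was 39.6%.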

We observe that 43% of kinases, 48% of receptors, and 57% of channels that are upregulated in vivo are also upregulated in vitro (Supplementary Fig. 8f). Co-downregulated genes are enriched for early developmental pathways like cell cycle, activation of HOX, Notch and Wnt signaling (Supplementary Fig. 8h). We also used SynGo^81^, a curated database of synaptic genes, to perform term enrichment on genes upregulated between E10.5 and P21 and between DIV0 and DIV28. We found that the same categories of synaptic genes are upregulated in both gene sets, suggesting that the upregulation of synaptic genes in culture is similar to in vivo (Supplementary Fig. 8i). Lastly, we wondered if the maturation subprogram that is recapitulated in vitro is enriched for genes that are generically upregulated in all maturing neuron types. Interestingly, based on the comparison between motor neurons and cortical neurons (Supplementary Fig. 5a), the core maturation - upregulated genes are just as likely to be motor neuron-specific as all genes upregulated in vivo (70 vs. 73%). The 2796 shared genes therefore constitute a largely motor neuron-specific maturation program, consisting of functionally relevant effector genes contributing to the physiological maturation of motor neurons both in vivo and in vitro.

### Chromatin accessibility identifies putative shared and in vivo-specific regulators of maturation

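ATAC-seq of cultured motor neurons covered 6 libraries without TTX, 2 each at DIV0, DIV7 and DIV28, with peaks called by the authors as in vivo. The libraries held 94520 and 80818 peaks at DIV0, 95519 and 122751 at DIV7, and 224328 and 152667 at DIV28. The limits of the in vivo libraries were used, and the same shares between replicates stand beside the shares between culture times.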

Having established transcriptional similarities between in vivo and in vitro maturation, we next asked if in vitro neurons employ in vivo-like regulatory mechanisms to control temporal gene expression changes by performing ATAC-seq on stem cell-derived motor neurons at DIV0, DIV7, and DIV28. 

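From DIV0 to DIV7, 56.7% (range 54.6 to 58.7%) of peaks were gained and 49.7% (range 42.8 to 56.5%) lost, against 14.5 and 27.1% unshared between the DIV0 replicates and 30.9 and 39.0% between those of DIV7. From DIV7 to DIV28, 43.6% (range 36.7 to 48.7%) were gained and 28.4% (range 24.9 to 32.8%) lost, against 3.22 and 11.8% between the DIV28 replicates. The loss from DIV7 to DIV28 was no larger than the difference between the DIV7 replicates. Of the top peaks per library 75.2% ± 2.05 (SD, n = 6 libraries) lay over 2 kb from a transcription start site, and of the gained or lost peaks 88.3% ± 1.82 (SD, n = 4 sets). Conservation was not analysed here.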

As is the case in vivo, we identified over 100k accessible regions at all in vitro timepoints, found that accessible peaks are highly dynamic in culture, that differential peaks are disproportionately distal, and that the top 10k peaks at each timepoint are more conserved than random intergenic regions, suggesting their functional relevance (Supplementary Fig. 9a–d). 

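The peak signal of the 14 in vivo and 6 in vitro libraries without TTX was analysed over 546442 merged regions, distal or not. PC1 held 17.8% and PC2 14.5% of the variance. Mean PC1 scores were -154 at DIV0, 74.3 at DIV7 and 820.3 at DIV28. The 2 DIV28 libraries, with 224328 and 152667 peaks, lay at 1163 and 478. In vivo the mean PC1 scores were -198 at E10.5, -179.9 at E13.5, -114 at P4, -67.8 at P13, -46.5 at P21, -69.4 at P56 and -64.2 at 2 years. PC2 means were -215 at DIV0, -124 at DIV7 and -68.4 at DIV28, beside -0.00880 at E10.5, -630 at E13.5, 13.2 at P4 and 292 at P21. With presence or absence of a peak, PC2 followed age up to P21. It ran from -356 at E10.5 over -306 at E13.5 and -40.5 at P4 to 374 at P21. The cultures lay at -275 at DIV0, -221 at DIV7 and -10.4 at DIV28.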

Importantly, when we performed a principal component analysis using all distal ATAC peaks in both in vivo and in vitro timepoints, we found that PC1 separates the data by time, with DIV0 aligning closer to embryonic ages, and DIV28 to more mature P13/P21 motor neurons (Fig. 5a, b). This suggests that changes in global chromatin accessibility in vitro are better correlated with in vivo maturation than global gene expression patterns, which showed the in vitro timepoints clustered around P4 (Supplementary Fig. 8b).

**Fig. 5:**
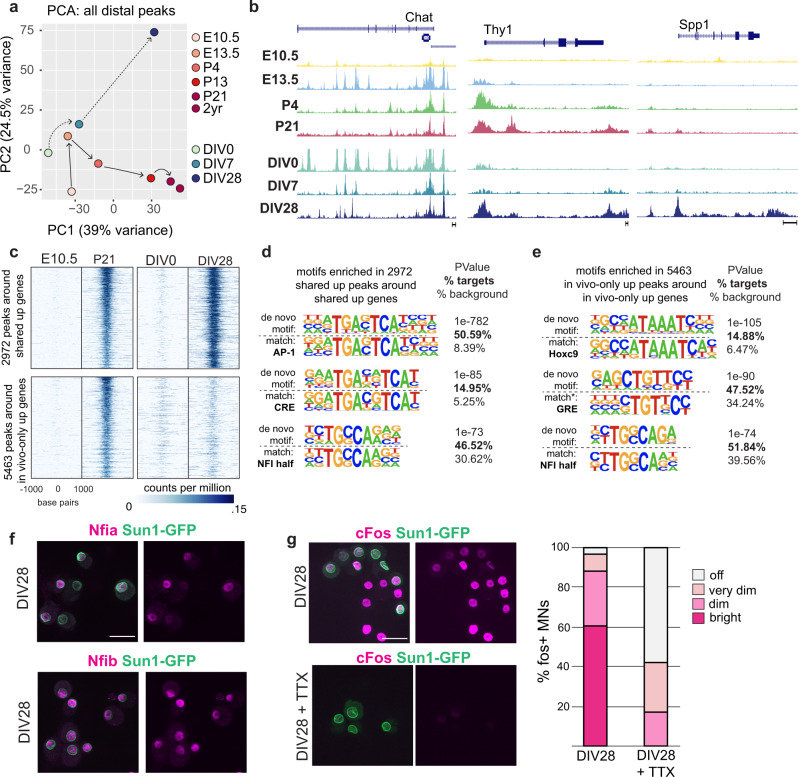
Identification of shared and in vivo-specific regulators of maturation. **a** Principal component analysis on in vivo and in vitro datasets based on all distal ATAC-seq peaks. Each circle is the cumulative ATAC-seq data from two biological replicates. **b** ATAC-seq reads around a continuously expressed gene (*Chat*) and genes upregulated during maturation (*Spp1* and *Thy1*). **c** Heatmaps of ATAC-seq reads. Each panel spans ±1 kb from the center of peaks. Top: peaks upregulated both in vivo and in vitro around shared upregulated genes. Bottom: peaks upregulated only in vivo around genes upregulated only in vivo. **d**, **e** Motifs enriched in top (**d**) and bottom (**e**) genomic regions from (**c**). HOMER outputs show the de novo motif (top) and the best-matched known transcription factor motif (bottom) along with *p* value and prevalence. **f** Immunostaining of *Nfia* and *Nfib* in DIV28 cultures. **g** Immunostaining and scoring of *Fos* in DIV28 cultures in the absence and presence of TTX. All scale bars are 50 μm.

The identification of in vitro accessible chromatin regions provided an opportunity to identify putative regulators of the shared and in vivo-specific maturation subprograms. We performed motif-enrichment analysis on distal genomic sites that are associated with maturation-dependent genes and that gain accessibility over time both in vivo and in vitro (between E10.5 and P21 in vivo and between DIV0 and DIV28 in vitro). We found that these sites show a high prevalence for AP-1 and NFI motifs, with activity-dependent AP-1 motifs enriched at a much higher significance than any other motif (Fig. 5c, top panel and Fig. 5d). 

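Among the top 10000 distal peaks gained from DIV0 to DIV28, an AP-1 match was found in 64.0% of windows against 8.88% (ratio 7.30, range 6.52 to 8.09) of the highest peaks present at both times. The ratio was 2.91 against distal peaks present at both times and 18.9 against windows 1000 bp away. The NFI monomer site was found in 33.8% of windows against 20.4% (ratio 1.66, range 1.63 to 1.68), with ratios of 1.10 and 1.60 against the same alternatives. By culture time, the AP-1 share of the top 10000 distal peaks was 5.07% at DIV0, 37.4% at DIV7 and 55.4% at DIV28, so that most of the rise came before DIV7.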

Motif-enrichment analysis on the top 10k significant peaks that are upregulated globally between DIV0 and DIV28 in culture also shows high enrichment of AP-1 motifs, and moderate enrichment of NFI motifs (Supplementary Fig. 9e). Accordingly, we observed robust expression of immediate early gene FOS, and NFI transcription factors NFIA and NFIB in DIV28 motor neurons (Fig. 5f, g).

To identify potential in vivo-specific regulators, we performed motif analysis on in vivo-specific differential peaks around in vivo-specific upregulated genes. This analysis identified Hox motifs and steroid hormone receptor motifs in addition to NFI motifs (Fig. 5c, bottom panel and Fig. 5e). Importantly, we have not detected enrichment for AP-1 motifs in in vivo-specific accessible regions, indicating that most activity-dependent chromatin changes are recapitulated in cultured stem cell-derived motor neurons. Together these data suggest that, despite the differences in neural circuits formed in vivo and in vitro, activity and NFI factors are important contributors to motor neuron maturation in both systems. In vivo motor neuron maturation appears to be additionally controlled by Hox factors and hormonal signaling in postnatal animals^82^.

### Neuronal activity plays a limited role as a modulator of the later stage maturation program in vitro

Since activity-dependent AP-1 motifs are highly enriched in maturation-dependent accessible chromatin regions in vitro (Fig. 5d and Supplementary Fig. 9e), we used the culture system to investigate the extent to which neuronal activity contributes to the motor neuron maturation program. Action potentials can be effectively blocked in culture by growing cells in the presence of sodium channel inhibitor tetrodotoxin (TTX), leading to a suppression of the immediate early gene FOS (Fig. 5g). We performed ATAC-seq and RNA-seq on motor neurons grown in the presence of TTX from DIV0 until DIV7 or DIV28, to test the early vs. late role of neuronal activity (Fig. 6a).

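TTX, a toxin that blocks voltage-gated sodium channels and so silences firing, was present from DIV0 to DIV28 in 3 RNA-seq and 2 ATAC-seq libraries, which were compared with the untreated DIV28 libraries. The RNA-seq libraries with TTX held from 4206327 to 12204902 counts (median 4701381), and the ATAC-seq libraries 217773 and 165926 peaks. Supplementary Table 1 lists each replicate with TTX beside an untreated replicate of the same number, and its note speaks of cultures grown in parallel. After the group means were removed, the correlation across genes between the 2 libraries of a pair was 0.582, 0.505 and 0.665. The main test had no term for the pair, as the paper names none, and a fit with the pair as a block is given where it changes a result. Libraries grown with TTX to DIV7 were not analysed here.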

**Fig. 6:**
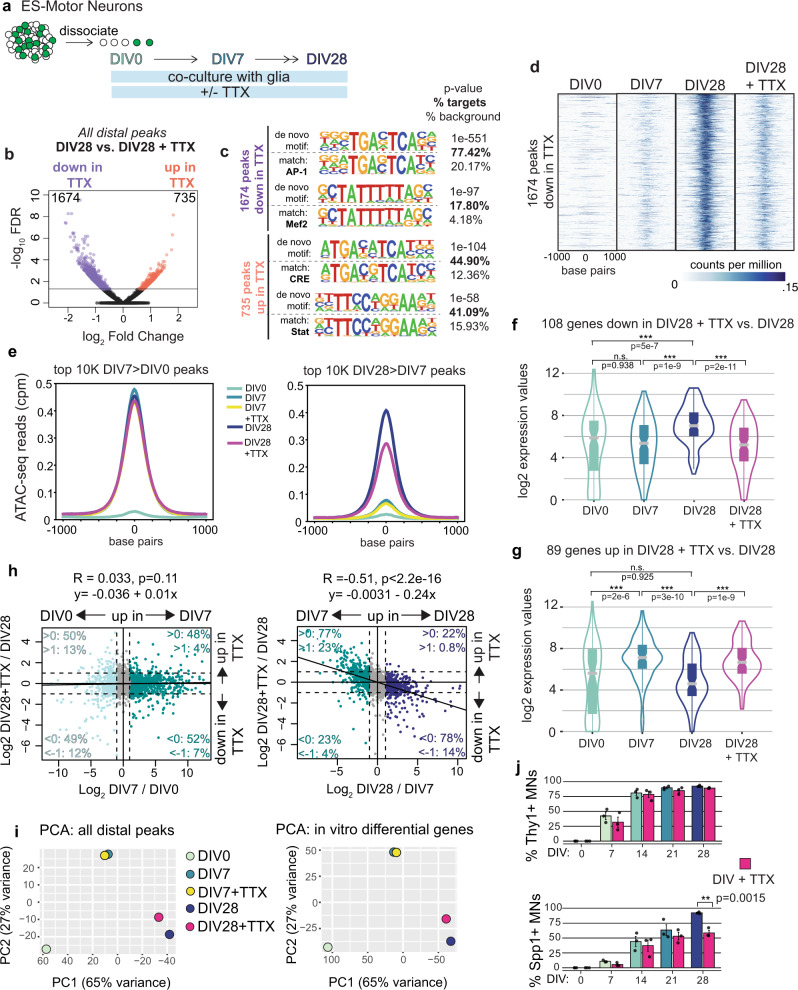
Activity partially controls the later phase of in vitro maturation. **a** Schematic of loss of function experiments in the presence of TTX. **b** Differential accessibility between DIV28 and DIV28 + TTX conditions. Each dot represents a single ATAC-seq peak. Peaks in orange gain accessibility and peaks in purple lose accessibility in the absence of activity (FDR < 0.05, as calculated by DiffBind). **c** Top two motifs enriched in peaks that lose (top) or gain (bottom) accessibility in the absence of activity. HOMER outputs show the de novo motif (top) and the best-matched known transcription factor motif (bottom) along with *p* value and prevalence. **d** Heatmaps show ATAC-seq reads at 1674 chromatin regions that lose accessibility in the absence of activity. Each panel spans ±1 kb from the center of the peak. **e** Lineplots showing cumulative accessibility at top 10k chromatin regions that gain accessibility between DIV0 and DIV7 (left) and between DIV7 and DIV28 (right). **f**, **g** In vitro expression of genes up- or downregulated in the absence of activity. ***p value <1e–5 calculated by two-tailed *t*-tests; *n* = 108 down and 89 up genes. **h** Correlation between maturation and activity-dependent gene expression changes. Each dot on the plot represents a gene, the *x*-axis plots the change in expression over time, and *y*-axis plots the change in expression in TTX condition compared to no TTX at DIV28. Genes colored in shades of blue are up or downregulated at those ages with *p* < 0.001 and fold change >2 (EdgeR, Fig. 4d). The percent of the colored genes in each quadrant with log_2_ fold change > 0 or 1 is also reported. **i** Principal component analysis of in vitro chromatin accessibility (left) and expression data (right). Each dot represents combined data from 2-3 replicates. **j** Scoring of Thy1-P2A-SUN1-GFP reporter and SPP1 protein in cultured motor neurons in the presence or absence of activity, as detected by immunostaining. Error bars show SEM; *n* = 3 independent biological replicates shown as black dots. For box plots, center line is the median, the interquartile range is 25–75th percentile, and outliers are eliminated; *p* values from two-tailed *t*-tests. Source data are provided as a Source Data file.

Analysis of DIV7 data shows that loss of activity has minimal effect on both chromatin accessibility and gene expression during the first week of maturation. We identified no differentially accessible peaks between DIV7 + TTX vs. DIV7 motor neurons (FDR <0.5), and only 13 differentially expressed genes at this timepoint (*p* value <0.001, fold change >2) (Supplementary Fig. 10a, b). In contrast, activity regulates maturation-dependent transcription to a greater extent during the transition between DIV7 and DIV28. We identified 2409 ATAC peaks differentially accessible^83^ (FDR <0.05) between DIV28 and DIV28 + TTX (Fig. 6b). 

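With peaks of 1 library set against 1 library, 10.3% (range 3.44 to 14.9%) of the peaks with TTX were gained and 10.5% (range 4.80 to 17.8%) of the untreated peaks lost, against 3.22 and 11.8% between the untreated replicates and 4.44 and 11.9% between those with TTX. On average these shares did not exceed the larger of the differences between replicates. Peaks present in both untreated libraries and in neither with TTX numbered 8830 by the peaks of untreated replicate 1 and 8691 by those of replicate 2, and peaks present only with TTX numbered 10723 and 11025. When the libraries were regrouped so that each group held 1 untreated library and 1 with TTX, 28237 peaks were found only in both replicates 1 and 2662 only in both replicates 2, and 4069 and 2741 in the other regrouping. The first regrouping set the 2 of these 4 libraries with the most peaks (224328 and 217773) against the 2 with the fewest (152667 and 165926), so that its groups differed in peak number as well. In the other regrouping both numbers were below those for TTX. No test was run on these peaks, so no p is given.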

Two-thirds of these peaks show reduced accessibility in TTX (1674 out of 2409), and the top two motifs enriched in these downregulated peaks are of activity-dependent AP-1 and Mef2 factors (Fig. 6c). Furthermore, majority of these downregulated peaks are not constitutive accessible regions, but gain accessibility during in vitro maturation (Fig. 6d). These analyses cumulatively show that activity-dependent transcription factors are required to increase accessibility at many maturation-dependent chromatin regions.

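Among distal peaks lost with TTX, an AP-1 match was found in 46.3% of windows against 23.1% (ratio 2.02, range 1.69 to 2.52) of the highest peaks present in all 4 libraries, and a Mef2 match in 4.40% of windows against 1.21% (ratio 3.62, range 3.10 to 4.19). Among peaks gained with TTX the AP-1 share was 14.5% of windows against 15.3% (ratio 0.941, range 0.668 to 1.24). The ratio for lost peaks depended on the background, at 12.8 against windows 1000 bp away and 0.835, in the opposite direction, against distal peaks present in all 4 libraries. The AP-1 share of lost peaks was above that of gained peaks, a comparison that uses no background. By library, the AP-1 share of the top 10000 distal peaks was 42.6% with TTX.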

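Of the peaks present only without TTX, 82.3 and 82.5% overlapped no peak at DIV7 and 90.2 and 90.3% none at DIV0. Lower peaks are missed more often at any time, so the same was counted for peaks of like height found in all 4 DIV28 libraries, of which 43.6 and 50.7% had no peak at DIV7 and 68.4 and 72.7% none at DIV0. Peaks present only with TTX were also absent at DIV7 more often than peaks of like height, at 68.8 and 69.0% against 53.9 and 51.8%.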

The 2409 activity-regulated accessible regions constitute less than 4% of all dynamic in vitro peaks, but we noted that loss of activity has a broader effect on chromatin accessibility across many DIV28-specific accessible regions that do not reach statistical significance. Plotting maturation-dependent changes vs. TTX dependent changes in accessible peaks shows that loss of activity is negatively correlated with maturation between DIV7 and DIV28 (*R* = −0.46, *p* value <2.2e–16), but not between DIV0 and DIV7 (*R* = −0.06, *p* value <2.2e–16) (Supplementary Fig. 10c, d). We additionally observed an overall ~25% reduction in accessibility across the top 10k regions that gain accessibility between DIV7 and DIV28 in response to TTX treatment, but no such effect in DIV7 culture (Fig. 6e). These data show that loss of activity affects chromatin accessibility specifically during the later stages of maturation, consistent with in vivo motif-enrichment analysis (Fig. 3a, b) and the reported increase in synaptic activity in cultured motor neurons after DIV6^84^.

Analysis of the RNA-seq data also showed that activity is required for the correct regulation of genes in the later stage of maturation. Differential gene expression^41,42^ analysis identified 89 upregulated and 108 downregulated genes in DIV28 + TTX condition compared to DIV28 (*p* value <0.001, fold change >2) (Supplementary Fig. 10b). 

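Here 36 genes were higher and 52 lower with TTX at the same limits, and 9 and 18 passed an adjusted p of 0.05 with 2-fold. Over the fits that each left out 1 library, and so had fewer samples, 1 to 9 higher and 5 to 10 lower genes passed the adjusted limit. All of the 88 changed in the same direction in all 3 pairs, which their choice by p and fold change in the same 6 libraries makes likely in advance. Their number depends on the test, at 209 with the likelihood ratio test, 187 with DESeq2 and 172 with the pair as a block, and it moved most, to 345, with the pair as a block in the likelihood ratio test. Among the 9 other splits of the 6 libraries into 3 and 3, the largest number of changed genes was 59, and in the 3 that part all 3 pairs as the real split does it was 1. *Trank1* (ENSMUSG00000062296), on chromosome 9 of mm10 from 111311739 to 111395775, went from 1485 ± 228 (SD, n = 3) normalised counts without TTX to 194 ± 45.5 (SD, n = 3) with TTX, a log2 fold change of -2.95 (standard error 0.28, adjusted p = 0.0032) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Pld5* went from 199 ± 43.6 (SD, n = 3) to 23.7 ± 8.46 (SD, n = 3) (-3.10, standard error 0.34, adjusted p = 0.0049 in the same test) and *Epha4* from 11.1 ± 4.37 (SD, n = 3) to 73.4 ± 14.4 (SD, n = 3) (2.79, standard error 0.36, adjusted p = 0.012). The adjusted p of *Chat*, with a log2 fold change of -1.27, was 0.19 in the same test and 0.016 with the pair as a block. That of *Thy1* was 0.98 and that of *Spp1* 0.47, with log2 fold changes of 0.23 and -0.88. With the pair as a block that of *Spp1* was 0.060, and with 2 combinations chosen after the values were seen it was 0.0037 (block in the likelihood ratio test) and 4.4e-04 (block with only the 6 libraries compared).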

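Of the 52 genes lower with TTX, 47 rose from DIV7 to DIV28 in the untreated libraries, 21 of them past the limits, with a median log2 change of 1.57. Of the 36 genes higher with TTX, 6 rose and 18 were counted as lower, with a median of -1.85. Both comparisons use the untreated DIV28 libraries, which alone makes genes lower with TTX seem to rise. In 40 simulated sets without any effect of TTX, the same number of genes with the smallest p among those at least 2-fold lower, or higher, with TTX was followed, whether or not they passed the limits. They rose in 35.4 of 52 cases on average (range 27 to 43) for lower genes and in 11.2 of 36 (range 6 to 17) for higher genes. Among the gene lists, 7 of 7 immediate early genes were lower with TTX (median log2 fold change -1.07, camera, adjusted p = 2.2e-06 over 17 lists, also called with fry), with 3 past 0.05 adjusted over the list alone and 0 over all genes.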

Plotting the expression levels of affected genes at DIV0, DIV7, and DIV28 shows that the expression of genes downregulated in the absence of activity normally increases from DIV7 to DIV28, while the converse is true for upregulated genes (Fig. 6f, g). 

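The 88 genes changed with TTX compare with 2447 genes changed between DIV0 and DIV28, of which they are 3.60% in number, and with 3130 changed between any of DIV0, DIV7 and DIV28. Of the genes changed with TTX, 62 were themselves changed over time, which is 1.98% of the genes changed over time.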

The 197 genes that are significantly perturbed after the loss of activity only represent ~5% of all genes that change expression during maturation. However, similar to accessibility changes, we observe that loss of activity affects maturation-related gene expression changes more globally specifically between DIV7 and DIV28 (Fig. 6h). 

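Across the 2735 genes changed at least 2-fold in the same direction in vivo and in vitro that were also tested with TTX, the log2 change from DIV7 to DIV28 and that with TTX had a Pearson correlation of -0.490 (Spearman's rho -0.478), and the change from DIV0 to DIV7 one of 0.101. The untreated DIV28 libraries enter both the first change and the change with TTX, with opposite signs, so that noise alone gives a negative value. In 40 simulations without an effect of TTX the mean correlation was -0.116 (range -0.163 to -0.0581), and 0.00528 for DIV0 to DIV7 (range -0.0544 to 0.0620). With different DIV28 libraries in the 2 changes it was -0.256, -0.352 and -0.324. Genes are not independent replicates, so no p is given.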

By plotting the expression changes of all in vivo and in vitro co-regulated genes against activity-dependent gene expression changes, we observe that changes in expression between DIV7 and DIV28, but not between DIV0 and DIV7, are negatively correlated with the presence of TTX (correlation: *R* = −0.51, *p* value <2.2e–16 for DIV7–DIV28; *R* = 0.033, *p* value = 0.11 for DIV0–DIV7) (Fig. 6h). We further validated the temporal specificity of the effects by quantifying the expression of *Thy1*, which is induced early during maturation, and *Spp1*, which is induced later (Fig. 4j, k). Whereas TTX has no effect on *Thy1*, it significantly reduces *Spp1* expression at the later stages of maturation (Fig. 6j).

Although we identified a negative correlation between loss of activity and maturation-dependent accessibility and expression changes, our data also show that most maturation-dependent transcriptional changes are not strongly affected by the loss of activity despite the commanding presence of AP-1 motifs in maturation-dependent accessible regions. Indeed, PCA analysis of the accessibility and expression data confirmed that while DIV28 + TTX cells are shifted toward a more immature state, they still cluster closer to DIV28 (Fig. 6i). Together these data suggest that activity-dependent transcription factors function as modulators, rather than drivers of the neuronal maturation program.

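On PC1 of the 10 in vitro expression libraries, those with TTX scored 55.5 ± 13.3 (SD, n = 3), beside the untreated DIV28 libraries, and the 2 groups overlapped. On PC2 the mean with TTX was shifted towards DIV7, at -7.62 ± 35.7 (SD, n = 3) beside -33.8 ± 26.6 (SD, n = 3) at DIV28 and 101 ± 1.68 (SD, n = 2) at DIV7. With centred genes without scaling, these were -10.4 ± 14.4 (SD, n = 3) with TTX, -40.0 ± 9.70 (SD, n = 3) at DIV28 and 113 ± 13.7 (SD, n = 2) at DIV7. On group means the PC2 scores were -22.6, -50.9 and 111. For accessibility, the 2 libraries with TTX lay at 140.1 and 419 on PC1 of the 8 in vitro libraries, beside 148 and 525 at DIV28 and -185 and -173 at DIV7. This PC1 followed the number of peaks per library (r = 0.974). From these data the paper proposes that activity-dependent transcription factors modulate the maturation program rather than drive it.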

## Discussion

Most postmitotic nerve cells are specified during embryonic development and maintained throughout life, undergoing functional changes as the nervous system matures and ages^1^. Great strides have been made in our understanding of cell-type specification during the transition from progenitor to postmitotic state, but the regulatory mechanisms that orchestrate changes in maturing postmitotic neurons remain unknown. This discrepancy is particularly apparent in in vitro studies—while diverse neuron types can be efficiently differentiated from stem cells, culture systems that recapitulate maturation remain scarce^16^. In this work, we have mapped the transcriptional profiles of in vivo mouse spinal motor neurons throughout life, uncovered putative regulators of maturation, and characterized a culture system that not only recapitulates aspects of in vivo maturation, but also allows functional interrogation of regulators.

Temporal profiling of motor neurons showed that gene expression and chromatin accessibility are dynamic for four weeks, from the time of motor neuron specification to the third postnatal week, and then remain remarkably stable for the rest of life. While some of the core motor neuron effector genes, including those that control cholinergic neurotransmission and motor pool identity, become induced soon after progenitor cells become postmitotic, other classes of effector genes, such as channels and receptors, are remarkably dynamic during maturation. This finding is consistent with previous studies that have shown that motor circuits and motor behaviors become adult-like only in the third postnatal week^6,19^. The finding that gene expression patterns remain stable between P21 and the end stage of life is also striking as it suggests that once an adult-like gene expression profile is acquired, aging and age-related diseases are likely to be primarily modulated by post-transcriptional mechanisms.

Interestingly, longitudinal gene expression studies performed on the whole cortex found that transcriptional identities stabilize around ~P30^85^. As cortical neurons are both regionally and functionally distinct from spinal motor neurons and a majority of them are born days after motor neurons in mice, these observations suggest a shared timeline of maturation for the entire nervous system. This led us to ask whether gene expression changes during maturation are neuron-type specific or largely universal. Comparative analysis revealed that despite the shared timeline, the motor neuron maturation program is largely distinct from cortical neurons, implying that the functional diversity of the adult nervous system continues to be refined during postnatal maturation.

To identify potential regulators of maturation, we performed motif-enrichment analysis on age-specific accessible chromatin regions. This method proved to be highly effective, leading to the identification of a cascade of transcription factors that might control the maturation process. While it is well established that motor neuron specification is controlled by the LIM homeodomain transcription factors ISL1 and LHX3^22^, our data show that embryonic maturation likely requires additional input from NFI factors, and that postnatal maturation continues to engage NFI, in conjunction with activity-dependent, and hormone receptor transcription factors.

The detailed transcriptional maps of in vivo neurons provided us the opportunity to identify the aspects of maturation that can be recapitulated in vitro. Stem cell-derived motor neurons have greatly facilitated studies of cell fate specification, but their utility for studying maturation and modeling adult-onset diseases has remained limited^2^. We found that co-culturing motor neurons with glial cells for four weeks results in recapitulation of ~40% of upregulated expression changes during in vivo maturation, including changes in expression of functionally relevant effectors such as channels, receptors, synaptic, and structural genes. This result was surprising as motor neurons in culture are grown without the correct synaptic partners or muscle targets and in the absence of other extrinsic factors available in vivo. The identified set of genes therefore represent a core maturation program that is shared between in vivo and in vitro systems.

We found high enrichment of activity-dependent AP-1 motifs and moderate enrichment of NFI motifs in accessible chromatin regions around shared upregulated genes, allowing us to functionally test the role of neuronal activity in controlling transcriptional maturation. Sensory deprivation studies have long established the role of activity in the postnatal development of the cortex^14,15^. More recently, molecular studies have proposed that activity-regulated AP-1 factor FOS is the key mediator of maturation in VIP and SST cortical neurons^9^. Our data showed that loss of activity only modestly perturbs the chromatin accessibility and gene expression program in cultured motor neurons, and that this effect is restricted to the later stages of maturation. In agreement with our findings, reduction of activity in vivo in SST inhibitory interneurons also showed a similar modest effect on gene expression during postnatal maturation^9^. These results allow us to make two important conclusions. First, the in vitro system recapitulates in vivo-like temporal transitions from early to late regulators of maturation. Activity-dependent motifs were specifically enriched at later stages of maturation in vivo, and loss of activity only affects later stages of maturation in vitro. Second, neuronal activity is not the primary driver of the core maturation program, but rather functions as a modulator of the gene expression program by increasing chromatin accessibility and enhancing expression levels of many maturation genes.

Based on motif-enrichment and gene expression analysis in this study, both NFI factors and nuclear hormone receptors are promising activity-independent regulators of maturation. The NFI motif was predictive of global accessibility at all ages after E10.5, and it was highly enriched in new peaks that became accessible at consecutive ages, suggesting that NFI factors change their binding pattern over time. In immature E13.5 neurons, NFI-containing peaks were co-enriched for HOX and LIM motifs while in mature P21 neurons, they were co-enriched for activity-dependent AP-1 motifs. These facts together argue that NFI factors do not act as pioneer factors by themselves, but rather operate as cofactors that regulate chromatin accessibility in conjunction with other transcription factors. The potential involvement of steroid hormone receptors in maturation is also intriguing as it suggests a link between increased levels of circulating hormones in juvenile animals and neuronal maturation. While hormone receptor motifs were highly enriched in vivo, the absence of these motifs in vitro suggests that the maturation state of cultured neurons might be further enhanced by expression of relevant receptors and inclusion of their ligands in culture media.

Lastly, motor neurons exhibit notable changes in their susceptibility to degeneration during their maturation and adult life. Specifically, motor neuron survival is dependent on muscle-derived neurotrophic signals during a brief embryonic window of programmed cell death; at perinatal stages, motor neurons show selective sensitivity to decreased levels of SMN protein in mouse models of spinal muscular atrophy; and in adult animals carrying ALS causing mutations, there is a wide range of temporal onsets of motor neuron degeneration^56^. The transcriptional and chromatin characterization of motor neuron maturation in vivo, together with the identification of the core maturation program recapitulated in cultured neurons in vitro, provide a foundation for the development of more reliable models for late-onset neurodegenerative diseases.

## Methods

### Mice

Animals were handled according to protocols approved by the Institutional Animal Care and Use Committee at the Columbia Institute of Comparative Medicine. The animal care and use program at Columbia University is accredited by the AAALAC International and maintains an Animal Welfare Assurance with the Public Health Service, Assurance number D16-00003 (A3007-01). Mice were housed in a pathogen-free barrier facility with a 12-h light/dark cycle. All mouse lines used have been previously characterized: SUN1-sfGFP-Myc^26^ (JAX stock#021039), ChAT-IRES-Cre::SV40pA::Δneo (Chat-Cre)^25^ (JAX stock#031661), and Hb9-GFP transgenic mice^24^. For purification of whole cells at E10.5, heterozygous Hb9-GFP males were crossed to wildtype C57BL/6J females, and heterozygous Hb9-GFP embryos were sacrificed for motor neuron purification. Three to five embryos were used per replicate for these experiments. For motor neuron nuclei purification at all other ages, homozygous SUN1-2xsfGFP-6xMYC mice were crossed to homozygous ChAT-IRES-Cre::SV40pA::Δneo mice and trans-heterozygous progeny were sacrificed for experiments. For each replicate of RNA-seq and ATAC-seq experiment at each age, spinal cord tissue was combined from four to seven animals. Both males and females were included in each experiment. Three replicates of RNA-seq experiments were performed at E10.5, P4, P21, and P56, and two replicates were performed at E13.5, P13, and 2 years. Two replicates of ATAC-seq were performed at all ages.

### Cell culture

MN media: neurobasal with 1:50 B27, 1:100 Glutamax, 100 μl 1:100 Beta-mercaptoethanol, 1:50 FBS, 1:100 Pen/Strep. For long-term co-cultures supplemented with GDNF (10 ng/ml, R&D systems 212-GD/CF), BDNF (10 ng/ml, Peprotech 450-02-50UG), CNTF (10 ng/ml, R&D Systems 257-NT/CF), IGF (10 ng/ml, R&D Systems 291-G1-200), 1:5000 UFDU for 1.5 weeks (10 mM each Uridine [Sigma-Aldrich; Catalog Number U3750] and Fluorodeoxyuridine [Sigma-Aldrich; Catalog Number F0503]).

Activity experiments: to block activity 1 μM of TTX was added to the MN media from DIV0 to DIV28.

Deriving primary astrocytes: astrocyte-enriched primary cortical glial cultures were acquired from P2 mouse cortices as previously described^86^. Plates were shaken in 37 °C for 6 h to reduce microglial contamination. Plated astrocytes were passaged once and then frozen in 90% FBS + 10% DMSO.

Deriving Chat-CRE;SUN1-GFP ESC line: Chat-Cre homozygous males were bred to SUN1-GFP homozygous female, and trans-heterozygous blastocysts were collected for stem cell derivation as previously published^79^.

#### Preparation of co-culture plates

Coating plates: 6-cm or 96-well plates were coated with poly-ornithine and laminin. Plates were incubated in poly-ornithine (1:5 in H2O, Sigma-Aldrich P4957-50ML) for 3 h or overnight at 37 °C, washed 3× with PBS to fully remove poly-ornithine, and incubated with Laminin (1 mg/ml, 1:250 in ice-cold PBS) for 3 h or overnight at 37 °C.

Glial cultures: astrocytes were thawed on T75/T175 flasks (~6000 cells/cm^2^) coated with 0.1% gelatin, and allowed to grow to confluence (7–9 days). Cells were dissociated with 0.05% trypsin, passaged 1:1 (surface area), and replated on Poly-ornithine/Laminin coated 6-cm or 96-well plates. Cells were allowed to grow to confluence for 5–7 days, and dissociated motor neurons were plated on top. Astrocytes contact inhibit once they are confluent and are not affected by UFDU in motor neuron media.

Motor neurons: embryonic stem cells were differentiated into motor neurons following published protocols^80^. On day 6 of differentiation, embryoid bodies (EBs) were dissociated with Accumax as follows: EBs from each 10 cm plate were pelleted and resuspended in 1 ml Accumax with 1:200 5 mg/ml DNAseI, incubated in a 37 °C water bath for 10 min, and triturated with a 1 ml pipette ~30× times till a cloudy cell suspension was visible (instead of intact EBs). Then, 1 ml of warm MN media was added to Accumax cell suspension, and cells were spun down at 300 g for 5 min, resuspended in warm motor neuron media, filtered through at 40 μm cell strainer, and counted and plated on astrocytes. A total of 12,000 dissociated cells were plated on each well of 96-well plates and 2 million dissociated cells were plated on 6 cm plates in motor neuron media. In all, ½ media was changed every 3 days. A large number of cells do not survive the plating.

96-well plates were used for imaging-based experiments. Six-cm plates were used for RNA-seq and ATAC-seq experiments.

### CRISPR-Cas9-mediated Thy1 reporter

WT Black6 embryonic stem cells were transfected with a gRNA targeted close to the stop codon of Thy1 gene (GACTTCATTTCTCTGTGAC), a repair template (500 bp homology arm—P2A-SUN1-GFP-3xMyc—440 bp homology arm), and a plasmid containing Cas9-mcherry. mCherry positive cells were FAC sorted ~48 h later and grown at low density (6000 cells in a 6-cm plate with MEFs) till colonies were visible (~7–8 days). Single colonies were picked, dissociated, and clonally plated on two 96-well plates. One 96-well plate was genotyped using internal and external primers and positive clones were expanded from the second 96-well plate.

### Immunostaining

E10: brachial, thoracic, lumbar vertebral columns were dissected from embryos and fixed in 4% paraformaldehyde for 2 h. Fixed vertebral columns were washed in PBS 3× times for 10 min, 30 min, and 1 h. Spinal cords were carefully dissected out of vertebral columns and cryopreserved in OCT and sectioned with a cryostat into 15 μm sections on slides.

Sections were blocked for 30 min in Blocking Buffer (10% donkey serum (EMD Millipore), 0.2% Triton X-100 (Sigma-Aldrich) in 1X PBS, and 0.05% NaN3), followed by primary antibody treatment for 1hr at room temperature or overnight at 4 °C in Antibody Buffer (2% donkey serum, 0.2% Triton X-100 in 1X PBS and 0.05% NaN3), followed by 3× 5-min washes with Wash Buffer (0.1% Triton X-100 in PBS), followed by secondary antibody treatment in Antibody Buffer for 2 h at room temperature, followed by 1× wash with Wash Buffer + DAPI for 15 min, and 2× washes with just Wash Buffer for 5 min each. Sections were washed one last time with PBS, and sealed with Flouromount G (Thermo Fisher Scientific OB100-01) and coverslips.

P4, P21, and P56: deeply anesthetized mice were transcardially perfused with 20 ml of PBS, followed by 20 ml of 4% paraformaldehyde. Vertebral columns were dissected out and fixed for 30 min or overnight in 4% paraformaldehyde at 4 °C, followed by 3 PBS washes lasting 1 and 2 h, and overnight. Brachial, thoracic, lumbar spinal cords were dissected out of the vertebral columns and sectioned with a vibratome in 30–70 μm sections. Immunostaining was performed in free-floating sections. Sections were incubated in primary antibody for 48 h at room temperature in Antibody Buffer (1% BSA, 0.1% Triton X-100 in 1X PBS, and 0.05% NaN3), followed by 3× 1–3 h washes with Wash Buffer (0.1% Triton X-100 in PBS), followed by secondary antibody treatment in Antibody Buffer overnight at room temperature, followed by 1× wash with Wash Buffer + DAPI for 1 h, and 2× washes with just Wash Buffer for 30 min to 1 h each. Spinal cords were placed on slides and sealed with Flouromount G (Thermo Fisher Scientific OB100-01) and coverslips.

Cell cultures and embryoid bodies: EBs were fixed for 10 min in 4% PFA on ice, cryopreserved as previously described (Wichterle and Peljto, 2008), and sectioned into 10 μm slices on slides using a cryostat. Motor neuron co-cultures were fixed for 10 min in 4% PFA on ice, and stained in 96-well plates. Cells were incubated in primary antibody for 1–2 h at room temperature in Antibody Buffer (1% BSA, 0.1% Triton X-100 in 1X PBS, and 0.05% NaN3), followed by 3× 5-min washes with Wash Buffer (0.1% Triton X-100 in PBS), followed by secondary antibody treatment in Antibody Buffer for 45 min at room temperature, followed by 1× wash with Wash Buffer + DAPI for 15 min, and 2× washes with just Wash Buffer for 5 min each. EB sections were sealed with Flouromount G (Thermo Fisher Scientific OB100-01) and coverslips. Cultures in 96-well plates were covered with 150 μl of PBS and the plate was sealed with parafilm.

The following primary antibodies were used: GFP (Chick, Thermo Fisher A10262, 1:3000), Chat (Goat, EMD Millipore AB144P 1:100), hb9 (Guinea pig 1:100 from Jessell Lab), NeuN (Rabbit, Millipore-Sigma ABN78, 1:1000), Spp1 (Mouse, R&D Systems AF808, 1:50; Goat, sc-21742, 1:300), Isl1/2 (Ms 4D5 DSHB optimized concentration by staining; Neuromics GT15051 1:5000); Nfia (Rb, Active Motif 39397, 1:1000), Nfib (Rb, Active Motif 39091, 1:1000), NFH (Chk, Neuromics CH22104, 1:2000), cFos (Rat, Synaptic Systems 226 017, 1:500), Nr3c1 (Rabbit, Invitrogen PA1-511A, 1:2000), Nr3c2 (DSHB clones 1D5 and 3F10, 1:33). The following secondary antibodies were used: 1:800, 706-165-148, 711-165-152, 715-165-151, 715-545-150, 712-605-153, 712-605-152, 712-605-151, 703-545-155, 715-175-151, 715-175-150 from Jackson ImmunoResearch Laboratories.

### Imaging

Images were acquired either with 20×, 40× oil, 60× oil objectives using confocal laser scanning microscope (LSM Zeiss Meta 510 or 780) or with an apotome on an inverted phase contrast fluorescence microscope (Zeiss Observer. Z1). Images were processed using Zen and ImageJ.

### Purification of whole motor neurons from Hb9-GFP mice for RNA-seq and ATAC-seq

Brachial, thoracic, lumbar spinal cords were dissected out of E10.5 embryos in HBSS buffer. Spinal cords were cut into small pieces, pipetted into 1.5 ml tubes, and pelleted with a brief spin. Spinal cord tissue was then resuspended in Accumax for dissociation. 1 ml of Accumax (Sigma-Aldrich A7089-100ML) with 5 μl of 5 mg/ml DNAseI (Millipore-Sigma DN25-10MG) was used for two spinal cords. Dissociation was performed by incubating tubes at 37 °C while shaking at 1000 rpm for 15 min. Tissue was then homogenized by pipetting up and down ~20 times, and mixed with 3 ml of L15 media (with 1:200, 5 mg/ml DNAseI). The resulting cell suspension was spun down at 300 g for 5 min to pellet single cells. Cells were resuspended in Sorting Buffer (Ca/Mg free PBS with 1% FBS), and filtered through a 20 μm filter. High GFP cells were sorted using a Bio-Rad Se3 sorter into Sorting Buffer. For RNA collection, cells were spun down, resuspended in TRIzol (Life Technologies 5596-018), flash frozen, and stored at −80 °C till RNA purification. For ATAC-seq, cells were spun down and ATAC-seq was performed exactly as published in ref. 59.

### Modified INTACT nuclear isolation for RNA-seq

We used a modified version of the INTACT^26^ protocol with all the same chemical reagents. The following volumes are for collecting nuclei from three to four spinal cords from E13.5/P4 mice or two spinal cords from P13 or older mice. Volumes have to be adjusted for higher numbers of spinal cords being processed together. Brachial and lumbar regions of the spinal cords were dissected and processed together for RNA-seq. Brachial, thoracic, and lumbar regions of the spinal cords were dissected and processed together for ATAC-seq.

Purification of nuclei: spinal cords were homogenized by douncing 10× times (E13.5, P4) or 15–20× times (P13, P21, P56, 2 years) with a 1 ml dounce-homogenizer in a total of 5 ml Buffer HB (0.25 M sucrose, 25 mM KCl, 5 mM MgCl2, 20 mM Tricine-KOH pH 7.8, 1 mM DTT, 0.15 mM spermine, 0.5 mM spermidine, Roche protease inhibitor tablets) supplemented with 1.5 μl/ml RNAse Inhibitor (RNasin Plus RNase Inhibitor, Promega N2615) and 0.3% IGEPAL CA-630. Homogenized spinal cords were filtered through a 100-μm strainer and combined with 1:1 volume of 50% iodixanol (5 volume of OptiPrep[60% iodixanol] + 1 volume of Diluent [150 mM KCl, 30 mM MgCl_2_, 120 mM Tricine-KOH pH 7.8]), creating a 10 ml suspension that is 25% iodixanol. The 25% iodixanol suspension was split equally into two 15 ml falcon tubes, such that each tube had 5 ml. The 5 ml 25% iodixanol suspension in each 15 ml tube was underlaid with 2 ml of 40% iodixanol (50% iodixanol solution diluted in Buffer HB). Tubes were spun at 1000 g for 12 min at 4 °C with slow acceleration and deceleration (set to “3”). After the spin, a layer of cellular debris collects on top of the 25% suspension. This was cleared off by pipetting. 1.2 ml of nuclei were then pipetted from the interface of 25% and 40% layers from each 15 ml tube. The nuclei were dounce-homogenized 5× times in a 1 ml dounce-homogenizer. This step is necessary for eliminating most of the clumps that form when nuclei stick together during the spin, and increases the final purity of Sun1-GFP+ nuclei.

Affinity purification of GFP+ nuclei: 1.2 ml of nuclei were pipetted into a 1.5 ml tube. 70 μl of ProteinG Dynabeads (Life Technologies, 100004D) were washed 2× times with 800 μl wash buffer (0.25 M sucrose, 25 mM KCl, 5 mM MgCl2, 20 mM Tricine-KOH pH 7.8, 0.4% IGEPAL CA-630, 1 mM DTT, 0.15 mM spermine, 0.5 mM spermidine) and returned to their original volume (70 μl) in wash buffer. 10 μl of washed ProteinG beads were added to 1.2 ml of nuclei for preclearing, for which tubes were incubated at 4 °C for 30 min with rotation. At this point, the material bound to the beads is non-specific and needs to be removed from solution. To do this, tubes were placed on a magnet for 2 min and 1.2 ml of precleared nuclear suspension was then pipetted into a new 1.5 ml tube (leaving behind preclearing beads, which can be discarded). For IP reaction, the following was then added to each tube containing 1.2 ml of nuclei: 5ul anti-GFP antibody (Thermo Fisher Scientific G10362), 200 μl Wash Buffer, 1 μl RNase Inhibitor. The IP reactions were incubated for 30 min at 4 °C with rotation. After incubation, 25 μl pre-washed beads were added to each IP reaction, followed by an additional 20 min of rotation at 4 °C. At this point the samples contain beads that are bound to GFP+ nuclei. To increase the number of beads bound to each nucleus the following was repeated 6–7 times: tubes were placed on a magnet for no more than 1 min, then put on ice for ~15 s, then beads were resuspended into solution by gentle inversion. The tubes were then put on a magnet for 2 min and the liquid suspension (which contains mainly GFP-nulcei) was pipetted off. The beads from all tubes that came from the same starting sample were combined and resuspended in 700 μl of wash buffer and filtered through a 20 μm filter to eliminate large clumps of nuclei. The beads were then washed 5× times by doing the following: tubes were placed on a magnet for 1 min, Wash Buffer was pipetted off, 1.4 ml of fresh Wash Buffer was added, tubes are placed on ice for ~15 s, and beads were resuspended by rigorously pipetting. After the last wash, beads were resuspended in 200–300 μl of Wash Buffer. 1.5 μl of beads were mixed with 1.5 μl of DAPI for visualization with a fluorescent microscope and determination of purity. Finally, the tubes were placed on a magnet, Wash Buffer was removed, beads were resuspended in 500 μl of Trizol, and incubated at room temperature for 10 min. The tube was then placed on the magnet for the last time, 500 μl of TRIzol was pipetted into a new tube that was flash frozen and stored at −80 °C till RNA purification. This procedure yielded ~10,000 nuclei per spinal cord (using brachial and lumbar sections). At E13.5 and P4, nuclei were ~85% GFP+ with some contamination from blood vessels. At P13 and older ages, nuclei were >95% GFP+.

### FAC sorting nuclei for ATAC-seq

We noticed that bead-bound nuclei purified using the above affinity purification method yielded a very low concentration of DNA after ATAC-seq. We therefore FAC sorted nuclei for ATAC-seq experiments. To do this, nuclei were purified from spinal cords following the above method. Then, instead of performing affinity purification, we did the following:

FAC sorting of GFP+ nuclei: 1.2 ml of nuclei were thoroughly mixed with 3.6 ml of Wash Buffer in 5 ml Polypropylene Round-Bottom Tube. Tubes were spun at 500 g for 5 min to pellet nuclei. The liquid suspension was carefully pipetted off. All nuclei from the same starting sample were combined and resuspended in 1.5–2.5 ml of Wash Buffer with rigorous pipetting to ensure no clumps of nuclei remained. The nuclei were then filtered through a 20-μm filter, and 1.5 μl/ml of RNAse inhibitor was added. GFP+ nuclei were then FACs sorted into Wash Buffer with 1.5 μl/ml of RNAse inhibitor using a Bio-Rad Se3 sorter. 1.5 μl of sorted nuclei were mixed with 1.5 μl of DAPI to visualize nuclei and determine purity. This procedure resulted in >95% pure nuclei at all ages.

### Modified INTACT purification of motor neuron nuclei from embryoid bodies and co-cultures for RNA-seq

Releasing nulcei from embryoid bodies: EBs from each 10 cm plate were pelleted and resuspended in 2 ml cold lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% IGEPAL CA-630) in 15 ml falcon tube and incubated on ice for 10 min followed by trituration (30×) with 1 ml pipette, followed by an additional 10 min incubation on ice and a second 30× trituration. 1ul of the nuclei mix was stained with DAPI and observed under fluorescence to ensure that cells had lysed.

Releasing nuclei from co-cultures: Media was removed from 6 cm plates and 1 ml of cold lysis buffer was added (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% IGEPAL CA-630). Cells were scrapped with a cell scraper, and 1 ml of media + cells were placed in 15 ml tube on ice. All plates of the same genotype for each experiment were mixed together. Buffer + cells were triturated 30× times with 1 ml pipette followed by a 10 min incubation of ice followed by another 30× trituration. 1 μl of the nuclei mix was stained with DAPI and observed under fluorescence to ensure that cells had lysed.

Purification of nuclei: nuclei in lysis buffer were spun at 4 °C in a hanging centrifuge at 500 g for 5 min. For each 15 ml tube, lysis buffer was pipetted off and nuclei were resuspended in 2 ml Buffer HB (0.25 M sucrose, 25 mM KCl, 5 mM MgCl2, 20 mM Tricine-KOH pH 7.8, 1 mM DTT, 0.15 mM spermine, 0.5 mM spermidine, Roche protease inhibitor tablets) supplemented with 1.5 μl/ml RNAse Inhibitor (RNasin Plus RNase Inhibitor, Promega N2615) and 0.3% IGEPAL CA-630. 2 ml of 50% iodixanol (5 volume of OptiPrep[60% iodixanol] + 1 volume of Diluent [150 mM KCl., 30 mM MgCl2, 120 mM Tricine-KOH pH 7.8]), was added to this, creating a 4 ml suspension that is 25% iodixanol. The 4 ml 25% iodixanol suspension in each 15 ml tube was underlaid with 2 ml of 40% iodixanol (50% iodixanol solution diluted in Buffer HB). Tubes were spun at 1000 g for 12 min at 4 C with slow acceleration and deceleration (set to “3”). 1.2 ml of nuclei were then pipetted from the interface of 25% and 40% layers from each 15 ml tube. The nuclei were dounce-homogenized 10× times in a 1 ml dounce-homogenizer. This step is necessary for eliminating most of the clumps that form when nuclei stick together during the spin, and increases the final purity of Sun1-GFP+ nuclei.

Affinity purification of GFP+ nuclei: same as for spinal cords.

### FACs of motor neuron nuclei from embryoid bodies and co-cultures for ATAC-seq

Nuclei from EBs and co-cultures were purified as above, and then FACs were sorted the same as spinal cord nuclei.

### RNA purification

Tubes containing samples in TRIzol were thawed to room temperature, 100 μl of Chloroform was added to 500 μl of TRIzol, mixed by rigorous inversion, and spun down at 16,000 g for 15 min. ~270 μl of the aqueous layer was carefully removed. RNA was purified from the aqueous layer using the Zymo RNA microprep kit (ZymoResearch, cat #R2060) following the manufacturer’s instructions.

### RNA-seq library preparation and sequencing

RNA-seq libraries were prepared at the MIT BioMicroCenter using the following kit: Clontech SMARTer Stranded Total RNA-Seq Kit—Pico Input Mammalian with ZAPr ribosomal depletion. Paired-end sequencing was performed using the 150nt Nextseq kit.

### RNA-seq processing

Reads were trimmed for adaptors and low-quality positions using Trimgalore (Cutadapt v0.6.2)^87^. Reads were aligned to the mouse genome (mm10) and gene-level counts were quantified using RSEM (v1.3.0)^88^ rsem-calculate-expression using default parameters and STAR (v2.5.2b) for alignment. Read counts were normalized by the median of ratios normalization^89^ using a Python (v3.6.9) script. All reported expression values are normalized expression values. For Figs. 1–3 and Supplementary Figs. 2, 3, 4, 5b–e, and 6 all motor neuron in vivo data were normalized together. For Supplementary Fig. 5a P4, P56 motor neuron data were normalized with P7, P56 cortical data. For Fig. 4 and Supplementary Fig. 8, in vivo and in vitro (no TTX) motor neurons data were normalized together. For Fig. 6, all in vitro data (including TTX at DIV28) were normalized together. All normalized expression values are provided in Supplementary Tables 1 and 3.

All reported differential gene expression analysis was performed on RSEM gene-level read counts using EdgeR^41,42^. For each set of comparisons being performed, genes were secondarily filtered for those that are expressed with CPM ≥5 in all replicates in at least one condition. For example, for Fig. 1, all datasets from E10.5, E13.5, P4, P13, P21, P56, and P2yr were loaded to EdgeR, and filtered for genes that are expressed with CPM ≥5 in all replicates at any age. Differential gene expression was then performed between subsequent ages.

### Selecting effector genes for Fig. 1h

Genes belonging to functional categories were selected on the basis of their Refseq descriptions or gene names. Channels are all genes that include the word “channel” in their description. Receptors are all genes that include the word “receptor” but not the word “nuclear” in their description. Collagens are all genes that begin with “Col”. Transcription factors are all genes that include “transcription” or receptors that include the word “nuclear” in their description. Chromatin regulators are all genes that include “histone” or “chromatin” in their description. Kinases are genes that include “kinase” in their description. All genes that are expressed with CPM ≥5 in all replicates at any in vivo age are considered expressed in motor neurons. Of these genes, we calculated the percent that had <100 average normalized expression value at E10.5, but increased 2-fold (*p* value <0.001, as determined by EdgeR) between E10.5 and P21. Expression values of these genes are provided in Supplementary Table 2.

### ATAC-seq on nuclei

FAC sorted nuclei were spun at 500 g for 7 min to pellet nuclei. Wash Buffer was carefully pipetted off, leaving behind ~100 μl of Wash Buffer. The nuclear pellet was gently resuspended in the remaining 100 μl Wash Buffer and transferred to a 0.2 ml PCR tube. Nuclei were pelleted again by spinning at 500 g for 5 min. Almost all of the Wash Buffer was then pipetted off. Nuclei were then resuspended in the tagmentation solution containing Tn5. ATAC-seq was performed using the OMNI-ATAC protocol^62^. The cell lysis step was skipped as we were starting with nuclei, but the remainder of the protocol was followed exactly as published.

### ATAC-seq library preparation and sequencing

ATAC libraries were amplified by following the published protocol^59^. All ATAC-seq libraries required eight to nine total amplification cycles. ATAC-seq libraries were sequenced at the MIT BioMicroCenter. Paired-end sequencing was performed using the 75nt Nextseq kit.

### ATAC-seq processing

Reads were trimmed for adaptors and low-quality positions using Trimgalore (Cutadapt v0.6.2)^87^. Reads were aligned to the mouse genome (mm10) with bwa mem (v0.7.1.7)^90^ with default parameters. Duplicates were removed with samtools (v1.7.2)^91^ markdup and properly paired mapped reads were filtered. Accessible regions were called using MACS2 (v2.2.7.1)^92^ with the parameters -f BAMPE -g mm -p 0.01–shift −36–extsize 73–nomodel–keep-dup all–call-summits. Accessible regions that overlapped genome blacklist regions were excluded from downstream analysis. The BEDTools^93^ suite was used to compare peaks between different samples. DiffBind^83^ was used for differential accessibility analysis between DIV28 and DIV28 + TTX. For all analyses, except DiffBind, peaks called on pooled replicate data were used. For DiffBind replicate data were input independently.

Example of how percent ATAC peaks that change between subsequent ages were identified for Fig. 2b, and Supplementary Fig. 9b: to find peaks that are upregulated between E10.5 and E13.5, we took the top 100k peaks at E13.5 and subtracted all peaks identified in E10.5 using BEDTools. To find peaks downregulated between E10.5 and E13.5, we took the top 100k peaks at E10.5 and subtracted all peaks identified in E13.5 using BEDTools. All comparisons were performed in this way.

For calculating percent proximal and distal peaks in Fig. 2c and Supplementary Fig. 9d: For the left bar, the percent of proximal or distal peaks in the top 100k peaks at each age were calculated and averaged. For the right bar, the percent of proximal or distal peaks in ATAC-seq peaks that are differentially accessible at consecutive ages were calculated and averaged.

### Non-negative least squares deconvolution of bulk P56 data

Cervical, thoracic and lumbar P56 (male and female combined) single-cell RNA-seq datasets from Alkaslasi et al., 2021, were integrated using Seurat v4.0.6, following the selection of high-quality single-cell profiles (at least 1000 unique genes detected per cell). Integrated data was subsequently clustered using Seurat, which revealed multiple excitatory (Slc17a6+), inhibitory (Gad1+ and/or Gad2+) and cholinergic (Chat+) cell clusters. We then sampled the same number of cells from all clusters to avoid biasing against smaller clusters. The number of cells sampled was equal to the number of cells in the smallest cluster. We then obtained the mean log gene expression profile for each cluster and then based on Pearson correlation levels between pairs of clusters (calculated using top 1000 highest variance genes), we identified four transcriptionally distinct classes of cell types, each of which consisted of multiple, highly correlated clusters. The bulk p56 data were then deconvolved into a linear sum of the mean gene expression profiles of these four cell types using non-negative least squares fitting, which assigned all non-cholinergic cell types a weight of zero. Subsequently, we repeated this process with only cholinergic clusters to deconvolve the bulk data into classes of cholinergic cell types.

### Motif discovery analysis

HOMER^67^ was used to perform de novo motif enrichment using the command findMotifsGenome.pl with the parameter size given. The de novo output was manually curated for instances when very similar motifs were found enriched twice in the same condition, only one was reported. Selection of genomic regions for HOMER analysis: we first filtered out genomic regions that are accessible in ESCs or bound by CTCF, a hallmark of sites controlling genome architecture^94–96^, and then selected the top 10k peaks that are most significant at each age, or that are differential between consecutive ages. For differential motif activity, we trained a DeepAccess^65,66^ model on 3,555,674 100nt regions. Each region is labeled as accessible or inaccessible in each of the eight cell types: ESCs, E10.5, E13.5, P4, P13, P21, P56, and P2yr. We define a region as accessible in a given cell type if more than 50% of the 100nt region overlaps a MACS2 accessible region from that cell type. 2,555,674 regions were open in at least 1 cell type, and 1,000,000 regions were closed in all cell types (randomly sampled from the genome). Chromosomes 18 and 19 are held out for validation and testing. Methods for computing differential expected pattern effects between cell types are described in^65^. Briefly, we compute a differential expected pattern effect as the ratio between the effect that the presence of a transcription factor motif has on the predicted accessibility of a DNA sequence in one cell type relative to another cell type within a DeepAccess model. We use a consensus database of 108 transcription factor motifs representing the major transcription factor families that we derived from the HOCOMOCOv11 database.

### Pathway enrichment analysis

The web versions of Reactome^43^ (https://reactome.org/PathwayBrowser/#/) and SynGo^81^ (https://www.syngoportal.org/index.html) were used for pathway enrichment analyses.

### Conservation analysis

Positional phastCons and PhyloP mouse conservation scores^97^ were downloaded as bigwigs from UCSC. Average per-base conservation scores over bed-accessible regions were calculated using a Python (v3.6.9) script. For comparison, we compare conservation within accessible regions to the conservation of 49,896 2 kb regions randomly sampled from the genome.

### PCA

Using a python script, normalized gene counts are log-transformed and filtered to keep only genes with more than 10 normalized reads in at least 1 sample. The gene by sample matrix is mean-centered and scaled to unit variance and used as input to perform PCA. Scaling and PCA was performed in Python (v3.6.9) with the sklearn package.

### Published data used in this study

The cortical RNA-seq and ATAC-seq data from Stroud et al., 2020, was downloaded from Gene Expression Omnibus (GEO): GSE150538.

The ESC ATAC-seq data from Dieuleveult et al., 2016, was downloaded from GEO: GSE64825.

Raw data from cortical neurons and ESCs were downloaded and processed as described above.

The snRNA-seq data from Blum et al., 2021, are on GEO: GSE161621. The snRNA-seq data from Alkaslasi et al., 2021, are on GEO: GSE167597. Integrated snRNA-seq data from Blum et al., 2021, and Alkaslasi et al., 2021, are from spinalcordatlas.org. A list of alpha- and gamma-specific genes was integrated from Blum et al., 2021, and Alkaslasi et al., 2021. A list of pool identity markers was taken from Blum et al., Fig. 4c. Effectors genes for cholinergic cell types in Supplementary Fig. 2g were integrated from Blum et al., 2021, and Alkaslasi et al., 2021 (MNgene: *Tns1, Gm43122, Zbtb16, Pdgfd, Anxa4, Plch1, Esrrb, Htra1, Plekhg1, Pald, Bcl6, Ret, 6030407O03Rik, Gm13912, Aox1, Glis3, Grin3b, Esrrb, Rreb1, Chst9, Ahnak2*; VMgene: *Fbn2, Fign, 9530026P05Rik, Mme, Gm29683, Cpa6, Col8a1, Fam19a2, Hpgds, Nox4, Cpne4, Qrfpr, Pard3b, Trabd2p, Rxfp1, Pde8a, Vwa5b1, Qrfpr, Gnb4*; INgene*: Mpped2, Grik3, Dscam1l, Slc6a1, Nxph2, Pou6f2, ll1rapl2, Gm20754, Synpr, Arhgap6, Kcnmb2, Satb1, Pde11a, C1qtnf7, Bcl11a, Gm12649*).

### Unique biological materials

New cell lines generated in this study will be made available upon reasonable request.

### Statistics and reproducibility

The algorithms used for peak calling for ATAC-data, motif-enrichment (HOMER and DeepAccess), differential gene expression (EdgeR), differential accessibility (DiffBind), regression analysis (using linear model (lm) in R), and pathway enrichment (Reactome, SynGo) provide *p* values, *q* values, and/or FDR. Computation was performed using R, Phython, or MatLab. Methods used to generate *p* values for comparison of expression data are noted in figure Legends. All immunostainings shown were performed on at least three mice (mix of male and female). Quantification of transcription factor staining in Fig. 3 was performed by scoring at least three sections from each of the three mice at E13.5, P4, and P56. For quantification of *Spp1* and *Thy1* in Figs. 4 and 6, three independent biological replicates were stained and scored at each timepoint. All error bars throughout the manuscript are SEM. For all box plots, center line is the median, the interquartile range is 25th–75th percentile, and outliers are eliminated. Data randomization was used to subset cells from snRNA-seq data for Supplementary Fig. 2d. No statistical method was used to predetermine size. No data were excluded from analyses. Investigators were not blinded during data collection or analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Reporting Summary

## Data Availability

All sequencing data generated in this study have been deposited to GEO database under accession code GSE198767. Published data used in this study: GSE150538, GSE64825, GEO: GSE161621, GSE167597. Source Data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Transcriptional dynamics of murine motor neuron maturation in vivo and in vitro
**Source:** Nat Commun. 2022 Sep 15;13:5427. doi: 10.1038/s41467-022-33022-4
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

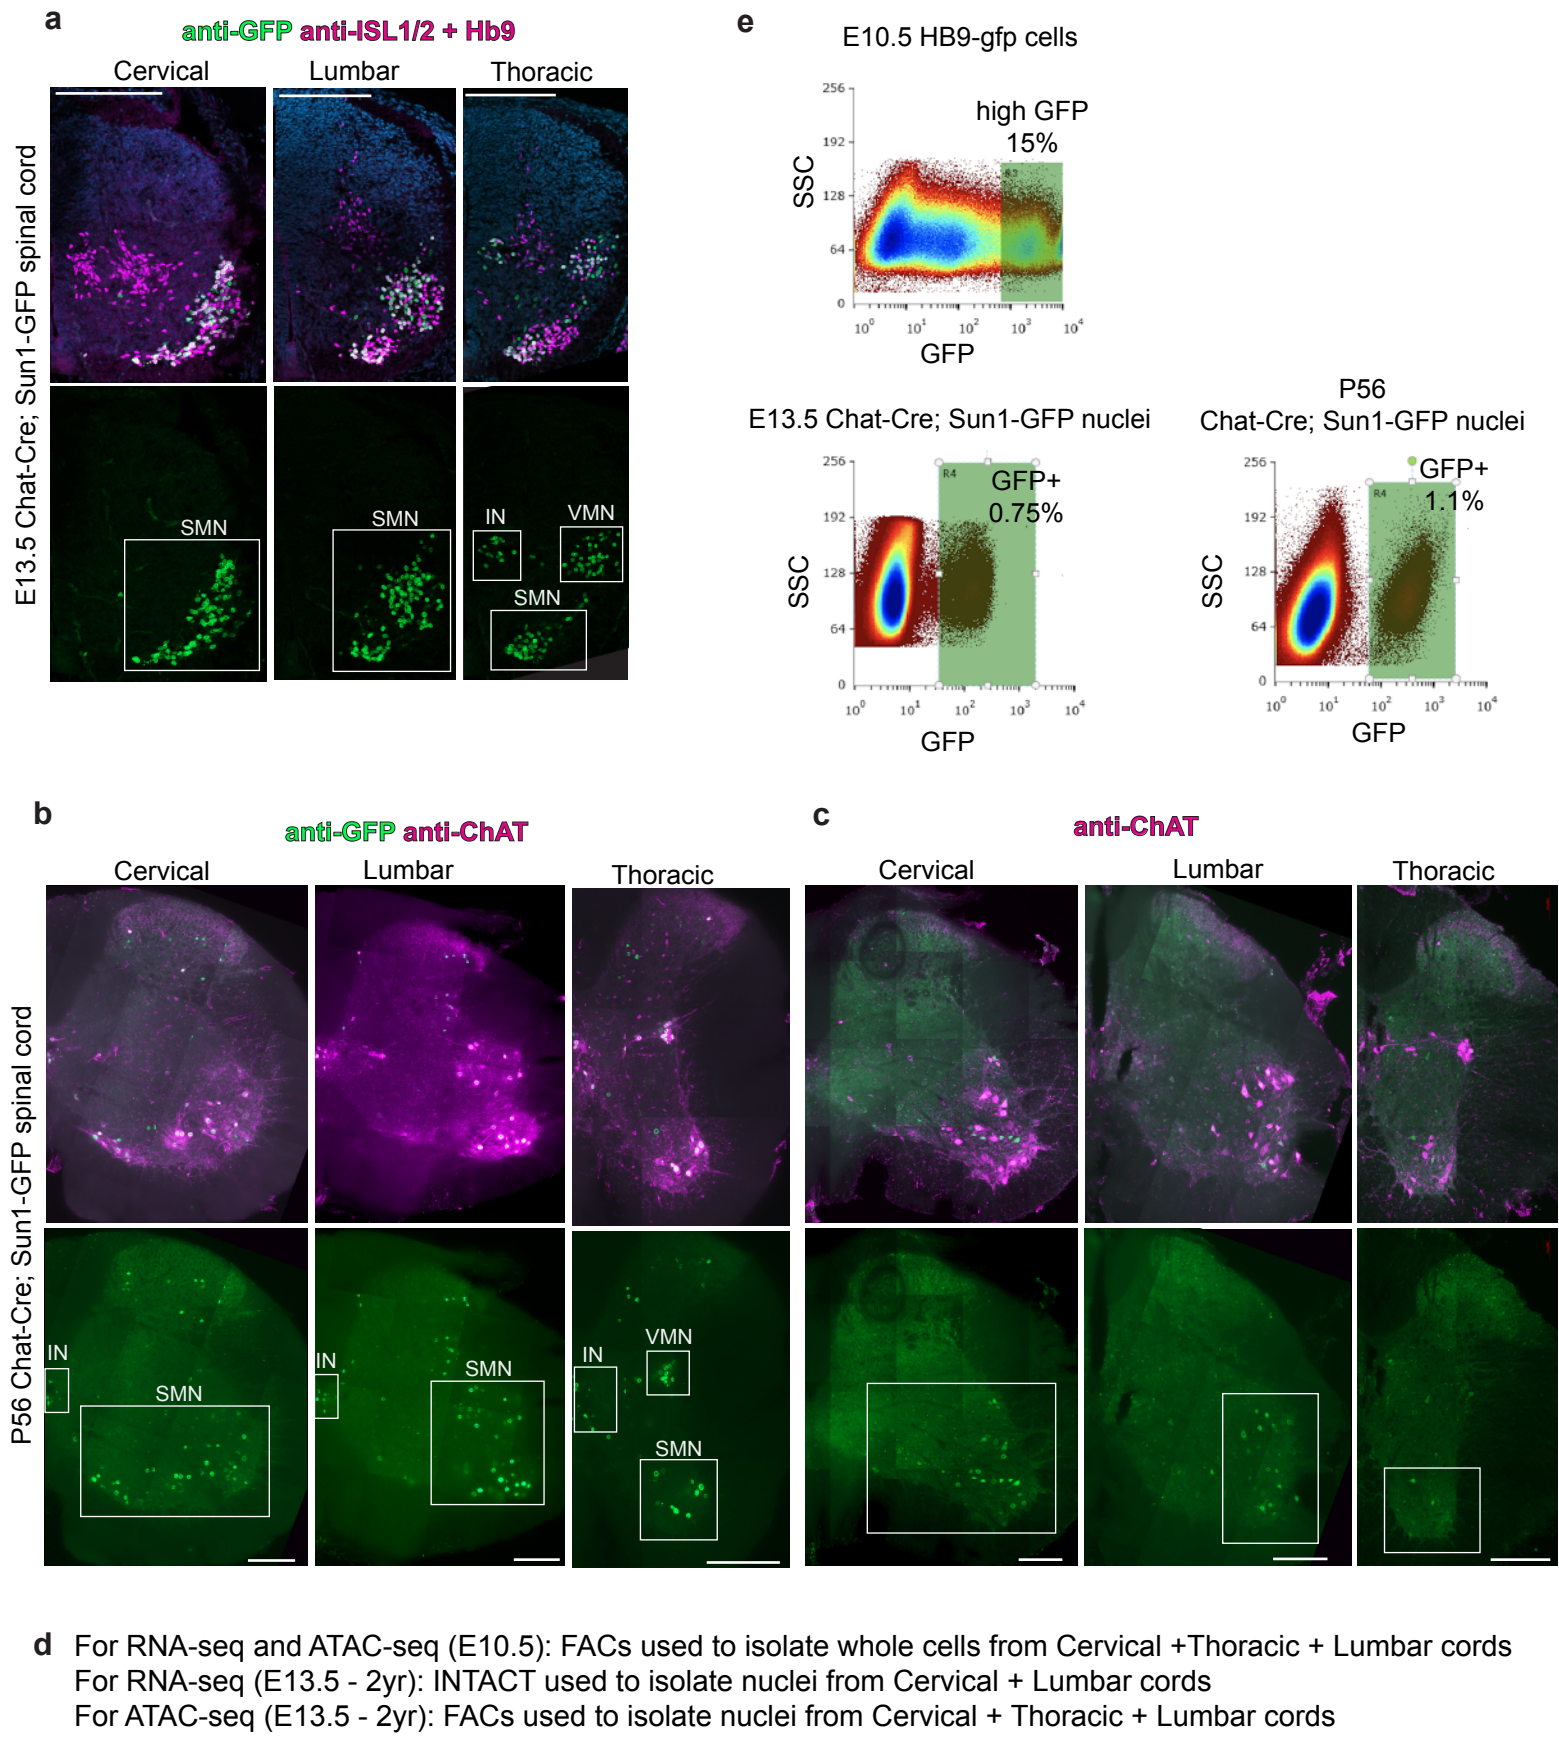

**Supplementary Figure 1: Labeling and purification of motor neurons.** **a)** Spinal cord sections from E13.5 Chat-Cre; Sun1-GFP mice stained for GFP and motor neuron transcription factors ISL1/2 and HB9 (magenta). **b,c)** Spinal cord sections from P56 Chat-Cre; Sun1-GFP mice stained for GFP and cholinergic gene ChAT (magenta) (b) or just ChAT (c). Motor neurons show highest endogenous expression of SUN1-GFP in the absence of anti-GFP immunostaining. Labels indicate regions of the spinal cord where cholinergic skeletal motor neurons (SMN), interneurons (IN) and visceral motor neurons (VMN) are found. **d)** Spinal cord segments and method used to purify nuclei for RNA-seq and ATAC-seq. **e)** FACs parameters used for sorting GFP+ cells or nuclei. All scale bars are 200  $\mu$ m.

Supplementary Figure 2

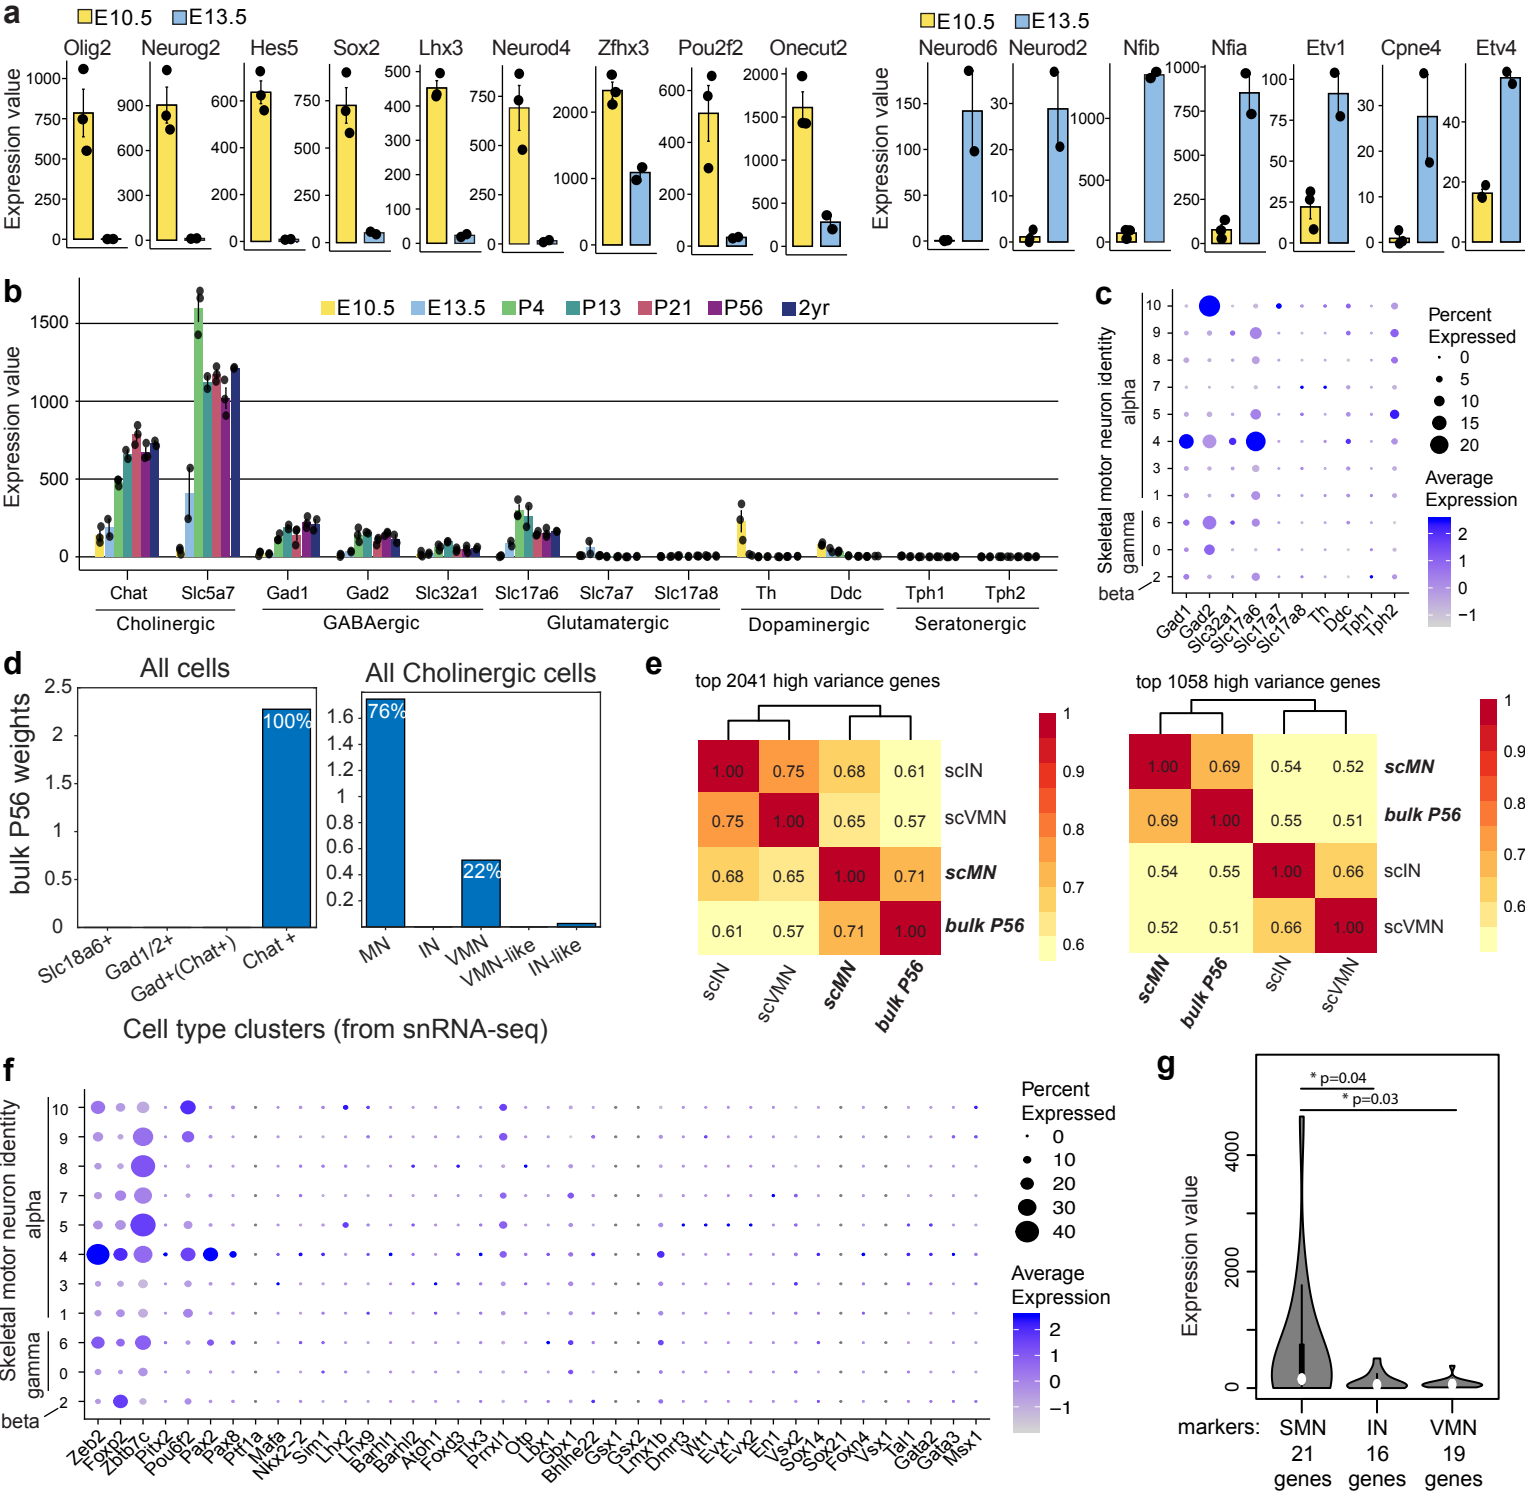

**Supplementary Figure 2: Bulk RNA-seq data is enriched for skeletal motor neurons. a)**

Expression values of genes previously shown to be downregulated between E10.5 and E13.5 (left panel) or upregulated between E10.5 and E13.5 (right panel). Error bars show SEM;  $n = 3$ , 2 (E10.5, E13.5) biological replicates, shown as black dots. **b,c)** Expression of neurotransmitter pathway genes in bulk RNA-seq data generated in this study (b) and in single cell analysis of skeletal motor neurons performed by Blum et al., 2021(c). In (b) error bars show SEM;  $n = 3$  biological replicates for all except E13.5 and P13 ( $n = 2$ ), shown as black dots. **d)** Deconvolution of bulk P56 RNA-seq data into snRNA-seq clusters from Alkaslasi et al., 2021. The weights on the y-axis denote representation of each cell type cluster in the bulk dataset. Left panel includes all cholinergic and non-cholinergic cells in snRNA-seq dataset, right panel includes only cholinergic cells. **e)** Pearson correlation between bulk gene expression at P56 and single cell expression in cholinergic skeletal motor neurons (SMN), visceral motor neurons (VMN) and interneurons (IN) (snseq data from integrated Blum et al., 2021 and Alkaslasi et al., 2021). Correlation is performed on the top 2041 and 1058 genes that show high variance between cholinergic SMN, VMN, and IN. **f)** Dot plot showing expression of VMN and IN genes from Fig. 1d in motor neurons. Motor neurons expression data comes from snRNA-seq performed by Blum et al., 2021. Genes such as *Zeb2*, *Foxp2* are expressed in both VMN/IN and subsets of motor neurons. **g)** Expression of SMN, IN, and VMN terminal effectors genes (identified in Blum et al., and Alkaslasi et al., 2021) in bulk P56 RNA-seq data generated in this study. Two-tailed t-test,  $n = 3$  biological replicates. For boxplots center line is the median, the interquartile range is 25<sup>th</sup> percentile-75<sup>th</sup> percentile; p-values are determined by two-tailed t-tests. Source data are provided as a Source Data file.

Supplementary Figure 3

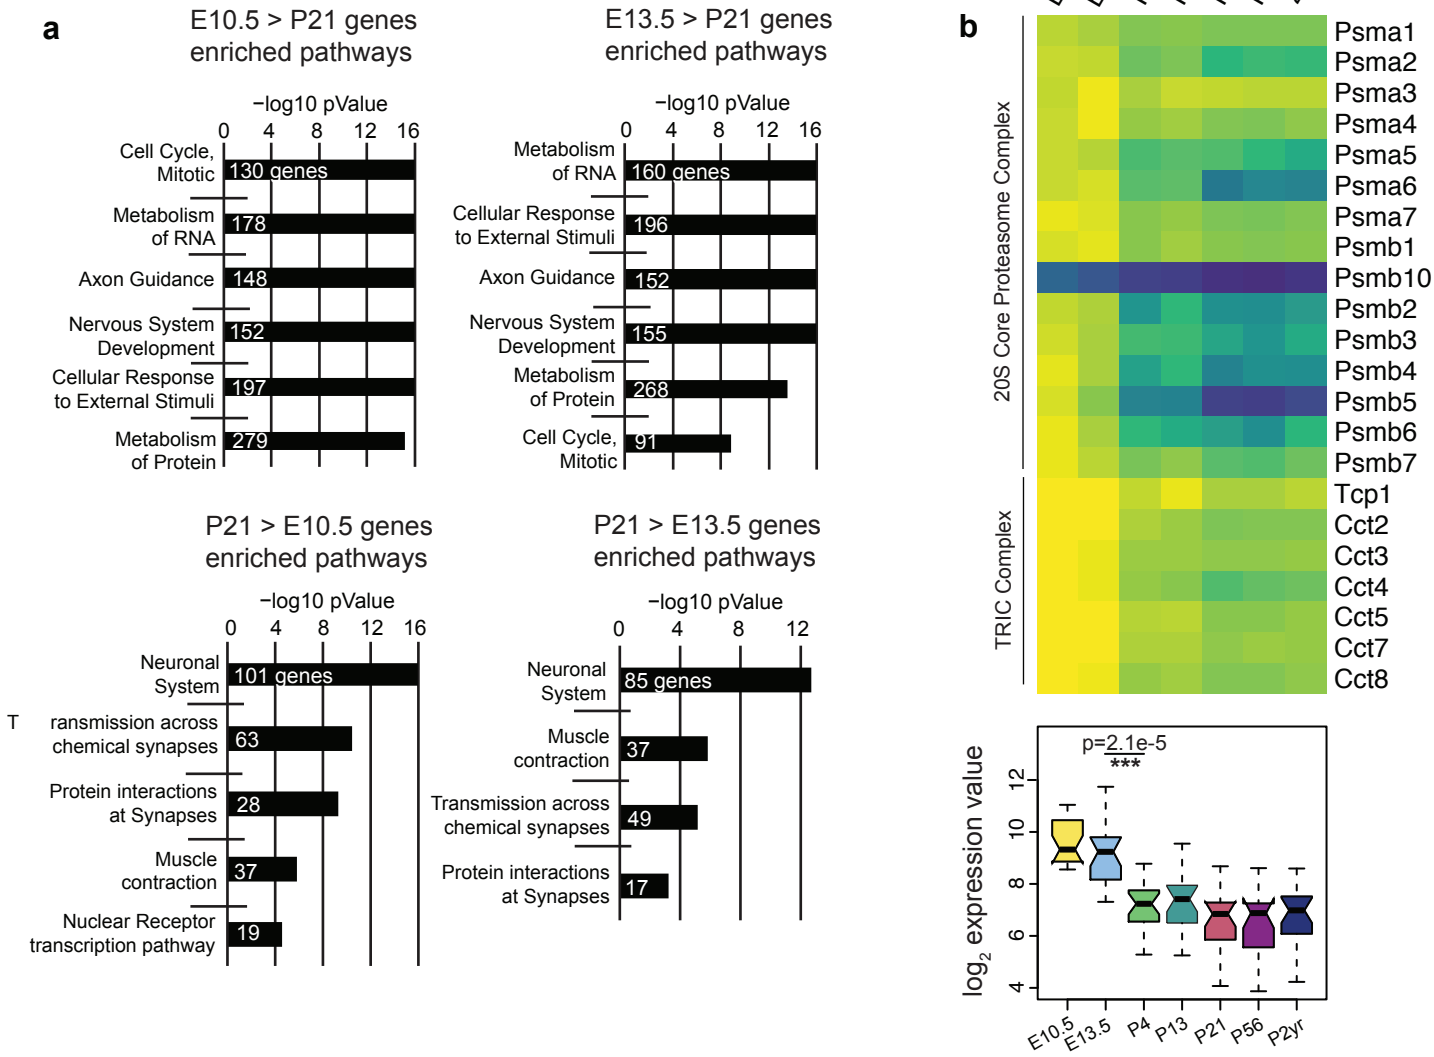

**Supplementary Figure 3: Gene expression changes during motor neuron maturation. a)**

The most significant pathways enriched in the top 1000 genes up- and downregulated during maturation between E10.5 and P21, or between E13.5 and P21. P-values generated by Reactome.

**b)** Expression of proteasome complex genes during maturation. For boxplots center line is the median, the interquartile range is 25<sup>th</sup> percentile-75<sup>th</sup> percentile, and outliers are eliminated; p-values are determined by two-tailed t-tests.

**Supplementary Figure 4**

**a**

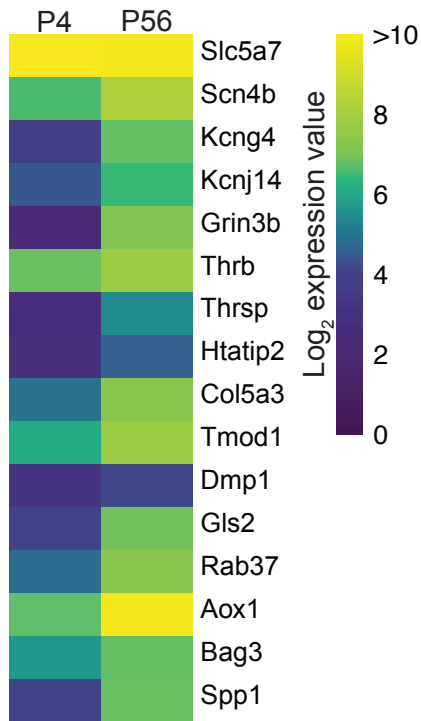

**b**

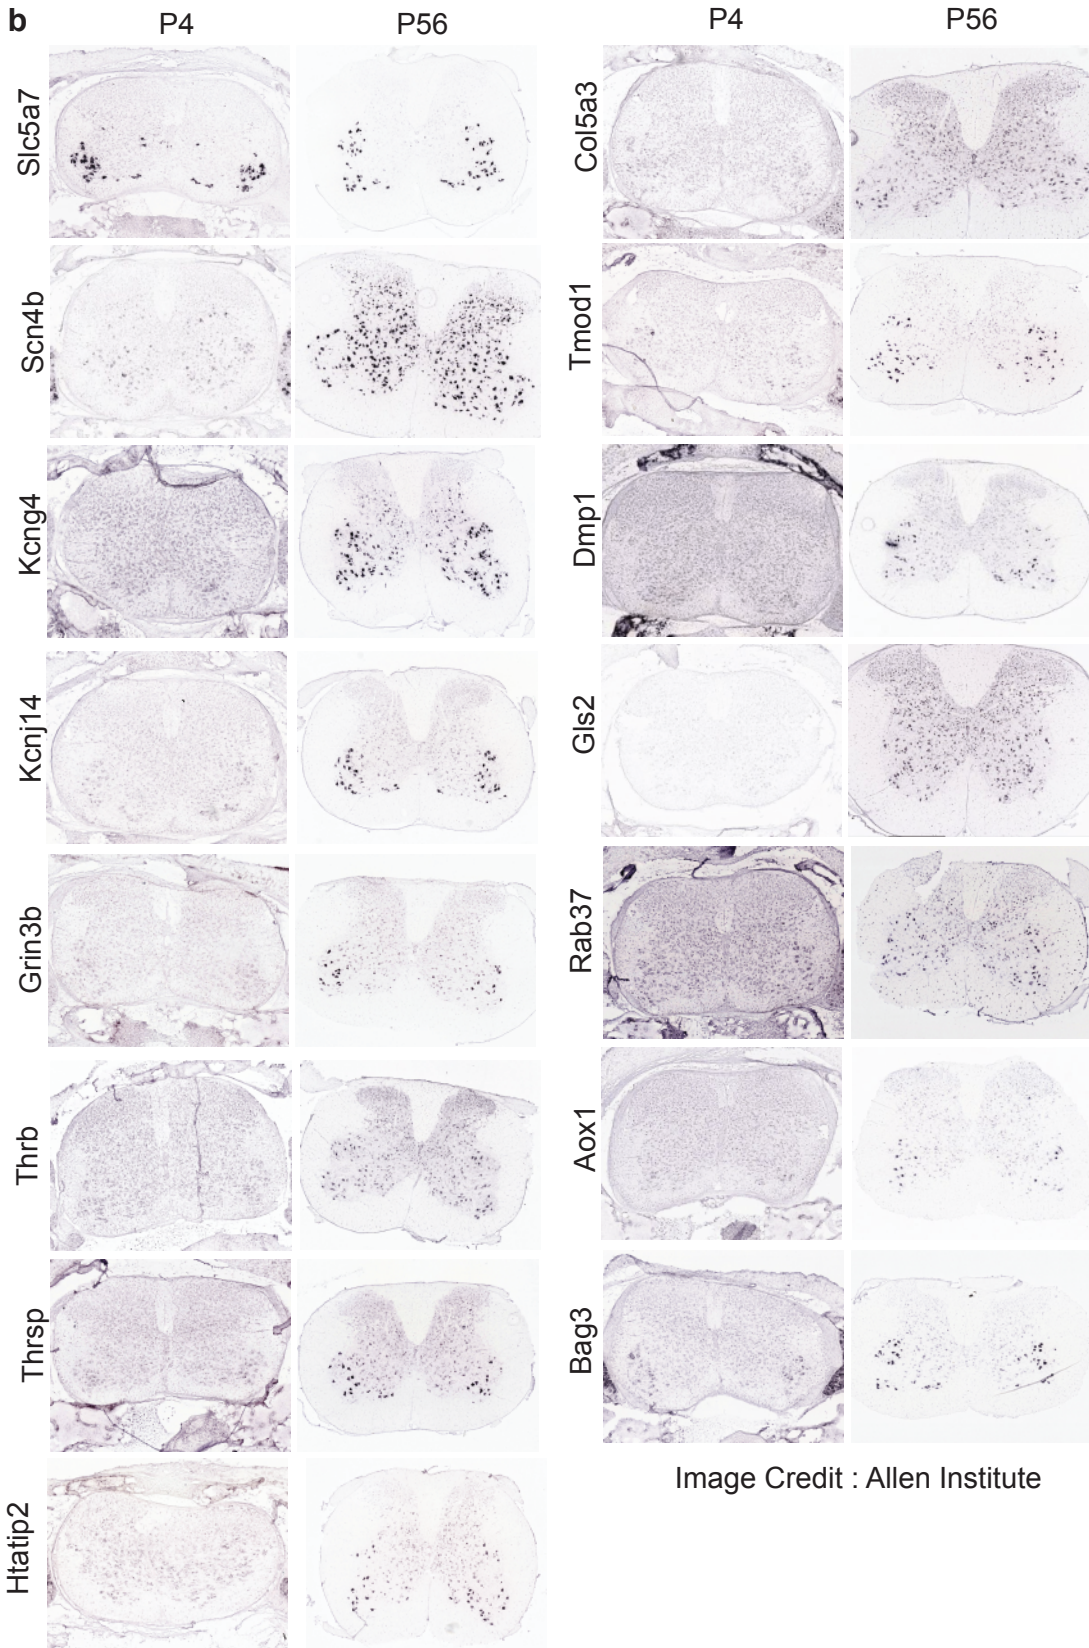

Image Credit : Allen Institute

**c**

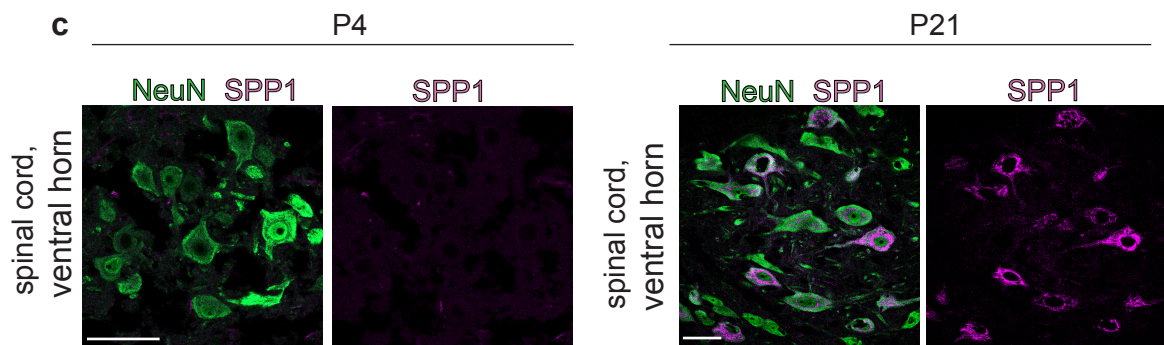

**Supplementary Figure 4: Validation of genes upregulated during motor neuron**

**maturation. a)** Heat map showing expression of a continuously expressed gene, *Slc5a7*, and 13 genes that are upregulated over time. **b)** Allen Spinal Cord Atlas in situ hybridization images of genes from (a) at P4 and P56. **c)** Immunostaining of Spp1 in P4 motor neurons and P21 motor neurons. Image shows the ventral horn of the spinal cord. Scale bars are 50 um.

Supplementary Figure 5

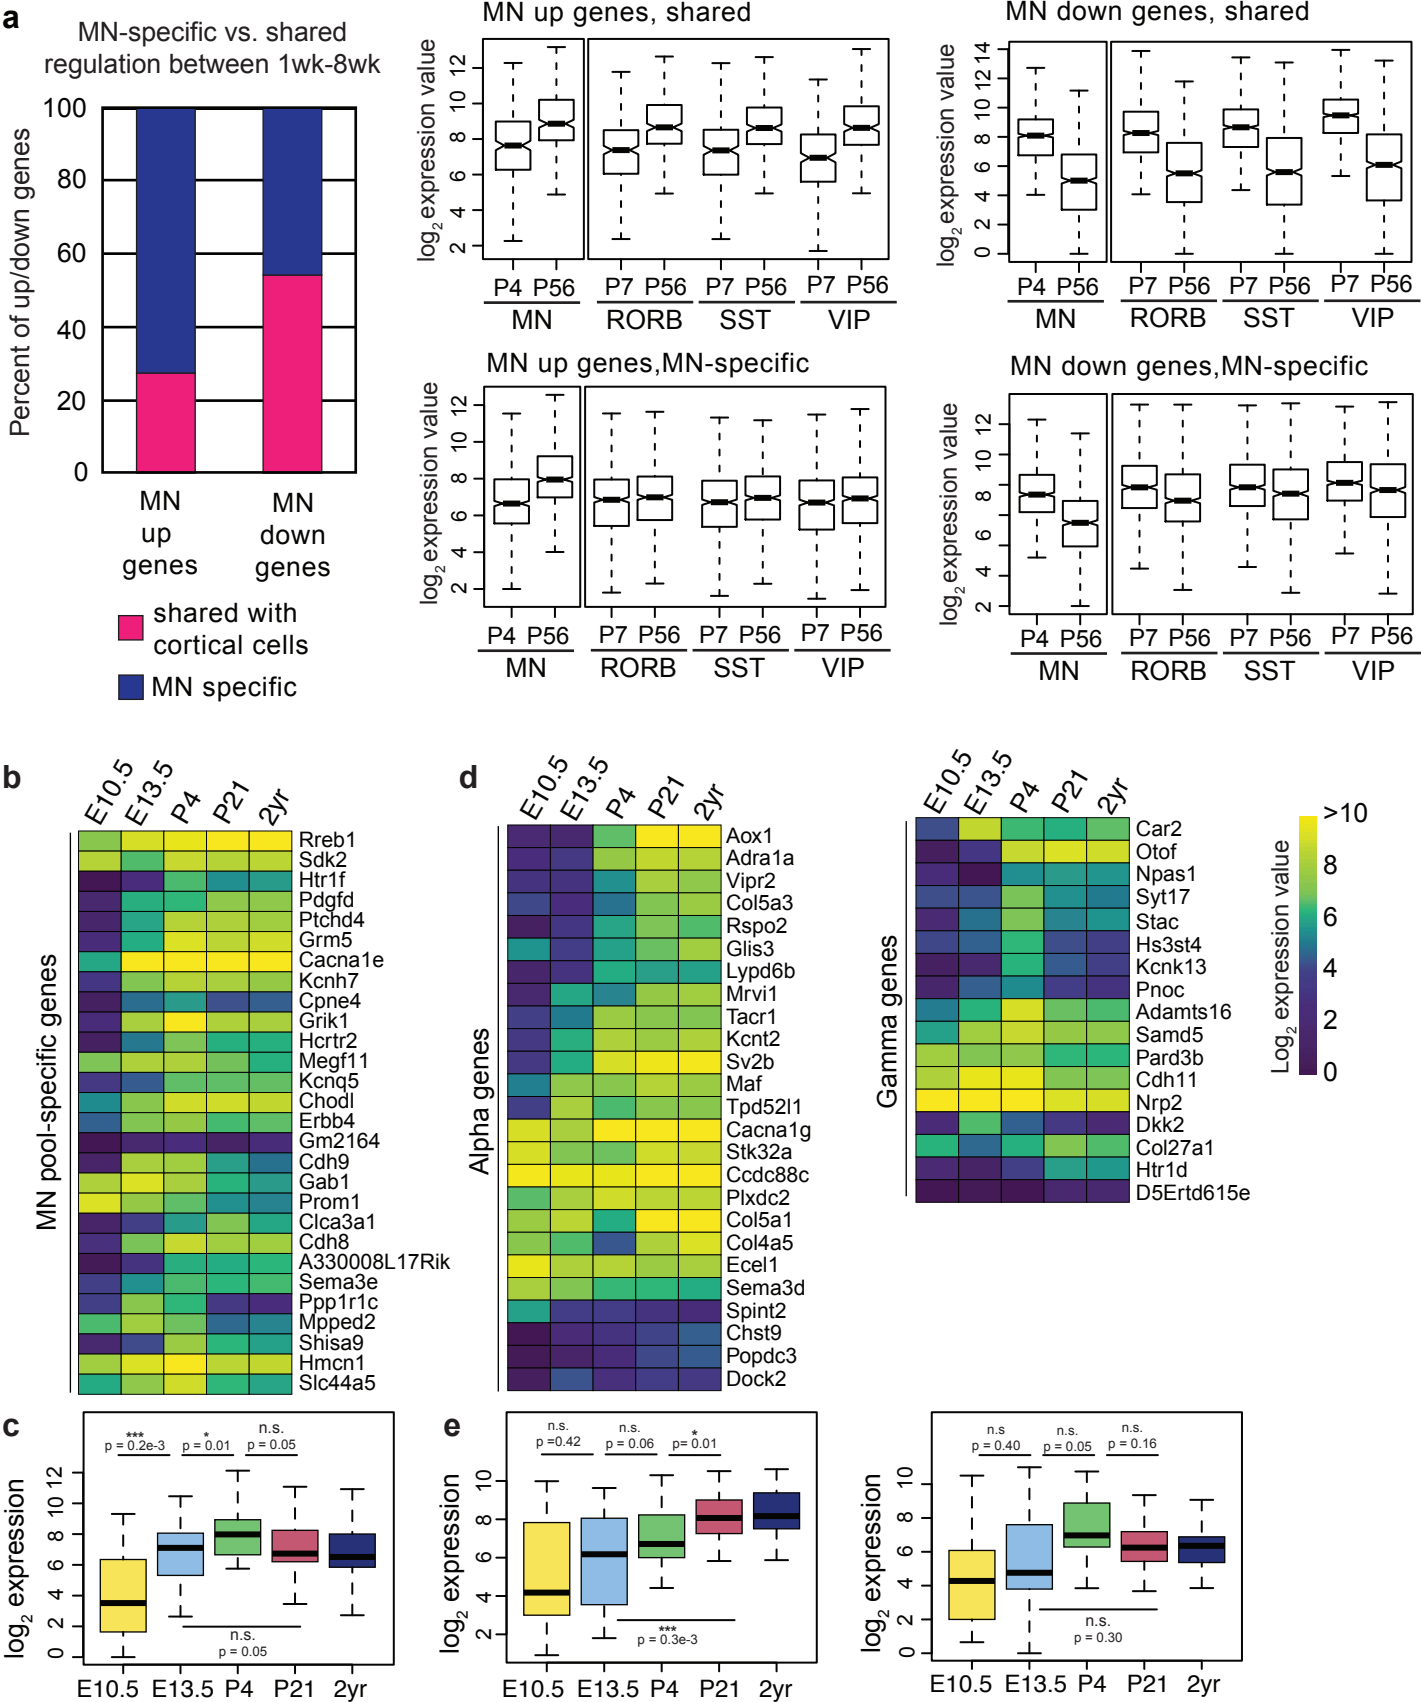

**Supplementary Figure 5: Cell type specificity of genes upregulated during motor neuron maturation. a)** Percent of motor neuron up- and downregulated genes that are either shared with VIP, SST, and RORB neurons, or not, and the  $\log_2$  expression values of shared and specific gene sets. For motor neurons, gene expression between P56 and P4 timepoints are compared. For VIP, SST, and RORB neurons, gene expression between P7 and P56 timepoints are compared. N= 276 shared up, 948 shared down, 728 specific up, and 794 specific down genes. **b-e)** Heatmaps and boxplots showing expression of motor pool specific genes, alpha, and gamma genes. Lists of marker genes were obtained from Blum et al., 2021 and Alkaslasi et al., 2021. Boxplots only include genes that are detected postnatally. For all boxplots, center line is the median, the interquartile range is 25<sup>th</sup> percentile-75<sup>th</sup> percentile, and outliers are eliminated. Two-tailed t-tests, \*  $p < 0.05$ , \*\*\*  $p < 0.0005$ .

Supplementary Figure 6

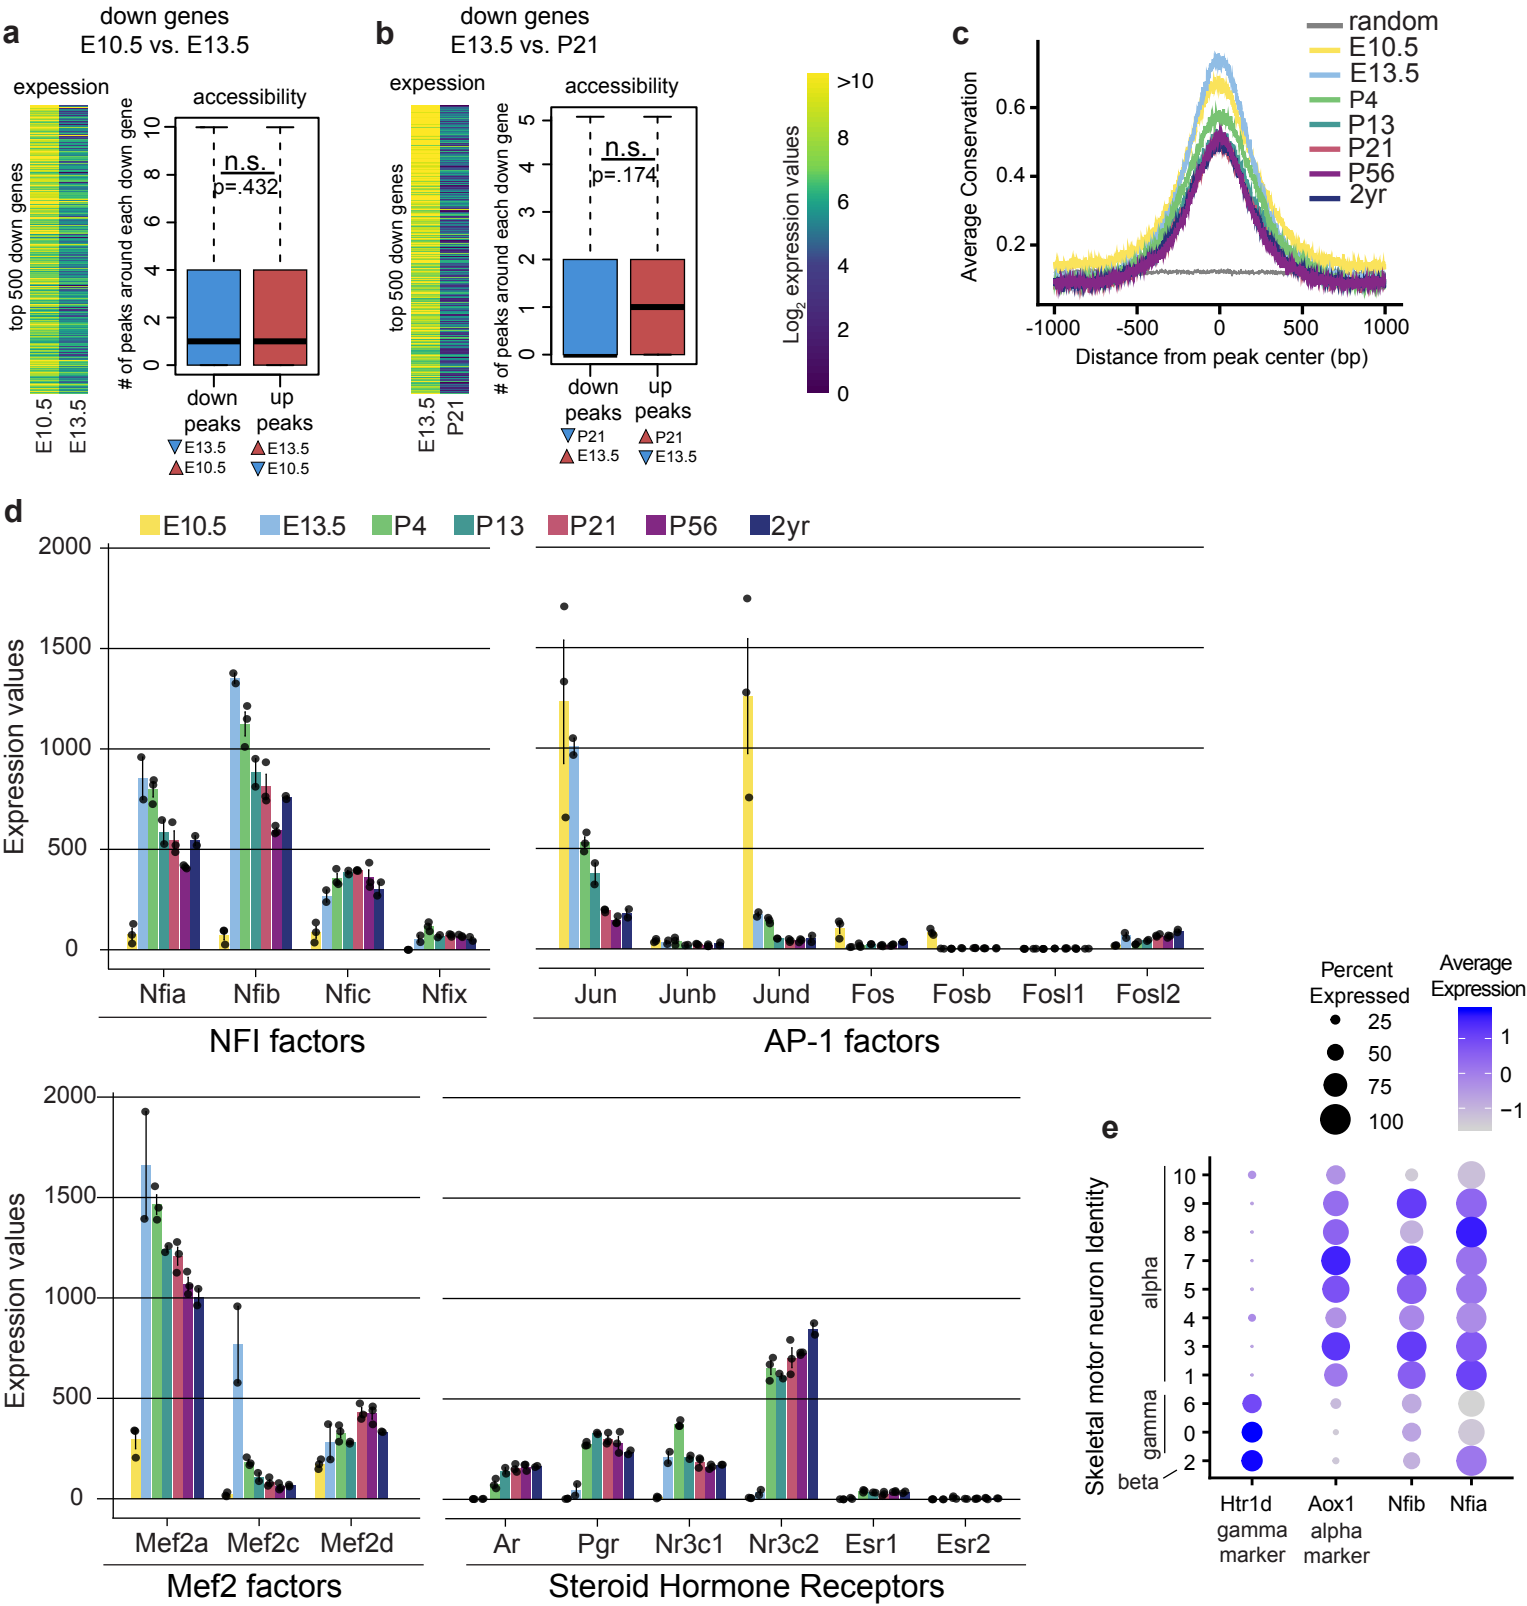

**Supplementary Figure 6: Identification of candidate regulators from ATAC-seq data. a, b)**

The distribution of differentially accessible regions near genes that are downregulated during maturation between E10.5-E13.5 and E13.5-P21. The gene expression heat maps show the expression values of top 500 downregulated genes. The boxplots show the number of peaks that become newly accessible (red) or lose accessibility (blue) between E10.5-E13.5 and E13.5-P21 around each of the 500 downregulated genes. For all boxplots, center line is the median, the interquartile range is 25<sup>th</sup> percentile-75<sup>th</sup> percentile, and outliers are eliminated; two-tailed t-tests; n = 500 genes. **c)** Average conservation of top 10k motor neuron accessible regions at each age compared to random genomic sequences. **d)** Expression values of all transcription factors belonging to NFI, AP-1, Mef2, and steroid hormone receptors families at all profiled ages. Error bars show SEM; n = 3 biological replicates for all except E13.5 and P13 (n = 2), shown as black dots. **e)** Dot plot showing expression of *Nfia* and *Nfib* in motor neuron snRNA-seq data performed by Blum et al., 2021. Source data are provided as a Source Data file.

Supplementary Figure 7

Top 5 de novo motifs at each age (repeated motifs were manually eliminated)

HOMER output format

de novo motif: 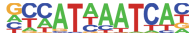  
match: 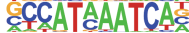

|                                                                                                  | E10.5                                                                             | p-value<br>%targets<br>%background | E13.5                                                                               | p-value<br>%targets<br>%background | P4                                                                                  | p-value<br>%targets<br>%background | P13                                                                                  | p-value<br>%targets<br>%background | P21                                                                                   | p-value<br>%targets<br>%background | P56                                                                                   | p-value<br>%targets<br>%background | 2yr                                                                                   | p-value<br>%targets<br>%background |
|--------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------|------------------------------------|-------------------------------------------------------------------------------------|------------------------------------|-------------------------------------------------------------------------------------|------------------------------------|--------------------------------------------------------------------------------------|------------------------------------|---------------------------------------------------------------------------------------|------------------------------------|---------------------------------------------------------------------------------------|------------------------------------|---------------------------------------------------------------------------------------|------------------------------------|
| Hox                                                                                              | 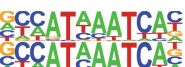 | 1e-594<br>35.15%<br>14.24%         | 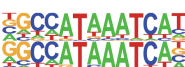   | 1e-892<br>44.48%<br>16.97%         | 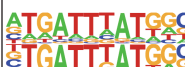   | 1e-502<br>31.65%<br>13.09%         | 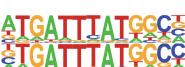   | 1e-480<br>30.21%<br>12.42%         | 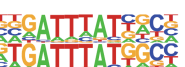   | 1e-317<br>38.61%<br>21.74%         |                                                                                       |                                    | 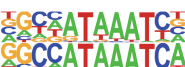   | 1e-299<br>34.32%<br>18.67%         |
| RXR                                                                                              | 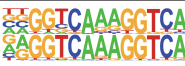 | 1e-138<br>9.18%<br>3.62%           |                                                                                     |                                    |                                                                                     |                                    |                                                                                      |                                    |                                                                                       |                                    |                                                                                       |                                    |                                                                                       |                                    |
| Sox                                                                                              | 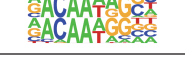 | 1e-513<br>52.01%<br>28.83%         |                                                                                     |                                    |                                                                                     |                                    |                                                                                      |                                    |                                                                                       |                                    |                                                                                       |                                    |                                                                                       |                                    |
| E-Box                                                                                            | 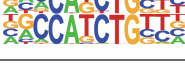 | 1e-336<br>41.19%<br>23.44%         |                                                                                     |                                    |                                                                                     |                                    |                                                                                      |                                    |                                                                                       |                                    |                                                                                       |                                    |                                                                                       |                                    |
| LIM                                                                                              | 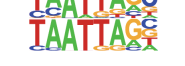 | 1e-236<br>39.58%<br>24.66%         | 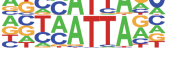   | 1e-405<br>58.01%<br>36.73%         | 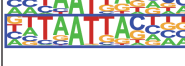   | 1e-135<br>56.84%<br>44.45%         |                                                                                      |                                    |                                                                                       |                                    |                                                                                       |                                    |                                                                                       |                                    |
| Onecut                                                                                           |                                                                                   |                                    | 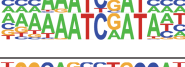   | 1e-195<br>39.12%<br>25.48%         |                                                                                     |                                    |                                                                                      |                                    |                                                                                       |                                    |                                                                                       |                                    |                                                                                       |                                    |
| NFI                                                                                              |                                                                                   |                                    | 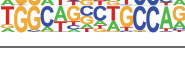   | 1e-440<br>28.47%<br>11.79%         | 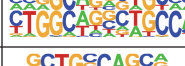   | 1e-141<br>49.25%<br>36.82%         |                                                                                      |                                    |                                                                                       |                                    |                                                                                       |                                    |                                                                                       |                                    |
| NFI half                                                                                         |                                                                                   |                                    |                                                                                     |                                    | 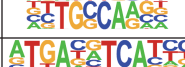  | 1e-179<br>39.95%<br>26.75%         | 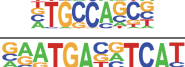  | 1e-227<br>61.01%<br>44.94%         | 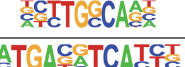  | 1e-242<br>50.27%<br>34.04%         | 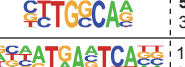  | 1e-241<br>53.11%<br>36.76%         | 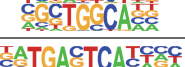  | 1e-204<br>38.91%<br>25.03%         |
| CRE                                                                                              |                                                                                   |                                    | 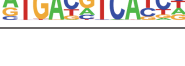 | 1e-167<br>21.41%<br>11.66%         | 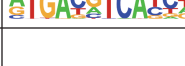 | 1e-201<br>18.67%<br>8.90%          | 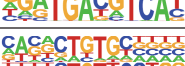 | 1e-161<br>14.61%<br>6.82%          | 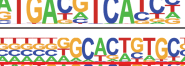 | 1e-166<br>17.33%<br>8.65%          | 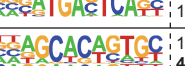 | 1e-544<br>35.85%<br>15.43%         | 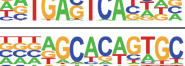 | 1e-804<br>33.43%<br>10.72%         |
| GRE half                                                                                         |                                                                                   |                                    |                                                                                     |                                    |                                                                                     |                                    | 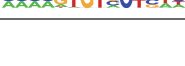 | 1e-115<br>34.61%<br>24.38%         | 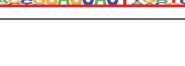 | 1e-166<br>58.76%<br>45.00%         | 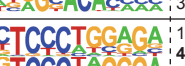 | 1e-185<br>46.06%<br>32.09%         | 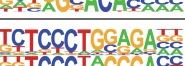 | 1e-186<br>53.46%<br>39.02%         |
| COE                                                                                              |                                                                                   |                                    |                                                                                     |                                    |                                                                                     |                                    |                                                                                      |                                    |                                                                                       |                                    | 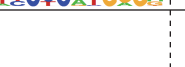 | 1e-186<br>42.39%<br>28.70%         | 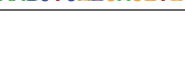 | 1e-164<br>46.66%<br>33.41%         |
| AP-1                                                                                             |                                                                                   |                                    |                                                                                     |                                    |                                                                                     |                                    |                                                                                      |                                    | 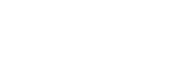 | 1e-608<br>27.29%<br>9.00%          |                                                                                       |                                    |                                                                                       |                                    |
| Mef2                                                                                             |                                                                                   |                                    |                                                                                     |                                    |                                                                                     |                                    | 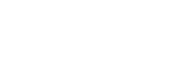 | 1e-165<br>8.61%<br>2.93%           |                                                                                       |                                    | 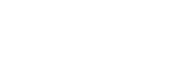 | 1e-172<br>11.29%<br>4.45%          |                                                                                       |                                    |
| <div><div></div>matched to Meox2 by HOMER</div> <div><div></div>matched to Zfp691 by HOMER</div> |                                                                                   |                                    |                                                                                     |                                    |                                                                                     |                                    |                                                                                      |                                    |                                                                                       |                                    |                                                                                       |                                    |                                                                                       |                                    |

  Motifs were manually assinged to LIM and GRE families even though HOMER default match was different

**Supplementary Figure 7: Motifs enriched at each age.** HOMER outputs of top 5 *de novo* motifs enriched at each age. The *de novo* motifs identified (top in all motif logos), as well as the match to known transcription factor family binding motifs (bottom in all motif logos) are shown. The p-value and prevalence of enriched motif, as determined by HOMER, is reported on the right of each logo. In two instances (blue and red boxes), *de novo* motifs were matched manually rather than using the default HOMER match.

### Supplementary Figure 8

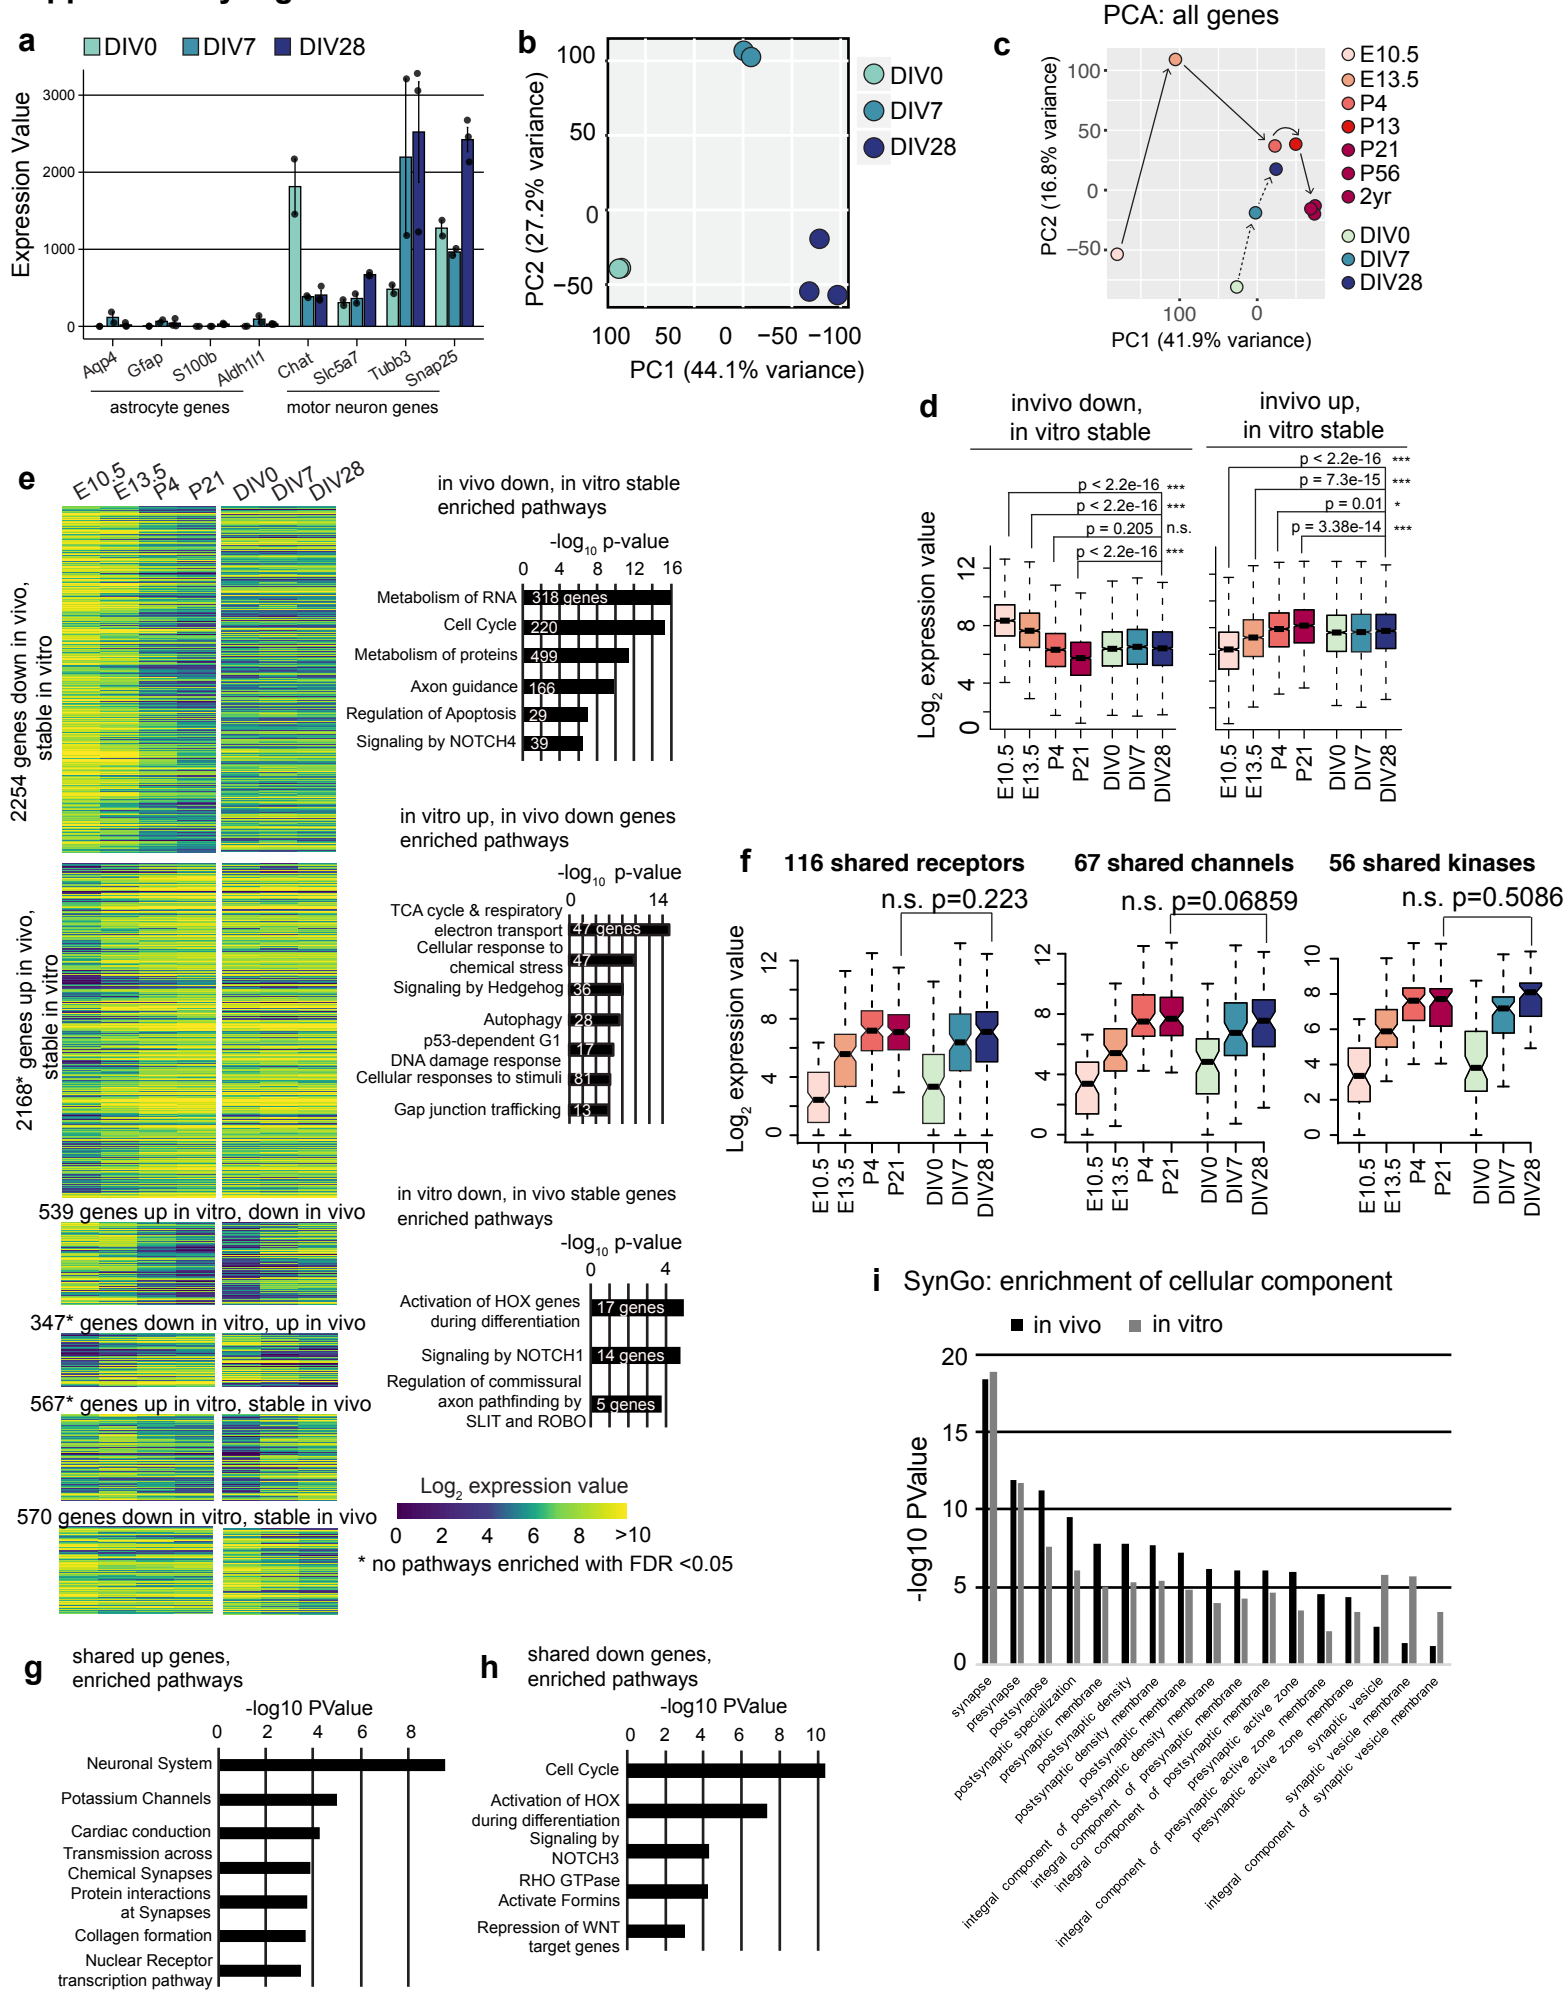

**Supplementary Figure 8: Comparison of gene expression changes *in vitro* and *in vivo*. a)**

Expression levels of astrocyte genes and motor neuron genes in *in vitro* RNA-seq data. Error bars show SEM; n = 2 (DIV0, DIV7), 3 (DIV28) biological replicates, shown as black dots. **b)**

Principal Component Analysis on *in vitro* RNA-seq data at DIV0, DIV7, DIV28. Circles of the same color represent biological replicates for each time point. **c)** Principal Component Analysis

on all expressed genes at all *in vivo* and *in vitro* timepoints. Each dot is the average expression of all biological replicates. **d)** Boxplots showing expression of 2255 and 2176 genes that are

downregulated or upregulated, respectively, *in vivo* but remain stable *in vitro*. P-values are determined by two-tailed t-tests. **e)** Heatmaps on left show the *in vivo* and *in vitro* expression

trajectories of all categories of genes in Fig. 4g. Barplots on right show the most enriched pathways in specified gene sets with p-values determined by Reactome. **f)** Boxplots show

expression of terminal effectors genes that are upregulated during *in vivo* and *in vitro* maturation. P-values are determined by two-tailed t-tests. **g,h)** The most significant pathways enriched in

genes that are similarly regulated *in vitro* and *in vivo*. **i)** Categories of synaptic genes that are

enriched in the *in vitro* or *in vivo* maturation programs. For all boxplots in this figure, center line is the median, the interquartile range is 25<sup>th</sup> percentile-75<sup>th</sup> percentile, and outliers are eliminated; p-values are determined by two-tailed t-tests. Source data are provided as a Source Data file.

Supplementary Figure 9

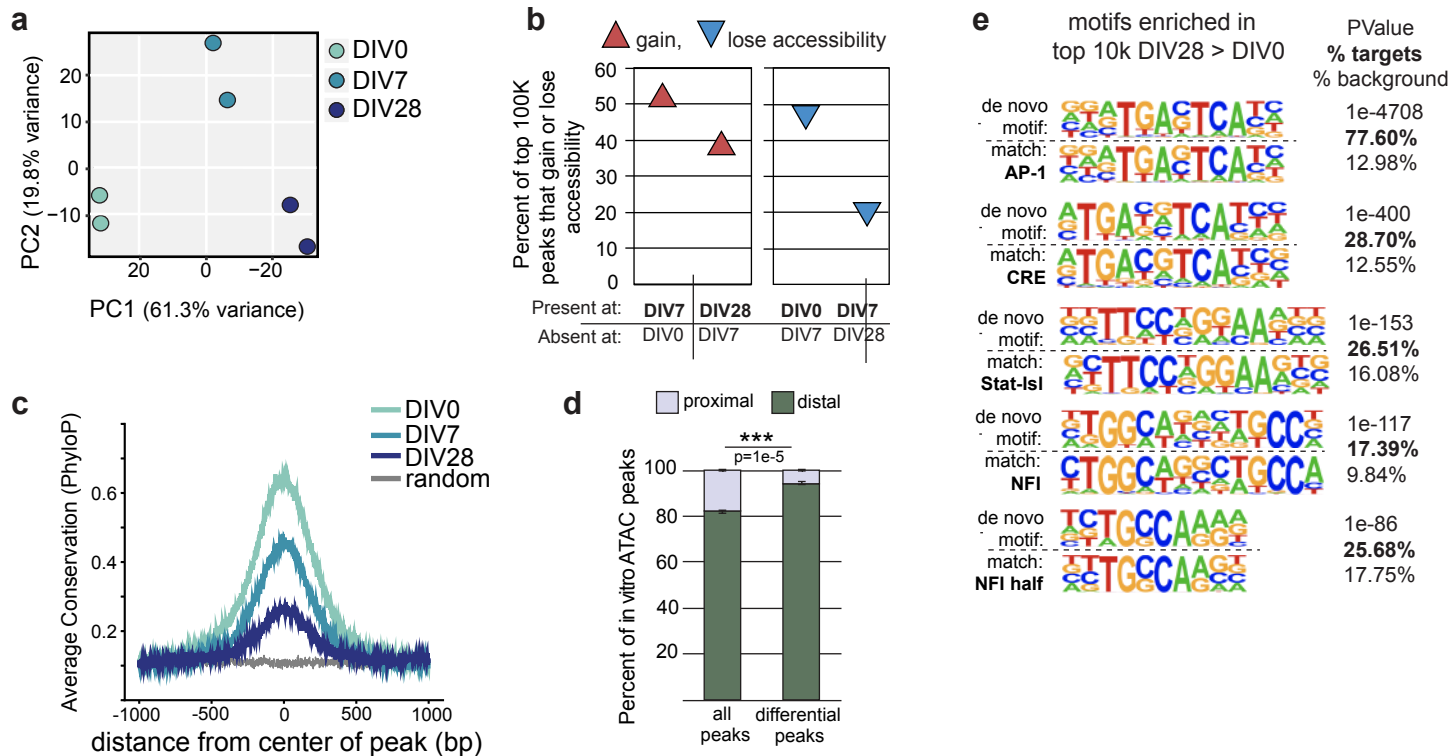

**Supplementary Figure 9: Identifying regulators of *in vivo* and *in vitro* maturation. a)**

Principal Component Analysis on ATAC-seq data at DIV0, DIV7, and DIV28. Circles of the same color represent biological replicates. **b)** The percent of top 100k genomic regions that lose accessibility or become newly accessible between consecutive timepoints. **c)** The conservation of *in vitro* motor neuron accessible regions at each time point compared to random genomic sequences. **d)** The percent of total peaks or differential peaks that are proximal (within 2kb) or distal (>2kb away) from transcription start sites. Error bars are SEM; n = 3 for all peaks, n = 4 for differential peaks, two-tailed t-tests. **e)** Top motifs enriched in top 10k DIV28 > DIV0 peaks. The motif logos show the *de novo* motif identified by HOMER on top and the best matched known transcription factor motif on the bottom. The p-value and prevalence of enriched motif, as determined by HOMER, is reported on the right.

Supplementary Figure 10

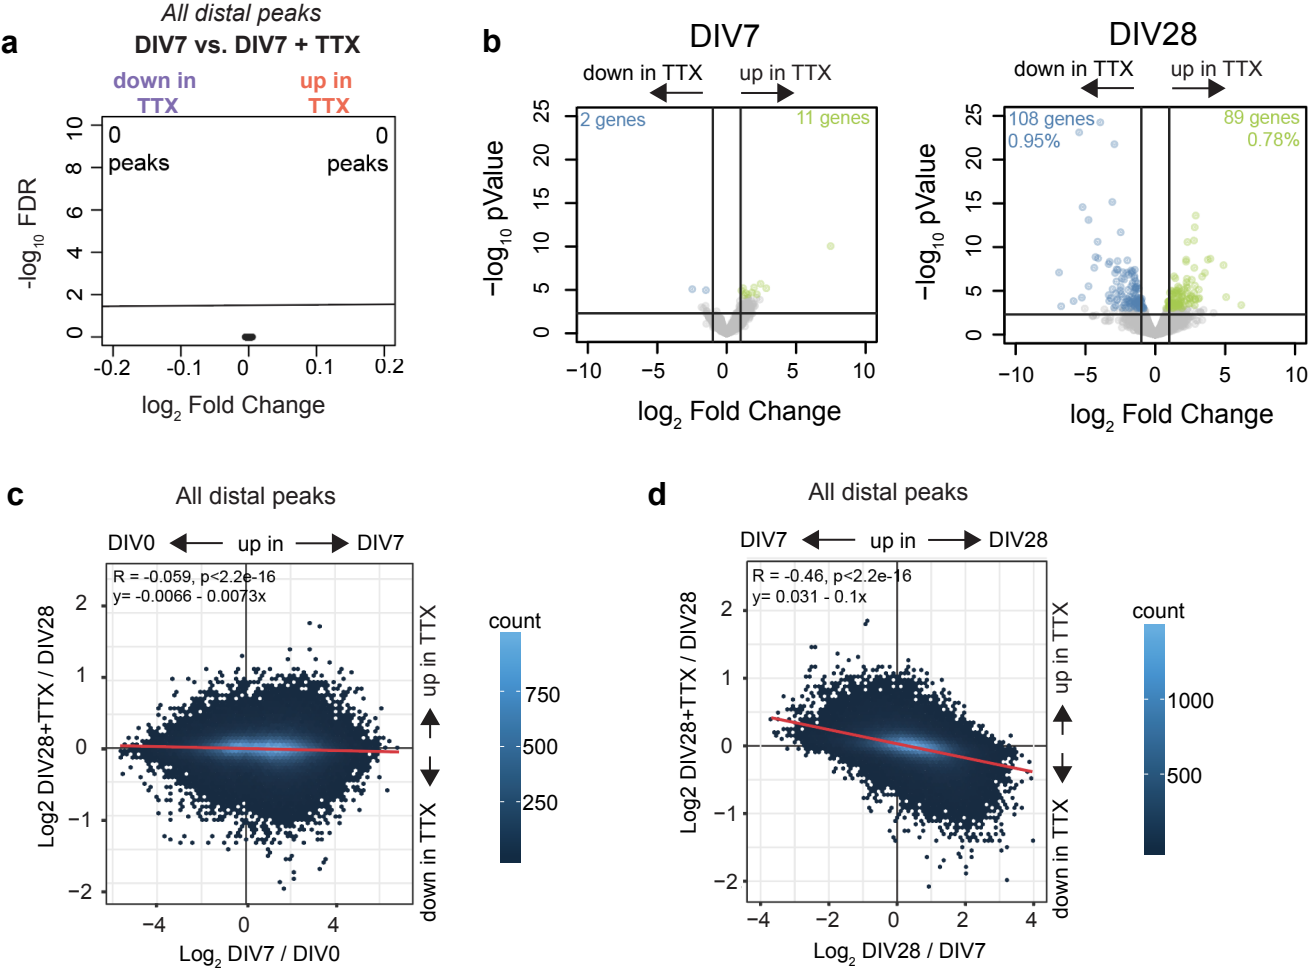

**Supplementary Figure 10: Effect of activity on maturation-dependent changes in chromatin accessibility and gene expression.** **a)** Differential accessibility analysis between DIV7 and DIV7 + TTX conditions. Each dot represents a single ATAC-seq peak. No peaks gain or lose accessibility with  $FDR < 0.05$ , as calculated by DiffBind. **b)** Plots showing differential gene expression between DIV7 and DIV7 + TTX (left) and DIV28 and DIV28 + TTX (right) conditions. Each dot represents one gene, the x-axis shows the  $\log_2$  fold change, the y-axis shows the  $-\log_{10}$  p-value. Colored dots are genes that are upregulated (green) or downregulated (blue) at least 2-fold with a p-value  $< 0.001$  (as determined by EdgeR). **c)** A density map that plots the correlation in global accessibility changes between DIV0-DIV7 compared to accessibility changes due to loss of activity. Each hexagon on the plot represents a number of ATAC-peaks (as shown in the scale on the right), the x-axis plots the change in accessibility over time, and y-axis plots the change in accessibility in DIV28 + TTX condition compared to DIV28. For example the bottom right quadrant contains peaks that are normally upregulated in culture between DIV0-DIV7, but are down regulated in the absence of activity. **d)** Same as (c) for time interval between DIV7-DIV28.

# Supplementary material for: Transcriptional dynamics of murine motor neuron maturation in vivo and in vitro
**Source:** Nat Commun. 2022 Sep 15;13:5427. doi: 10.1038/s41467-022-33022-4
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All collection of genomic data was performed with previously published software and packages listed here (versions provided when relevant): Cutadapt v0.6.2; RSEM (v1.3.0); STAR (v2.5.2b); Python (v3.6.9); EdgeR (multiple versions); bwa mem (v0.7.1.7); samtools (v1.7.2); MACS2 (v2.2.7.1); BEDTools; DiffBind; R; Matlab. Details in Methods of manuscript. Code used in this study is available on GitHub [ <a href="https://github.com/gifford-lab/motor-neuron-maturation">https://github.com/gifford-lab/motor-neuron-maturation</a> ] |
| Data analysis   | All analysis of genomic data was performed with previously published software and packages listed here (versions provided when relevant): Cutadapt v0.6.2; RSEM (v1.3.0); STAR (v2.5.2b); Python (v3.6.9); EdgeR (multiple versions); bwa mem (v0.7.1.7); samtools (v1.7.2); MACS2 (v2.2.7.1); BEDTools; DiffBind; R; Matlab. Details in Methods of manuscript. Code used in this study is available on GitHub [ <a href="https://github.com/gifford-lab/motor-neuron-maturation">https://github.com/gifford-lab/motor-neuron-maturation</a> ]   |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All sequencing data generated in this study have been deposited to GEO database under accession code GSE198767 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE198767]

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was not predetermined. Sample sizes were chosen based on common convention in the field (for example, Stroud et al., Neuron 2020). 2-3 biological replicates were performed for all in vivo sequencing experiments with n=3-9 animals of mixed sex, and at least three replicates for in vitro experiments. Over 100 cells were scored (from at least 3 replicates) for results generated from immunostaining studies. Sample sizes for experiments are provided in figure captions and methods. |
| Data exclusions | No data is excluded from this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | Experiments were verified by replication to ensure consistency and reliability of data. A conventional number of replicates were used depending on experiment type (for example, Stroud et al., Neuron 2020). 2-3 biological replicates were performed for all in vivo sequencing experiments with n=3-9 animals of mixed sex, and at least three replicates for in vitro experiments.                                                                                                                       |
| Randomization   | Data randomization was used to subset random numbers of cells from snseq data for the bulk RNA-seq data deconvolution                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | Blinding was not used in this study, but scoring of images was performed by two independent investigators.                                                                                                                                                                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

The following primary antibodies were used: GFP (Chick, Thermo Fisher A10262, 1:3000), Chat (Goat, EMD Millipore AB144P 1:100), hb9 (Guinea pig 1:100 from Jessell Lab), NeuN (Rabbit, Millipore Sigma ABN78, 1:1000), Spp1 (Mouse, R&D Systems AF808, 1:50; Goat, sc-21742, 1:300), Isl1/2 (Ms 4D5 DSHB optimized concentration by staining; Neuromics GT15051 1:5000); Nfia (Rb, Active Motif 39397, 1:1000), Nfib (Rb, Active Motif 39091, 1:1000), NFH (Chk, Neuromics CH22104, 1:2000), cFos (Rat, Synaptic Systems 226 017, 1:500), Nr3c1 (Rabbit, Invitrogen PA1-511A, 1:2000), Nr3c2 (DSHB clones 1D5 and 3F10, 1:33). The following secondary antibodies were used: 1:800, 706-165-148, 711-165-152, 715-165-151, 715-545-150, 712-605-153, 712-605-152, 712-605-151, 703-545-155,

715-175-151, 715-175-150 from Jackson ImmunoResearch Laboratories.

Validation

We used commonly used antibodies. Examples of publications validating antibodies: Spp1- Morisaki et al., Scientific Reports volume 6, Article number: 27354 (2016); NFI - Chen et al., 2017, JCN; Nr3c2- McCann et al. 2021, Molecular Psychiatry; Neun, Hb9 - Jacko et al., Neuron, 2018.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                      |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Generation of new mESC lines is described in Methods.                                |
| Authentication                                                       | All lines were verified by genotyping and sequencing of multiple independent clones. |
| Mycoplasma contamination                                             | All lines were tested regularly to verify lack of mycoplasma contamination.          |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | NA                                                                                   |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice were used in accordance with IACUC guidelines and protocols approved by the Institute of Comparative Medicine at Columbia University. The mice are housed in microisolator cages in a pathogen-free barrier facility. All animals will be under daily surveillance by the staff and veterinarians of the animal facility and the Institute of Comparative Medicine at Columbia University. The specific pathogen-free status of the colony is monitored using sentinel mice. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Ethics oversight        | Protocols are approved by Institutional Animal Care and Use Committee (IACUC) at the Columbia University Institute of Comparative Medicine. The animal care and use program at Columbia University is accredited by the AAALAC International and maintains an Animal Welfare Assurance with the Public Health Service (PHS), Assurance number D16-00003 (A3007-01).                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

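RNA was sequenced in 28 libraries of mouse motor neurons, 18 in vivo (3 each at E10.5, P4, P21 and P56, 2 each at E13.5, P13 and 2 years) and 10 in vitro (2 each at DIV0 and DIV7, 3 each at DIV28 and at DIV28 with TTX), and open chromatin by ATAC-seq in 22 libraries, 2 of each of the same ages and culture conditions. The E10.5 RNA came from whole cells and the RNA of all other libraries from nuclei. The samples were grouped by the age or culture condition that their labels and the paper give.

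For RNA-seq, the authors trimmed the reads with Trimgalore, aligned them to mm10 with STAR and estimated counts with RSEM, and the deposited values are expected counts per gene, without normalisation. Totals per library ranged from 2704676 to 21823524 counts. For ATAC-seq, the authors trimmed the reads, aligned them to mm10 with bwa mem, removed duplicates with samtools and called peaks with MACS2 at a p limit of 0.01 in each library. The deposited peak lists hold the fold enrichment at the summit, a ratio to the background within the same library, and the −log10 p and −log10 q of each peak. The paper used peaks called on pooled replicates except for its differential test, while the peaks used here were called per library. The number of reads behind the peaks is unknown, and −log10 p rises with it, so peaks were compared by rank and by presence and no interval is given for them.

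Tables were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Expected counts were rounded, genes with at least 5 CPM in every replicate of at least 1 group were kept, libraries were scaled with TMM factors and 1 model per set of libraries was fitted with edgeR's quasi-likelihood test, with 1 coefficient per age or condition. The sets were the 18 in vivo libraries, the 10 in vitro libraries, and the 25 libraries without TTX for comparisons between the systems. The paper gives the limits, an unadjusted p under 0.001 and a change of at least 2-fold, and names edgeR, but its text does not name the test within edgeR. Adjusted p-values are Benjamini-Hochberg adjusted over all genes of a fit. Normalised counts of single genes were scaled by median-of-ratios size factors. Genes whose libraries of one group held no count are given as a bound against a floor of 3 counts, and with 1 to 3 counts no fold is given. Intervals of shares are 95% Wilson intervals, and intervals and floors cover counting error only. Supplementary Table 1 of the paper pairs the DIV28 replicates with those grown with TTX, and the deviations of same-numbered libraries from their group means correlated at 0.58, 0.50 and 0.66. The main test used no block, since the paper does not say that its test did, and a fit with the pair as a block was an alternative.

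Principal components were computed on log2 of normalised counts plus 1, for genes over 10 normalised counts in at least 1 library. Gene lists were tested with camera, with a preset correlation of 0.01 between genes, and with fry, which estimates it, and were adjusted over the lists of a comparison with at least 3 tested genes. They were the proteasome, the CCT chaperonin, mitochondrially encoded transcripts, erythroid, endothelial, pericyte, fibroblast, oligodendrocyte, astrocyte, microglia and immediate early genes, the genes of Supplementary Figs. 2a, 2b, 2g and 8a, the genes examined in situ, the skeletal motor neuron transcription factors, the candidate regulators and the genes named in vitro. Genes without a count in both compared groups were left out of a list. The correlation between the change over time and the change with TTX was compared with 40 simulated sets without an effect of TTX. The classes of effector genes were rebuilt from RefSeq descriptions by the rule of the paper's Methods, which was decided after the design.

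Peaks on the autosomes and sex chromosomes were used, with 1 summit per interval. The top 100000 peaks of a library by −log10 p were compared with all peaks of the other library, and peaks were called distal when the summit lay over 2000 bp from the nearest transcription start site of GENCODE. Motif shares were counted in the 10000 highest distal peaks within 100 bp of the summit. Overlaps were checked against bedtools 2.31.1 on 5354 made-up peaks, and the motif count was tested on simulated data with 300 planted sites for each of 11 consensuses. The gene test was tested on simulated data with 200 genes changed by known folds in counts with the real library sizes and spread. Of 50 genes changed 4-fold, 37 were called for DIV0 against DIV7, 44 for DIV7 against DIV28 and 44 for TTX, and of 50 changed 2-fold 5, 8 and 14, with 16, 12 and 11 unchanged genes called.

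The tests, limits, gene lists and a first set of alternatives were set before the data were examined. Single genes named are those that the paper names in its results or shows in Supplementary Fig. 2a and Fig. 3f, the highest or lowest members of a list, and, for TTX, the 5 called genes with the smallest p in each direction that changed the same way in all 3 pairs of cultures. Alternatives were the likelihood ratio test, DESeq2, median-of-ratios factors, no filter on low counts, an adjusted p limit, only the libraries of the compared groups, a replicate block, each replicate left out in turn, other in vivo start ages and class limits, other gene sets and scalings for principal components, and, for peaks, the top 50000 peaks, a −log10 q of at least 2, an overlap of 50 percent, both libraries subtracted, a distal limit of 5000 bp, other assignments of peaks to genes and other motif windows and backgrounds. DiffBind, HOMER, DeepAccess, the deconvolution against single-nucleus data, the cortical neuron data, conservation, motor pool and alpha motor neuron marker lists, and libraries grown with TTX to DIV7 were not analysed here. Values of a few single genes are not reported here.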

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

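The tests of blood and vessel RNA at E13.5, of fewer mitochondria and shorter fragments at E10.5, and of whole cells at E10.5 with E13.5 as the in vivo start, were chosen only after the results they concern were seen. A difference between the systems was found for *Chat*, *Nfia*, *Nfib* and *Jun* by testing it in 1 fit of both. The log2 change from E10.5 to P21 minus that from DIV0 to DIV28 was 4.89 for *Chat* (adjusted p = 2.3e-10), 5.89 for *Nfia* (adjusted p = 1.7e-10), 5.70 for *Nfib* (adjusted p = 1.9e-08) and -4.27 for *Jun* (adjusted p = 1.0e-08). The changes were 2.76, 3.06, 3.76 and -2.44 in vivo and -2.13, -2.83, -1.94 and 1.83 in vitro, and for each gene no library of a later group overlapped the libraries of the earlier one. Over the 14 alternatives set for it before the data were examined, among them median-of-ratios factors, DESeq2 and each replicate left out, the difference of *Chat* lay between 4.58 and 5.13, that of *Nfia* between 5.42 and 6.37, that of *Nfib* between 5.20 and 6.55 and that of *Jun* between -4.67 and -4.06, each with an adjusted p under 0.05. In all, 726 genes were called in both systems with opposite signs, 332 higher and 394 lower in vivo. A difference between the systems was common in this fit, with an adjusted p under 0.05 for 10497 of 15521 genes. A small adjusted p is thus not particular to the 4 named genes.

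The scaling and single libraries are argued against as causes for these 4 genes by the alternatives, since no scaling or omitted library brought a difference near 0 (the lowest for *Chat* was 4.58). E10.5 was the only group of whole cells. With E13.5 as the in vivo start, an alternative chosen after seeing the values in which all libraries are of nuclei, the difference of the in vivo and in vitro changes was 4.38 for *Chat* (adjusted p = 4.5e-09) and -4.05 for *Jun* (adjusted p = 4.4e-08), which argues against the isolation method as the whole cause for these 2 genes. For *Nfia* and *Nfib* it was 2.36 (adjusted p = 5.6e-05) and 1.39 (adjusted p = 0.039), which comes from the fall in vitro, and the method stays open for their rise in vivo. From E10.5 to E13.5, the step at which the method changed, the log2 change was 3.32 for *Nfia*, 4.11 for *Nfib*, 0.30 for *Chat* and -0.43 for *Jun*, and from E13.5 on, in nuclei, it was -0.29, -0.38, 2.43 and -2.05 up to P21. Without E10.5 replicate 3 the first step was 0.84 for *Chat* and 0.09 for *Jun*. For genes changed between E10.5 and E13.5 the method and age cannot be told apart, the test of it being the median change of -2.76 in mitochondrially encoded transcripts, because no age was isolated both ways. RNA of co-cultured cells was tested with gene lists only, as described under the other observations. The origin of the cultured neurons from stem cells and the culture itself stay open as biological differences and were not tested.

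Genes of blood and vessel cells were higher at E13.5 than at E10.5. The median log2 change, with genes without a count at E10.5 taken at their bound, was 8.54 for 8 erythroid genes (camera, adjusted p = 3.7e-16), 9.27 for 11 endothelial genes (adjusted p = 2.7e-15), 5.58 for 5 pericyte genes (adjusted p = 1.0e-07) and 3.91 for 6 fibroblast genes (adjusted p = 0.011). All of these genes were counted as higher, and the calls of the 4 lists held with fry and with median-of-ratios factors. The lists were fixed with the design and share no gene with each other. At E10.5 only *Col1a2* of them reached 5 CPM, and the most abundant at E13.5 were *Hbb-y* at 1300.3, *Kdr* at 1373, *Rgs5* at 217 and *Col3a1* at 311 CPM. At P56 1 erythroid and 2 fibroblast genes and 0 of the endothelial and pericyte genes were at 5 CPM or more.

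A candidate explanation is RNA from blood and vessel cells in the E13.5 libraries, which would bring all 4 lists up at E13.5 and, if confined to that age, down again at P4. From E13.5 to P4 the median fell by 3.57 for the erythroid list (camera, adjusted p = 2.3e-08) and by 2.75 for the fibroblast list (0.023), it was -1.65 for the endothelial list (0.16, and 0.013 with fry), and it was 0.26 for the pericyte list (0.69, and 0.026 with fry). The endothelial and pericyte lists then fell from P4 to P13, by 3.63 and 3.24. The pericyte value is not what a signal of E13.5 alone predicts, but RNA from vessel cells at both E13.5 and P4 would give it, and the paper's Methods report some contamination from blood vessels at both ages. Endothelial genes at 5 CPM or more numbered 10 at E13.5, 12 at P4, 8 at P13 and 0 at P21, and pericyte genes 5, 5, 3 and 1. The paper's Methods report purer nuclei from P13 on, so this course goes with RNA from vessel cells. No test separated the 2 sources within a library, so a change within the neurons is not excluded. Depth is argued against as the whole cause, since the E10.5 libraries, with 7129979 to 7948429 counts, held more than the first E13.5 library, with 5217972. The isolation method, which changed between these ages, and age itself stay open.

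Oligodendrocyte genes, also outside those the paper discusses, rose from P4 to P13 with a median log2 change of 2.20 (camera, adjusted p = 1.1e-11, higher for all 8 genes of the list) and were lower at P56 than at P21, with a median of -1.50 (adjusted p = 1.3e-39, lower for all 8). Both calls held with fry and with median-of-ratios factors. At E10.5 5 of the 8 genes already reached 5 CPM. From P4 to P13 the endothelial and pericyte lists moved the other way, which argues against a lower share of motor neuron RNA alone, since that would raise the genes of all other cells alike. From P21 to P56 the erythroid list (median -1.89) and the astrocyte list (-0.37) were also lower, so a higher share of motor neuron RNA is not argued against there. RNA of oligodendrocytes and a change within the neurons, with age as the biological difference, were not separated by any test.

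The ribosomal RNAs of the mitochondria, *mt-Rnr1* and *mt-Rnr2*, which the paper does not discuss, were nearly absent from the E10.5 libraries alone, with a mean of 1.84 and 2.81 CPM. They stood at 2551 and 3312 CPM at E13.5, and the lowest of the other groups, 2 years, had 400.4 and 437. Fewer mitochondria at E10.5 are argued against, since the other mitochondrially encoded transcripts went the opposite way, with a median log2 change of -2.76 from E10.5 to E13.5 and *mt-Co1* at 1923 CPM at E10.5 and 292 at E13.5. RNA from whole cells, which hold the cytoplasm, would have raised these 2 RNAs as well. Selection of poly(A) RNA at E10.5 alone is argued against, since 6 of 8 RNAs without a poly(A) tail had a higher mean at E10.5 than at E13.5, among them *Rn7sk* at 9799.7 against 2584 CPM. Shorter fragments at E10.5 (172 to 184 bases, against 269 to 276 at E13.5) are argued against, since the DIV0 libraries, at 169.8 to 181 bases, held 702 CPM of *mt-Rnr1*. A difference in how these RNAs were removed during library preparation stays open and was not tested, as does age.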

How the results depend on the processing

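The 2 alternatives that combine the replicate block with another choice for TTX, the fit of both systems for the culture steps, E13.5 as the start for differences of named genes, and the background of distal peaks for motifs, were chosen only after the values were seen. These results stayed within 1.5 times their count, or within their spread, under each alternative run for them: the genes changed from E13.5 to P4 (4948 to 7597), from P4 to P13 (1697 to 2821), from P4 to P56 (2266 to 3525) and from E10.5 to P21 (8525 to 11626), the shares of the 6 effector gene classes, in vivo and in vitro (likelihood ratio test and DESeq2 only), the proteasome and CCT lists from E13.5 to P4 (median-of-ratios factors only), and the shares of peaks gained near induced and reduced genes from E10.5 to E13.5. So did the shared genes called between DIV28 and P21 (875 to 1538) under the alternatives set for them, but in classes with p under 0.001, which count fewer genes by their construction, they were 747 of 2432 in place of 1154 of 3714. The principal components of group means were computed in 1 way only, and the alternatives set for principal components were not run for them.

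Under an adjusted p limit in place of the unadjusted one, 1660 genes changed from P13 to P21 (main value 1098), 8 from P21 to P56 (26), 55 from P56 to 2 years (103), 2784 from DIV0 to DIV7 (1440), 2031 from DIV7 to DIV28 (993) and 27 with TTX (88), which follows from the limit itself: an adjusted limit is looser than p under 0.001 where many genes changed and stricter where few did. Under edgeR's likelihood ratio test the counts were 65 from P21 to P56, 173 from P56 to 2 years, 2164 from DIV0 to DIV7, 1653 from DIV7 to DIV28 and 209 with TTX. Under DESeq2 they were 1626 from DIV7 to DIV28 and 187 with TTX. With only the libraries of the 2 groups compared, they were 3717 from E10.5 to E13.5 (main value 6621), 191 from P56 to 2 years and 2488 from DIV0 to DIV7. With the in vivo and untreated in vitro libraries in 1 fit, they were 2945 from DIV0 to DIV7 and 2410 from DIV7 to DIV28. Without a filter on low counts 168 genes changed with TTX. The replicate block gave 1519 genes from DIV7 to DIV28 and 172 with TTX, the block with only the libraries of the 2 groups 281 and the block with the likelihood ratio test 345. Outside DIV28 and its TTX cultures the libraries share only a number, with correlations of same-numbered deviations from -0.14 to 0.15, and among named genes the block moved no adjusted p across 0.05 apart from that of *Chat* with TTX. For the test, DESeq2, the filter, the block and the libraries in the fit, the cause was not tested.

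Across the fits that each left out 1 library, the genes changed from P56 to 2 years ranged from 65 to 83 (3 fits, the lowest without P56 replicate 2) and those with TTX from 56 to 100 (6 fits, the lowest without DIV28 replicate 2), the correlation of the change in vivo with the change in vitro from 0.334 to 0.407 (11 fits, the lowest without DIV28 replicate 3), the percentage of genes higher in vivo that were higher in vitro from 38.5 to 41.9, that of genes lower in both from 25.7 to 28.8 and that of genes changed in vivo and stable in vitro from 50.0 to 52.5. These fits had fewer samples.

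The correlation of the change in vivo with that in vitro (0.383) was 0.186 with E13.5 as the in vivo start, 0.276 with no filter on low counts and 0.329 with the replicate block. The genes with shared change (3714) were 2432 in classes with p under 0.001, which counts fewer genes by its construction, and 7555 with no filter. The percentage of genes higher in vivo that were higher in vitro (39.6) was 36.9 with E13.5 as the start, 28.7 in classes with p under 0.001, 41.6 with no filter, 38.3 with DESeq2 and 37.2 with the block. The percentage of genes lower in both (27.0) was 22.9 with E13.5 as the start, 20.3 in classes with p under 0.001 and 25.4 with no filter. The percentage of genes changed in vivo and stable in vitro (51.5) was 67.7 in classes with p under 0.001, 47.4 with no filter and 50.0 with the block. The correlation of the DIV7 to DIV28 change with the TTX change (-0.490) was -0.496 with DESeq2, -0.446 over all expressed genes, and -0.256, -0.352 and -0.324 with DIV28 replicate 1, 2 or 3 alone set against TTX, where no library enters both changes. Apart from the classes, the cause was not tested.

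The share of variance of PC1 of gene expression, for the 18 in vivo, the 10 in vitro and the 25 libraries of both (53.4%, 35.6% and 39.0%), was 65.1, 46.5 and 46.1 with centred genes without scaling, 57.6, 39.0 and 43.7 for genes with CPM of at least 5 in all replicates of a condition and 53.0, 35.4 and 38.8 with TMM-normalised CPM. For ATAC, PC1 (24.0% of 14 and 17.8% of 22 libraries) was 21.9 and 16.1 with presence or absence of a peak. The cause was not tested.

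The percentages of peaks gained and lost moved with the choice of peaks, and those that moved by more than the spread between pairs of libraries were, for the top 50k peaks, gained 46.6 (E10.5 to E13.5), 11.9 (E13.5 to P4), 14.3 (P4 to P13), 2.79 (P13 to P21), 0.962 (P21 to P56), 2.48 (P56 to 2 years), 41.7 (DIV0 to DIV7), 26.6 (DIV7 to DIV28) and 2.42 (with TTX) and lost 32.5 (E10.5 to E13.5), 22.8 (E13.5 to P4), 9.15 (P4 to P13), 0.864 (P13 to P21), 2.39 (P21 to P56), 2.34 (P56 to 2 years), 34.3 (DIV0 to DIV7), 12.8 (DIV7 to DIV28) and 2.76 (with TTX). With a -log10 q of at least 2 in both libraries they were gained 70.3 (E10.5 to E13.5), 20.9 (E13.5 to P4), 44.1 (P4 to P13), 11.3 (P21 to P56), 24.2 (P56 to 2 years), 52.7 (DIV0 to DIV7) and 51.2 (DIV7 to DIV28) and lost 32.1 (E10.5 to E13.5), 49.3 (E13.5 to P4), 22.0 (P21 to P56), 20.7 (P56 to 2 years) and 23.0 (DIV7 to DIV28). With an overlap of at least 50 percent of the peak, which by its construction finds fewer shared peaks, they were gained 72.6 (E10.5 to E13.5), 41.5 (E13.5 to P4), 41.2 (P4 to P13), 24.8 (P56 to 2 years), 60.8 (DIV0 to DIV7), 56.0 (DIV7 to DIV28) and 17.1 (with TTX) and lost 53.2 (E10.5 to E13.5), 46.3 (E13.5 to P4), 32.7 (P4 to P13), 15.6 (P13 to P21), 25.0 (P21 to P56), 17.7 (P56 to 2 years), 58.8 (DIV0 to DIV7), 34.3 (DIV7 to DIV28) and 17.2 (with TTX). With the peaks of both libraries of the other group subtracted, which by its construction leaves fewer, they were gained 55.1 (E10.5 to E13.5), 24.5 (E13.5 to P4), 24.5 (P4 to P13), 5.39 (P13 to P21), 4.17 (P21 to P56), 7.33 (P56 to 2 years), 52.6 (DIV0 to DIV7), 33.3 (DIV7 to DIV28) and 4.07 (with TTX) and lost 33.4 (E13.5 to P4), 18.8 (P4 to P13), 3.46 (P13 to P21), 5.88 (P21 to P56), 8.54 (P56 to 2 years), 40.3 (DIV0 to DIV7), 21.9 (DIV7 to DIV28) and 3.80 (with TTX). For the top 50k peaks and the -log10 q the cause was not tested.

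The distal share of top peaks (75.0% in vivo and 75.2% in vitro) was 64.3 and 64.5 at 5 kb from a transcription start site, and that of gained or lost peaks 76.0 and 76.4, lower by its construction. Among the top 50k peaks it was 64.3 and 66.1. The percentage of genes higher with a gained distal peak was 92.0 from E10.5 to E13.5 and 93.1 from E13.5 to P21 with all peaks within 100 kb, and 49.5 and 43.7 for the 500 genes with the largest change. The gained share near the most induced genes from E13.5 to P21 was 64.3 and 60.0 under the same alternatives, and that near the most reduced genes 54.5 and 40.1. For all but the 5 kb limit the cause was not tested.

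The ratio of the AP-1 share of gained peaks to the background was 1.60 from E10.5 to E13.5 and 18.9 from DIV0 to DIV28 against windows 1000 bp away, 1.69 from E10.5 to E13.5, 1.86 from P4 to P21 and 2.91 from DIV0 to DIV28 against the background of distal peaks present at both ages, and 6.42 from P4 to P21 with 50 bp around the summit. That of the NFI monomer site was 1.71 and 1.60 against windows for E10.5 to E13.5 and DIV0 to DIV28, and, for E10.5 to E13.5, P4 to P21 and DIV0 to DIV28, 1.25, 1.10 and 1.10 against distal peaks and 2.27, 2.15 and 1.81 with 50 bp. With TTX the AP-1 ratio of gained peaks was 4.24 against windows and 0.334 against distal peaks, and that of lost peaks was 12.8 against windows and reversed to 0.835 against distal peaks. The HOX/LIM ratio of peaks gained from P4 to P21 reversed to 0.776 against windows. The cause was not tested.

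The other values were single genes, gene lists, motifs, and counts and shares in one direction. Of the values of single genes under an alternative, 542 with all libraries and 369 with 1 library left out kept their direction and side of the limit, 36 were weaker (30 of them with 1 library left out), 9 were stronger and 10 moved in sign without passing the limit. The weaker ones were of *Mef2d*, *Dmp1*, *Thy1*, *Nnat*, *Col11a1*, *Tm4sf1*, *Jam2* and *Nupr1*, and the stronger ones of *Jun*, *Chat* and *Spp1*. Of those of gene lists 96 were the same, 1 was weaker and 1 moved, and of motifs 30 were the same, 18 moved and 1 reversed. Of counts in one direction 321 were the same and 73 moved, and of shares in one direction 180 were the same and 70 moved. All 4 means of marker genes moved, and of the rest 8 were the same and 8 moved. Median-of-ratios factors moved the median log2 change of all genes from 0.13 to 0.24 for E10.5 to E13.5 and from 0.12 to 0.01 for E13.5 to P4, so changes of single genes at these steps are relative to such shifts. Small changes in vitro are limited, since simulated 2-fold changes were mostly missed there (5 to 14 of 50 recovered, against 24 of 50 for P21 against P56). The biological coefficient of variation was 0.316 in vitro and 0.184 in vivo, and whether depth adds to this was not tested. The unknown number of reads limits all comparisons of peaks between libraries.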

Differences from the paper's values

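No test in this part was chosen only after the result was seen, apart from the 2 alternatives for TTX and the fit of both systems for the cultures, which are named as such. From P21 to P56, 0.0466% of genes tested were higher and 0.126% lower, against the paper's about 0.4% and about 0.5% in Fig. 1f, read by eye, and none of the alternatives set before the data were examined closed either gap. From P56 to 2 years 0.186% were lower, against the paper's about 0.8% in Fig. 1f, read by eye. Of the alternatives set before the data were examined, it came within 1.5 times of that at 0.620 with only the libraries of the 2 groups, and not with an adjusted p limit, the likelihood ratio test, DESeq2, median-of-ratios factors, no filter on low counts, the replicate block and 1 library left out.

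From DIV0 to DIV7, 8.36% of genes tested were higher and 2.81% lower, against the paper's about 13% and about 7.1% in Fig. 4d, read by eye. Of the alternatives set before the data were examined, the first came within 1.5 times of the paper's value at 14.0 with an adjusted p limit, 11.5 with the likelihood ratio test, 11.1 with DESeq2, 11.3 with the replicate block, 12.4 with only the libraries of the 2 groups and 9.45 with only libraries without TTX, and not with median-of-ratios factors and no filter on low counts, and the second at 7.58 with an adjusted p limit, 5.31 with the likelihood ratio test, 5.40 with DESeq2 and 7.76 with only the libraries of the 2 groups, and not with median-of-ratios factors, no filter on low counts, the replicate block and only libraries without TTX. From DIV7 to DIV28, 3.62% were higher and 4.09% lower, against the paper's about 7.7% and about 8.7% in Fig. 4d, read by eye. The first came within 1.5 times of the paper's value at 8.01 with an adjusted p limit, 6.30 with the likelihood ratio test, 6.47 with DESeq2 and 5.69 with the replicate block, and not with median-of-ratios factors, no filter on low counts, only the libraries of the 2 groups, only libraries without TTX and 1 library left out, and the second at 7.75 with an adjusted p limit, 6.52 with the likelihood ratio test, 6.14 with DESeq2 and 6.10 with the replicate block, and not with median-of-ratios factors, no filter on low counts, only the libraries of the 2 groups, only libraries without TTX and 1 library left out. With the in vivo and untreated in vitro libraries in 1 fit, an alternative chosen for these steps after seeing the values, all 4 came within 1.5 times of the paper's with the main test and limits, at 12.4% higher and 6.59% lower from DIV0 to DIV7 and 7.72% higher and 7.81% lower from DIV7 to DIV28. The paper's Methods normalise these libraries together for Fig. 4.

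With TTX at DIV28, 36 genes were higher, 52 lower and 88 changed, against the paper's 89, 108 and 197. Of the alternatives set before the data were examined, the numbers of higher, lower and changed genes came within 1.5 times of the paper's at 98, 111 and 209 with the likelihood ratio test, 90, 97 and 187 with DESeq2, 70, 98 and 168 with no filter on low counts and 81, 91 and 172 with the replicate block. They did not with an adjusted p limit, median-of-ratios factors, only the libraries of the 2 groups and 1 library left out. With the replicate block and only the libraries of the 2 groups, chosen after seeing the values, they came within 1.5 times as well, at 127, 154 and 281, and with the replicate block and the likelihood ratio test, also chosen after seeing the values, they did not, at 180, 165 and 345.

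Of the chromatin genes, 5.30% were low at E10.5 and higher at P21, against the paper's 10%, and neither the likelihood ratio test nor DESeq2, the alternatives set before the data were examined, closed the gap. For peaks, each value below is followed by the alternatives set before the data were examined under which it came within 1.5 times of the paper's or within the spread between libraries, and then by those under which it did not. From P13 to P21, the peaks lost were 7.51%, against the paper's about 2% in Fig. 2b, read by eye. It did at 5.55 without P13 replicate 1, 4.78 without P21 replicate 1, 0.864 with the top 50k peaks and 3.46 with the peaks of both libraries subtracted, and did not at 9.48 without P13 replicate 2, 10.3 without P21 replicate 2, 11.3 with a -log10 q of at least 2 and 15.6 with an overlap of 50 percent. From P21 to P56, the peaks gained were 8.09%, against the paper's about 2% in Fig. 2b, read by eye. It did at 0.962 with the top 50k peaks and 4.17 with the peaks of both libraries subtracted, and did not at 5.77 without P21 replicate 1, 10.4 without P21 replicate 2, 6.79 without P56 replicate 1, 9.38 without P56 replicate 2, 11.3 with a -log10 q of at least 2 and 10.2 with an overlap of 50 percent. The peaks lost at that step were 13.0%, against the paper's about 8% in Fig. 2b, read by eye. It did at 11.9 without P56 replicate 1 and 5.88 with the peaks of both libraries subtracted, and did not at 13.0 without P21 replicate 1, 13.0 without P21 replicate 2, 14.1 without P56 replicate 2, 2.39 with the top 50k peaks, 22.0 with a -log10 q of at least 2 and 25.0 with an overlap of 50 percent. From P56 to 2 years, the peaks gained were 14.5%, against the paper's about 8% in Fig. 2b, read by eye. It did at 7.33 with the peaks of both libraries subtracted, and did not at 13.3 without P56 replicate 1, 15.8 without P56 replicate 2, 14.2 without 2 years replicate 1, 14.8 without 2 years replicate 2, 2.48 with the top 50k peaks, 24.2 with a -log10 q of at least 2 and 24.8 with an overlap of 50 percent. The peaks lost at that step were 14.3%, against the paper's about 8% in Fig. 2b, read by eye. It did at 8.54 with the peaks of both libraries subtracted, and did not at 13.0 without P56 replicate 1, 15.5 without P56 replicate 2, 12.8 without 2 years replicate 1, 15.7 without 2 years replicate 2, 2.34 with the top 50k peaks, 20.7 with a -log10 q of at least 2 and 17.7 with an overlap of 50 percent.

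The correlation of the change in vivo with that in vitro was 0.383, against the paper's 0.45, and none of the alternatives set before the data were examined reached it (range 0.186 to 0.407). In opposite directions, 781 genes were higher in vivo and lower in vitro and 813 the other way, against the paper's about 350 and about 540 in Fig. 4g, read by eye. Of the alternatives set before the data were examined, the first number came within 1.5 times of the paper's at 332 with classes with p under 0.001, and the second at 394 with classes with p under 0.001, 766 with median-of-ratios factors, 752 with DESeq2, 771 without DIV28 replicate 1 and 771 without DIV28 replicate 2. The first did not with E13.5 as the in vivo start, median-of-ratios factors, no filter on low counts, DESeq2, the likelihood ratio test, the replicate block and 1 library left out, nor the second with E13.5 as the in vivo start, no filter on low counts, the likelihood ratio test, the replicate block and another library left out. The correlation with the TTX change was -0.490 for the change from DIV7 to DIV28, against the paper's -0.51, and 0.101 for that from DIV0 to DIV7, against the paper's 0.033. None of the alternatives set before the data were examined gave the paper's values (ranges -0.496 to -0.256 and 0.0131 to 0.189), among them DIV28 libraries split between the 2 changes.

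The paper states that the change in expression decreases with age after P4, while here more genes changed from P56 to 2 years (103) than from P21 to P56 (26), also under each alternative run for both steps. The paper places DIV28 with P21 and later ages on PC1 of the genes changed in vitro, while its score here was 29.1, between P4 at 16.1 and P13 at 35.9, with P21 at 45.3. The paper reports a rise of a *Thy1* reporter after DIV7, while the change of *Thy1* RNA from DIV7 to DIV28 was not called here at the unadjusted limit, although it was with the likelihood ratio test, DESeq2, no filter on low counts and the replicate block. The paper finds HOX and LIM motifs beside NFI motifs at E13.5 and AP-1 motifs beside them at P21, while the shares beside an NFI match were 0.971 and 0.923 times those elsewhere in the gained peaks. These are unlike comparisons, since the paper searched NFI peaks with HOMER, which was not run. The ratios here use other gained peaks as the background and a short site that is common outside peaks.

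On PC1 of accessibility the paper shows a course from E10.5 to P21, while here E13.5 stood apart at a mean of 733, with E10.5 at -73.7 and P21 at -175. This held for peak signal only: with presence or absence of a peak, an alternative set before the data were examined, the means were -393 at E10.5, -450.4 at E13.5, -82.2 at P4, 196 at P13, 289 at P21, 209 at P56 and 231 at 2 years, largely the course of the paper apart from the order of the first 2 ages. With cultures included, the paper places DIV28 near P13 and P21, while its mean score here was 820.3, with P13 at -67.8 and P21 at -46.5. The 2 DIV28 libraries lay far apart, at 1163 and 478, the higher score in the library with more peaks (224328 against 152667). With presence or absence of a peak, PC2 of these libraries followed age up to P21. On it DIV0 lay at -275, DIV7 at -221 and DIV28 at -10.4, beside -356 at E10.5, -40.5 at P4, 266 at P13 and 374 at P21. By that component the cultures moved from the embryonic ages to P4. The paper reports a larger number of accessible regions at every culture time than the 94520 and 80818 peaks found here in the DIV0 libraries and the 95519 in the first DIV7 library, which are counts per library. The paper finds that most peaks changed with TTX lose accessibility, while 8830 and 8691 peaks of the 2 untreated libraries and 10723 and 11025 of the 2 TTX libraries were found only in their group, without a test.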

Other observations

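The tests of a stress response at E10.5 and of astrocyte RNA at DIV7 were chosen only after the results they concern were seen. For the genes changed from E10.5 to E13.5, the change from whole cells to nuclei is a candidate explanation. Of the mitochondrially encoded transcripts, 12 of 13 tested were lower at E13.5, with a median log2 change of -2.76 (camera, adjusted p = 0.022), which RNA of the cytoplasm in whole cells would give, but age and method changed together, so that they cannot be told apart. They were also lower at P21 than at E10.5 (median -3.86). *Gm26917*, which took a large share of the E10.5 counts, is argued against as the cause: without it 6644 genes were called in place of 6621, with 6353 in both. The immediate early genes had a median of -0.96 from E10.5 to E13.5, with 3 of 8 higher and 5 lower, and an adjusted p of 0.46 with camera and 0.013 with fry, so that a stress response of the sorted cells cannot be told apart from age, since members went both ways. The candidate regulators had a median of 2.22 at the same step (camera, adjusted p = 0.015, 8 of 10 higher).

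For the genes changed from E13.5 to P4, the fall of blood and vessel RNA is argued against as the main source: of the 2849 genes called lower at P4, 817 (28.7%) had been called higher at E13.5. Age stays open as the biological difference and was not tested apart from this. The genes of Supplementary Fig. 8a rose at this step, with a median of 2.34 (camera, adjusted p = 8.5e-04, 7 of 8 higher).

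Astrocyte genes rose from DIV0 to DIV7, after the neurons were plated on glia, with a median log2 change, with 1 gene without a count at DIV0 at its bound, of 4.43 (6 of 6 higher, 2 called, camera, adjusted p = 0.010, fry 0.011), and had a median of -1.77 from DIV7 to DIV28 (camera, adjusted p = 0.057, fry 0.042). Of the 7 genes, 1 reached 5 CPM at DIV0, 6 at DIV7 and 3 at DIV28, the highest being *Slc1a2* at 77.0, 84.6 and 39.9 CPM, 4 of them are also in the list of Supplementary Fig. 8a, and 6 reach 5 CPM at P21 in vivo. RNA from the glia may account for this, but culture with glia and time in culture changed together, and they cannot be told apart. No more than 1 microglia gene reached 5 CPM in any group (the highest mean was 5.18 CPM, of *Csf1r* at E13.5), too few for a test of that list.

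With TTX at DIV28, a smaller share of glial RNA might lower genes, and a larger share of RNA from other cells might raise them. The astrocyte list had a median of 0.89 (4 of 6 higher, camera, adjusted p = 0.52) and the endothelial list one of -0.46 (1 of 3 higher, adjusted p = 0.76). The members of neither list moved together. Too few fibroblast and pericyte genes were tested to test their lists. Of the 6 fibroblast genes 4 reached 5 CPM with TTX, the highest being *Col1a2* at 51.1 CPM (0.638 to 77.2 in its 3 libraries), and 3 at DIV28, the highest being *Col3a1* at 12.9 CPM, while no pericyte gene reached 5 CPM in either group. Neither source can thus be excluded, and they cannot be told apart from an effect of TTX. The negative correlation of the DIV7 to DIV28 change with the TTX change could come from the DIV28 libraries that both use. This is argued against as the whole cause, since the least negative value with disjoint DIV28 libraries was -0.256, below the range of -0.163 to -0.0581 in simulated data without an effect of TTX.

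Among gene lists with TTX, the genes examined in situ had a median of -1.03 (0 of 6 higher, camera, adjusted p = 1.9e-04, fry 0.0045), the CCT chaperonin list 0.38 (8 of 8 higher, camera, adjusted p = 0.012, fry 0.29), the mitochondrially encoded transcripts 0.50 (7 of 7 higher, camera, adjusted p = 0.0053, fry 0.19), the neurotransmitter genes of Supplementary Fig. 2b -0.64 (1 of 6 higher, camera, adjusted p = 0.0049, fry 0.16), or a median of -0.44 with genes without a count at their bound, and the genes named in vitro -0.53 (2 of 5 higher, camera, adjusted p = 0.012, fry 0.16). The last 4 were past the limit with camera only, and with the pair as a block fry gave adjusted p = 0.012 for the neurotransmitter genes, 0.024 for the genes named in vitro and 0.039 for the skeletal effectors of Supplementary Fig. 2g. The lists past the limit with neither test were the proteasome (0.10), the genes of Supplementary Fig. 8a (-0.29), the candidate regulators (0.12), the skeletal transcription factors (0.04), the genes of Supplementary Fig. 2a that fall (-0.46) or rise (0.65) from E10.5 to E13.5, and the skeletal (-0.21), visceral (-0.0022) and interneuron (-0.25) effectors of Supplementary Fig. 2g. From DIV0 to DIV28 the proteasome list had a median of 0.84 and the mitochondrially encoded transcripts 3.05.

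Other splits of the same 6 libraries into 3 and 3 were fitted for each comparison of groups of 3, and in each 1 of the 10 splits, the real one, gave as many called genes. The real split gave 26 genes, against at most 14 in the other 9, for P21 against P56, 2669 genes, against at most 4 in the other 9, for P4 against P56, 9815 genes, against at most 9 in the other 9, for E10.5 against P21, 4088 genes, against at most 33 in the other 9, for DIV28 against P21, and 88 genes, against at most 59 in the other 9, for TTX. With TTX, where the numbers pair the cultures, the 3 other splits that part all pairs gave at most 1 gene each, and the splits that keep pairs together differ in the pairs as well. A share of 1 in 10 is the smallest that 10 splits can give.

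*Xist* had 5 counts in P4 replicate 1, against 7724 and 5470 in the others, with 1333 counts on the Y chromosome against 803 and 598. In E10.5 replicate 3 it had 564 counts, against 6022 and 4519.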
